# Comparison of normalization and differential expression analyses using RNA-Seq data from 726 individual *Drosophila melanogaster*

**DOI:** 10.1186/s12864-015-2353-z

**Published:** 2016-01-05

**Authors:** Yanzhu Lin, Kseniya Golovnina, Zhen-Xia Chen, Hang Noh Lee, Yazmin L. Serrano Negron, Hina Sultana, Brian Oliver, Susan T. Harbison

**Keywords:** RNA-Seq, Differential expression analysis, *Drosophila melanogaster*

## Abstract

**Background:**

A generally accepted approach to the analysis of RNA-Seq read count data does not yet exist. We sequenced the mRNA of 726 individuals from the *Drosophila* Genetic Reference Panel in order to quantify differences in gene expression among single flies. One of our experimental goals was to identify the optimal analysis approach for the detection of differential gene expression among the factors we varied in the experiment: genotype, environment, sex, and their interactions. Here we evaluate three different filtering strategies, eight normalization methods, and two statistical approaches using our data set. We assessed differential gene expression among factors and performed a statistical power analysis using the eight biological replicates per genotype, environment, and sex in our data set.

**Results:**

We found that the most critical considerations for the analysis of RNA-Seq read count data were the normalization method, underlying data distribution assumption, and numbers of biological replicates, an observation consistent with previous RNA-Seq and microarray analysis comparisons. Some common normalization methods, such as Total Count, Quantile, and RPKM normalization, did not align the data across samples. Furthermore, analyses using the Median, Quantile, and Trimmed Mean of M-values normalization methods were sensitive to the removal of low-expressed genes from the data set. Although it is robust in many types of analysis, the normal data distribution assumption produced results vastly different than the negative binomial distribution. In addition, at least three biological replicates per condition were required in order to have sufficient statistical power to detect expression differences among the three-way interaction of genotype, environment, and sex.

**Conclusions:**

The best analysis approach to our data was to normalize the read counts using the *DESeq* method and apply a generalized linear model assuming a negative binomial distribution using either *edgeR* or *DESeq* software. Genes having very low read counts were removed after normalizing the data and fitting it to the negative binomial distribution. We describe the results of this evaluation and include recommended analysis strategies for RNA-Seq read count data.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2353-z) contains supplementary material, which is available to authorized users.

## Background

Next-generation transcriptome sequencing promises to reveal the underlying complexities of gene expression. Lagging behind the technology is a generally accepted approach to the analysis of RNA-Seq data, including the experimental design, normalization, and statistical analysis approach [1]. One issue is whether low levels of read counts qualify as a rare transcript, or whether they should be discarded due to the uncertainty in their quantification [2]. Both RNA-Seq and microarrays are problematic for the detection of rare transcripts, although for different reasons [3, 4]. In RNA-Seq technical replicates of the same biological sample may not contain a given transcript if it is rare [2, 5]. Low-expressed transcripts can skew the results when certain types of statistical analyses, such as *t*-statistics, are used [6]. Furthermore, differences in library preparation across samples [2, 6–8], sequencing errors [9, 10], and mapping and annotation errors [9] can all contribute to inaccuracies in read count data. Complicating matters further are well-known biases in RNA-Seq data, such as sequence composition and similarity [5, 7, 10], gene length [6, 7, 9], and sequencing depth [4, 6]. In addition, the best choice of statistical model for differential gene expression is not straightforward. Differences due to technical variation in read count data have been modeled with a Poisson distribution, which assumes that the variance is equal to the mean [6]. However, differences among biological replicates of RNA-Seq read count data are far more variable than would be expected under a Poisson distribution, a phenomenon known as over-dispersion [6, 11, 12]. To account for over-dispersion, a generalized linear model (GLM) using a negative binomial distribution has been proposed [13, 14]. These issues leave the experimenter with several choices to make regarding data analysis: 1) which read counts to include in the analysis and which to discard; 2) which normalization methods will mitigate bias across samples; and 3) the best choice of statistical model to identify differentially expressed genes. Systematic comparisons of these choices as well as other experimental parameters have been made previously with microarray data. Large-scale comparisons using microarrays found that some experimental parameters were more critical than others in the analysis and interpretation of gene expression data. These studies use spike-in RNA standards, similar sample preparation and handling procedures, and/or known mutations as benchmarks to examine potential technical differences in sample preparation and analysis [15–18]. The MAQC Consortium identified and quantified the degree of variability and reproducibility both within and across different microarray platforms [15]. Comparisons of analytical models, normalization methods, and team performance have also been made [16, 19]. The results of differential gene expression analyses were often strongly influenced by the choice of normalization method [17–19]. Differential gene expression was also dependent on the analysis model used [19]; interestingly, differences in model performance could also be traced to the practices and experience of the team doing the analysis [19]. Furthermore, studies of gene expression-phenotype associations revealed that the phenotypic trait itself often had a large effect on the performance of the analysis model [19]. Finally, the distribution of false discovery rates used to control the Type I error rate in multiple testing can be altered by the analysis methods [18]. Comparison studies such as these have provided biologists with the most critical parameters to consider when designing microarray gene expression studies and analyzing the results.

Recently, we generated RNA-Seq data sets for 726 individual *Drosophila melanogaster*. 

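The deposited counts describe 732 flies of 16 DGRP genotypes, 374 females and 358 males. The flies were reared in 3 replicate environments, with 246 flies in Environment 1, 249 in Environment 2 and 237 in Environment 3. Of the 96 conditions of genotype, environment and sex, 71 hold 8 flies, 19 hold 7, 5 hold 6 and 1, the DGRP-563 males of Environment 3, holds 1 fly. Each library was made from the RNA of 1 whole fly. The counts come from 851 libraries, since 117 flies were sequenced from 2 libraries and 1 fly from 3, and the libraries of a fly were summed here. Of 17142 annotated genes, 16657 had at least 1 read in these flies. The median fly had 5955488 reads counted on genes, with a range from 1497328 to 59708645, and the medians were 6748647 for females and 5343900 for males. The ERCC spike-ins made up a median of 0.0994% of the counts in females and 0.220% in males. To follow the biology of whole adult flies through the comparisons, 17 gene lists were fixed before the data were examined. They cover yolk and eggshell, the ovary and maternal germline, testis and sperm, the male accessory gland and ejaculatory tract, sex determination and dosage compensation, Y-linked male fertility genes, antimicrobial and immune-induced genes, detoxification enzymes, heat shock proteins and chaperones, the circadian clock, digestive enzymes, photoreceptors, adult muscle, mitochondrially encoded proteins, cytoplasmic ribosomal proteins, insulin and nutrient signalling, and odorant-binding proteins. The rule that picks the single genes named beside each comparison was fixed at the same time. Differential expression was tested with the quasi-likelihood F test of edgeR on all 732 flies, after DESeq normalization and the Workflow 1 filter, at a false discovery rate of 0.05. The program DESeq was rebuilt from its published description for the comparisons between programs.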

We froze 8 individual flies of each sex from 16 *Drosophila* Genetic Reference Panel (DGRP) genotypes. We replicated this experiment at three different calendar times, maintaining the same environmental conditions for each replicate. Environmental controls included parental culture density; rearing environment including food, temperature, and light: dark cycle; mating status; social exposure; and the circadian time of RNA extraction. Furthermore, we checked for technical sources of variation in our sequence data by adding ERCC spike-in control RNA during library preparation, and prepared duplicate libraries for 118 flies. These procedures enabled us to determine that the differential gene expression we observed was due to largely biological rather than technical sources. In addition, we used the sequence data itself to verify the sex and genotype of each fly. These sex and genotype analyses in combination with other considerations (such as RNA and library preparation failure or low numbers of uniquely mapped reads) led us to exclude the RNA-Seq data for 42 flies, yielding 726 data sets (See Methods for additional detail). We were interested in studying the effects of genotype, environment, and sex on gene expression in individual flies; we were also interested in characterizing the first- and second-order interactions (e.g., Genotype × Environment, Genotype × Sex, Environment × Sex, and Genotype × Environment × Sex). This large dataset is also valuable for understanding the impact and sensitivity of different analysis strategies on the ability to detect differential gene expression, in the spirit of previous comparison studies performed using microarray and RNA-Seq data. We wanted to optimize our strategy in order to detect differential gene expression using the number of read counts per gene as a proxy. Several decisions must be made with regard to the filtering, normalization, and statistical analysis of read count data; any of these decisions may change the number and identity of differentially expressed genes. We therefore systematically examined the impact of three different filtering strategies, eight normalization methods, and two statistical approaches.

First, we wanted to remove genes having read counts below a reliable threshold of detection [2]. We derived an empirical threshold from the read count data [20] and examined the impact of removing read counts below this threshold both before and after normalizing the data.

Second, we wanted to choose the best normalization method for our read count data. We applied eight different normalization strategies to our read count data as in [21]: total counts (TC); upper quartile (UQ) [6], median (Med) [21], trimmed mean of M-values (TMM) [22], normalization using the *DESeq* package (DESeq) [13], quantile normalization (Q) [23, 24] RPKM [7], and remove unwanted variation (RUVg) [8]. We evaluated their effectiveness at reducing sources of bias as well as their impact on differential gene expression.

Third, we wanted to evaluate the ability of different statistical models to accurately detect differential gene expression. We applied a generalized linear model (GLM) to read counts fitted with a negative binomial distribution and compared this model to an analysis of variance (ANOVA) of read counts fitted with a log-normal distribution. We employed three software packages--*edgeR*, *DESeq*, and *SAS*--[13, 14, 25] to estimate differential gene expression.

These evaluations revealed important considerations to be made regarding the analysis of RNA-Seq read count data. Failing to consider these issues has a profound effect on the number and identity of genes designated as differentially expressed. The best analysis scheme for our data was to first normalize using the DESeq method and apply a generalized linear model assuming a negative binomial distribution using either *edgeR* or *DESeq* software. We found that the removal of low-expressed genes after the normalization and data distribution fitting procedures was the most flexible filtering strategy. Two normalization methods, DESeq and TMM, properly aligned the distribution of our data across samples and accounted for the dynamic range of our data [21]; however, TMM was sensitive to filtering strategy. In addition, we found that at least 3 biological replicates per genotype/environment/sex condition were required to have sufficient statistical power to detect gene expression differences, particularly among the three-way interaction of these factors.

## Results

### Application of low gene expression threshold

It is well known that RNA-Seq read counts, which are presumed to be the signal of gene expression, contain a certain degree of uncertainty. This uncertainty is due to differences in library preparation among samples, sequencing error, sequence composition, and mapping/annotation errors. Very low read counts cannot be reliably distinguished from background noise [2]. Genes with very low expression might not be adequately represented across all fly samples; if this is the case, they are more likely to be incorrectly identified as differentially expressed. We therefore wanted to define an appropriate read count threshold from our data. We determined the low read count threshold for each normalization method separately (Methods and Additional file 1: Figure S1). We compared the distribution of intergenic read counts to those within the gene coding region [20]. We set the 95^th^ percentile of the intergenic read counts as the threshold of detection [20]. Low threshold values were comparable for all of the normalization methods, and were 3.40 log_2_ (normalized counts + 1) for TC, 3.59 for UQ, 4.52 for Med, 3.68 for TMM, 3.42 for DESeq, 3.77 for Q, 1.33 for RPKM, and 3.32 for the un-normalized read count data. Genes having read counts below these threshold values in all samples were removed from further analysis. 

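With the threshold for DESeq-normalized counts, 15686 genes were kept. Protein-coding genes were seldom lost: 13322 of the 13628 with reads passed the threshold in at least 1 fly. Genes of small RNAs, which polyA selection largely leaves out, were lost more often. The filter kept 53 of 147 miRNA genes, 49 of 276 tRNA genes and 176 of 270 snoRNA genes. Of the longer non-coding classes it kept 1825 of 2003 ncRNA genes, 78 of 101 rRNA genes and 157 of 201 pseudogenes. The 17 gene lists were hardly touched, and all 25 yolk and eggshell genes and 91 of 92 cytoplasmic ribosomal protein genes were kept. Under the other thresholds, 15181 genes were kept for TC, 15819 for UQ, 14322 for Med, 15575 for TMM, 15693 for Q, 15668 for RPKM and 15170 for un-normalized read counts.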

Note that genes having read counts above the threshold level in one fly would be retained in the analysis using this criterion, even if all of the counts for the remaining 725 flies were below the threshold level. Normalization strategies often require the use of the entire data set to calculate the parameters for normalization. Whether the removal of genes from the analysis takes place before or after normalization could therefore potentially impact the number and identity of differentially expressed genes. We examined these effects using three workflows (Fig. 1). We normalized read count data and estimated distribution parameters first, then removed genes with read counts below the threshold value; we called this filtering strategy Workflow 1. We removed genes having read counts below the threshold value from the analysis first, then normalized the read count data and estimated distribution parameters; we called this filtering strategy Workflow 2. In addition, we analyzed the data without removing any low-expressed genes from the analysis; we called this filtering strategy Workflow 3. Figure 2 shows the impact of filtering out low-expressed genes before or after normalization and distribution parameter estimation for each statistical analysis approach. As Fig. 2 shows, the generalized linear model analysis using *DESeq* was the most sensitive to filtering strategy, while the ANOVA model was the least sensitive. 

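Adult muscle genes are a list whose calls changed strongly with the place of the filter. With Med normalization and the rebuilt DESeq, 3 of 19 muscle genes, such as flight muscle actins and troponins, had a Genotype × Sex interaction in Workflow 1 and 13 had one in Workflow 2, and all 3 were among the 13. Adjusted over the list alone, the counts were 1 and 15. Over all genes the number went the other way, from 8659 in Workflow 1 to 8241 in Workflow 2. Over all 56 comparisons of normalization method and model term for each program, the genes called in both workflows were a median of 98.4% of the genes called in either for the rebuilt DESeq, 99.8% for edgeR and 99.9% for the ln ANOVA. The lowest values were 59.5%, 82.1% and 76.0% in the same order, all of them with Med normalization.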

Fewer genes overlapped between Workflow 1 and Workflow 2 for the generalized linear model than for the ANOVA model. Most of the normalization methods were robust to filtering strategy, particularly when the main effects of genotype, environment, and sex were considered. However, the Med, TMM, and Q normalization methods were sensitive to whether the removal of low-expressed genes occurred before or after the normalization/distribution parameter estimation step. 

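The sex, genotype and environment lists kept most of their genes. With DESeq normalization, 14877 of the 14901 genes that differed by sex in Workflow 1 also differed in Workflow 2, as did 10483 of 10564 genes that differed by genotype and 9578 of 9630 that differed by environment. The lowest shared percentages for main effects were those of Med normalization, with 90.8% of the genes called in either workflow for genotype, 90.9% for environment and 89.5% for sex. For Q normalization these were 97.2%, 97.3% and 96.8%.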

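Digestive enzymes and sperm genes illustrate the Q-normalized case. Of 43 digestive enzymes, 40 had a Genotype × Environment interaction in Workflow 1 and 38 in Workflow 2, and the 38 were among the 40; adjusted over the list alone, the counts were 40 and 39. Of 36 testis and sperm genes, 29 had a Genotype × Environment × Sex interaction in Workflow 1 and 26 of these in Workflow 2, with 30 and 27 adjusted over the list alone. Across all genes, Q normalization shared 87.5% of Genotype × Environment, 94.6% of Genotype × Sex and 90.4% of Environment × Sex genes between the workflows by the rebuilt DESeq. For the 3-way term the share was 83.2%, and the 640 genes called in Workflow 1 alone had a median of 9.37 normalized counts, against 136 for the 3184 called in both. TMM normalization shared between 96.5% and 98.6% over the 7 terms, and its heat shock list went from 1 to 2 Genotype × Environment genes, with 1 and 1 adjusted over the list alone.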

First-order interaction terms normalized using these three methods were the most sensitive to filtering approach. In the case of Med-normalized read counts, the agreement of differentially expressed genes between Workflows 1 and 2 was as low as 59 % (Fig. 2a). Thus, some model terms and normalization methods were sensitive to low-expression filtering strategy. In contrast, the TC, UQ, DESeq, and RPKM normalization methods were robust to filtering strategy.

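The cytoplasmic ribosomal proteins lost the most members of any list under Med normalization. Of 91 genes, 46 had an Environment × Sex interaction in Workflow 1 and 15 in Workflow 2, all 15 shared; adjusted over the list alone, the counts were 57 and 2. Other lists gained members. Photoreceptor genes went from 1 to 10 of 20 for the 3-way interaction, and detoxification enzymes, which break down foreign compounds, went from 4 to 10 of 32 for Genotype × Environment; adjusted over the list alone these were 1 and 11, and 5 and 11. By the rebuilt DESeq, 1138 genes had a Genotype × Environment interaction in Workflow 1 and 1831 in Workflow 2, of which 1107 were shared. For Environment × Sex there were 6439 and 4237 genes, with 4096 shared, which is 62.3% of the genes called in either. The 724 genes called for Genotype × Environment in Workflow 2 alone had a median of 112 normalized counts.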

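With DESeq normalization, 16 photoreceptor genes had a Genotype × Environment interaction in Workflow 1 and 15 of these in Workflow 2, with 17 and 17 adjusted over the list alone. Over the 7 model terms, the share of genes called in both workflows by the rebuilt DESeq ran from 98.3% to 99.9% for TC, from 97.3% to 99.3% for UQ, from 98.3% to 99.8% for DESeq and from 97.3% to 99.8% for RPKM normalization.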

**Fig. 1:**
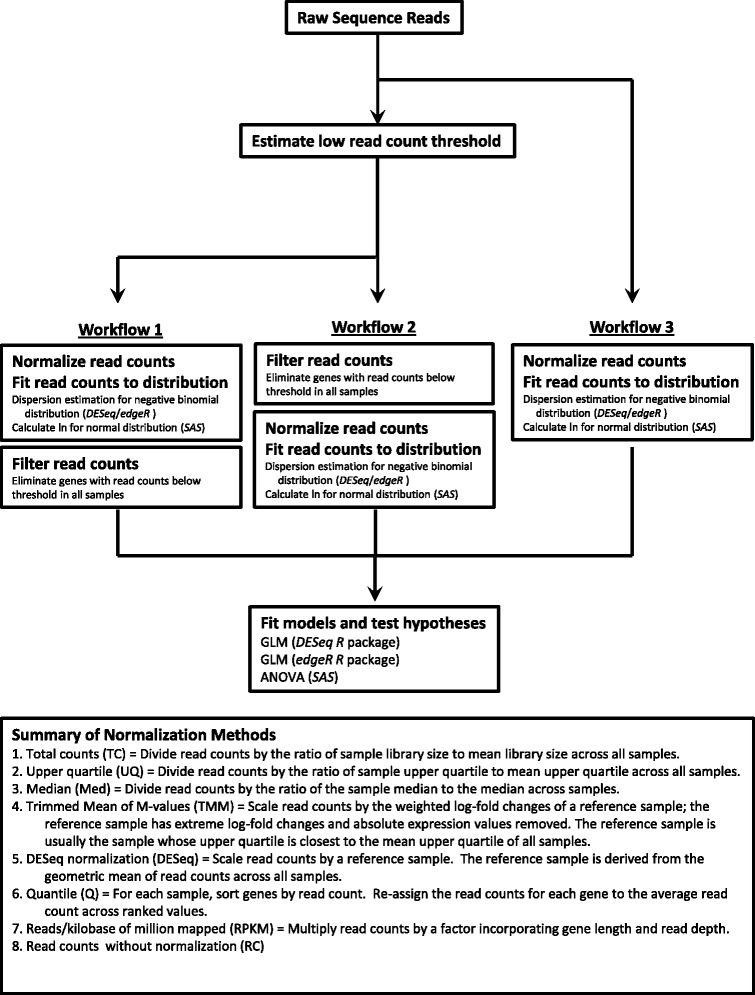
Flow chart showing analysis approach

**Fig. 2:**
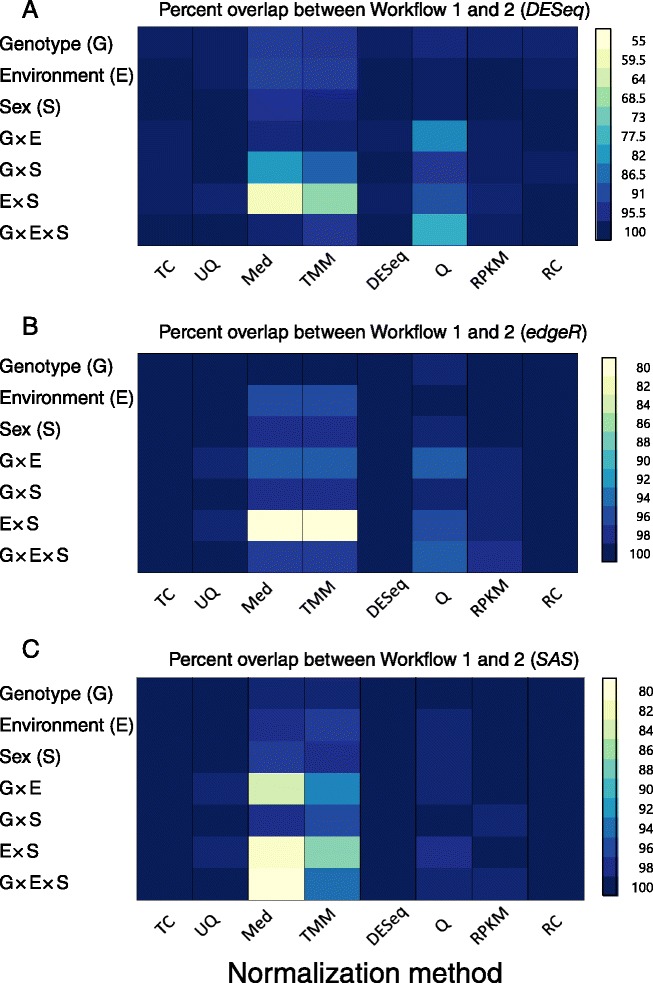
Effect of removing low-expressed genes before or after read count normalization on differential gene expression. The cell plot shows the percentage of agreement between Workflow 1 and Workflow 2. **a** Generalized linear model using *DESeq*. **b** Generalized linear model using *edgeR*. **c** ANOVA using *SAS*. Abbreviations for normalization methods are the same as defined in Fig. 1

### Comparison of normalization strategies

We compared the performance of seven popular normalization methods for RNA-Seq read count data as in [21]: TC, UQ, Med, TMM, DESeq, Q, and RPKM. The TC method consists of dividing the read counts by a ratio of the library size for a given sample to that of the average library size across samples [9, 21]. Similar strategies are employed for the UQ and Med methods, where the ratios are the upper quartile and median read counts, respectively; these values are computed after removing genes having zero read counts for all samples [6, 21]. The TMM method scales read counts by the weighted log-fold-change values of a reference sample with genes that have extreme log-fold-changes (M values) and extreme absolute expression levels (A values) removed from the data. Usually, the sample whose upper quartile is closest to the mean upper quartile is chosen as the reference sample [22]. Likewise, DESeq scales the read counts by a reference sample based on the geometric mean of read counts across all samples [13]. Q normalization aligns the distribution of read counts across samples by ranking the read counts and then re-assigning the read counts for each gene to the average read count across ranked values [23, 24]. Finally, RPKM normalization multiplies read counts by a factor constructed from the gene length and read depth [24]. We compared these normalization strategies to the un-normalized read count data (RC). We used boxplots to display the data before and after normalization for each fly within genotype, environment, and sex (Fig. 3; Additional files 2 and 3). One of the purposes of normalization is to align the distribution of read counts across samples [6, 21, 22]; however, not all of the normalization methods successfully met this goal. 

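Whole-fly libraries can differ in how much of their sequence a few genes hold, and CR41602, an rRNA gene, alone took between 7.86% and 90.0% of the gene counts of a fly. The medians of the log2 counts of the flies of a condition had a median SD of 0.82 before normalization, over the 95 conditions with more than 1 fly. After TC normalization the SD was 0.51 and after RPKM 0.34. These are logs of the value plus 1, and the added 1 narrows the spread of the smaller RPKM values; without it, a setting chosen after seeing the data, the SD was 0.84 before normalization, 0.53 after TC and 0.51 after RPKM. It fell in 83 and 85 of the 95 conditions without the added 1. With the added 1, it was 0.14 for UQ, 0.10 for Med, 0.23 for TMM, 0.19 for DESeq and 0.02 for Q. It fell in 93 conditions with UQ, TMM and DESeq and in all 95 with Med and Q.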

Notably, the TC and RPKM methods did not improve the distribution of the data in many instances. For example, *RAL*-*320* males of Environment 2 do not show a change in distribution of read counts after normalization with either the TC or RPKM methods, consistent with previous observations [6, 21] (Fig. 3a). 

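Among the 8 DGRP-320 males of Environment 2, the medians of the log2 counts had an SD of 1.51 before normalization, 1.27 after TC and 0.89 after RPKM normalization. Without the 1 added before the log these were 1.59, 1.31 and 1.25. The same males had an SD of 0.14 after UQ, 0.11 after Med, 0.26 after TMM, 0.18 after DESeq and 0.07 after Q normalization.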

A second purpose of normalization is to reduce the within-condition variability due to background noise. The Q normalization method behaved differently from the other normalization methods in this respect. In some cases, Q normalization decreased within-condition variability for some samples (Fig. 3b), but added new variation to the data in other samples (Fig. 3c). 

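In DGRP-900 flies of Environment 3, the median gene of the 8 females had a coefficient of variation of 0.600 before normalization and 0.311 after Q. In the 7 males it was 0.659 before, 0.558 after Q and between 0.456 and 0.471 after UQ, Med, TMM and DESeq normalization. The upper quartile over genes in these males rose from 0.845 before to 0.970 after Q. It lay between 0.707 and 0.838 after the other methods. Here and over all conditions, each value is over the genes with a mean above 0 in the group. In the males these were 14818 genes before and 15693 after Q, and in the females 14069 and 15693. The changes after Q are thus not over the same genes. Over the 95 conditions the median coefficient of variation was 0.614 without normalization, 0.457 after TC, 0.357 after UQ, 0.362 after Med, 0.363 after TMM, 0.357 after DESeq, 0.354 after Q and 0.457 after RPKM. It fell relative to un-normalized counts in 91 conditions with UQ, 89 with Med, 92 with TMM, 90 with DESeq, 93 with Q, 77 with TC and 77 with RPKM. Q gave the lower value of Q and DESeq in 46 conditions.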

In general, the UQ, Med, TMM, and DESeq methods improved some of the systematic biases in RNA sequence data. However, the number and identity of differentially expressed genes varied greatly across normalization procedures, as discussed below.

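The number of genes higher in each sex depended on the normalization, which shifts the genes together, so that genes with small differences change sides. Antimicrobial and immune-induced genes, which encode secreted peptides and recognition proteins, were higher in males for 30 and higher in females for 1 of 35 after DESeq normalization, for 29 and 4 after TMM, and for 28 and 6 after TC. Digestive enzymes of the gut were higher in males for 38 and in females for 3 of 43 after DESeq normalization, for 32 and 6 after TMM, and for 27 and 9 after TC. Of 14 genes of sex determination and dosage compensation, 7 were higher in males and 7 in females after DESeq normalization, while TMM and TC each gave 5 and 9. Heat shock genes were divided 11 to 6 and, with the other methods, 10 to 8. Adjusted over each list alone and with DESeq normalization, 31 antimicrobial, 41 digestive, 14 sex determination and 17 heat shock genes differed. Some groups kept their counts. All 25 yolk and eggshell genes were higher in females and all 25 accessory gland genes higher in males after each of the 3 normalizations. Ribosomal protein genes were higher in females for 83 of 91 after DESeq normalization and for 84 after TMM and TC. Relative to DESeq normalization, the log2 difference of males over females shifted by a median of -0.41 after TMM and -0.62 after TC, so that 69.3%, 63.3% and 59.9% of the genes with a sex difference were higher in males with DESeq, TMM and TC normalization.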

**Fig. 3:**
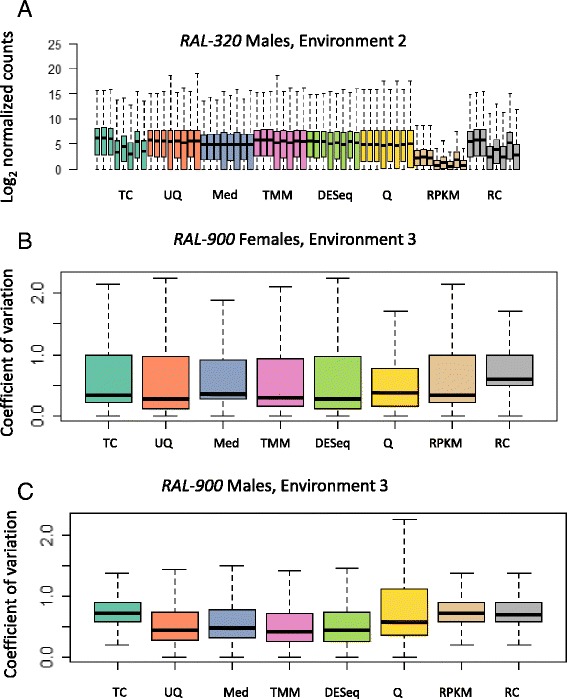
Examples of differences observed in normalization methods. **a** Boxplots of individual *RAL-320* males of Environment 2. **b** Boxplots of the coefficient of variation for *RAL-900* females of Environment 3. **c** Boxplots of the coefficient of variation for *RAL-900* males of Environment 3. A complete set of box plots can be found in Additional files 2 and 3. Abbreviations for normalization methods are the same as defined in Fig. 1. It has come to our attention that the line number designation for the Drosophila Genetic Reference Panel has been officially changed in Flybase. Specifically, the lines used to have a “*RAL*-” prefix; they now have “*DGRP*-” as the prefix (for example, “*RAL*-320” is now “*DGRP*-320”). We have used the “*RAL*-” prefix several times in our manuscript, in Fig. 3, and in Additional files 2 and 3. Future usage would be with the “*DGRP* –“prefix

We noted that some of the highest read counts in our data set came from those aligned to non-protein coding genes. 

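The rRNA gene CR41602, at positions 190010 to 196035 of the unlocalized X heterochromatin, held 33.6% of all gene counts of the females and 39.2% of those of the males. The mitochondrial large ribosomal RNA, mt:lrRNA, held 1.94% in females and 3.59% in males. The protein-coding genes with the highest counts were Ef1alpha48D, a translation elongation factor, with 0.761% of the counts in females, and Cyp4g1, an enzyme of cuticular hydrocarbon synthesis, with 0.662% in males. Yp1, a yolk protein, held 0.412% of the counts in females, and Ca-P60A, the calcium pump of the sarcoplasmic reticulum, 0.372% in males.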

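The share of counts on CR41602 differed among plates. Its median was 32.4% in females and 33.6% in males. Over the 8 plates of 96 wells the medians were 25.6%, 36.4%, 13.7%, 12.5%, 69.3%, 58.6%, 42.6% and 33.6%. The 96-well plate accounted for 75.0% of the variance among flies of the log10 of this share. The environment accounted for 13.6%, the genotype for 1.68% and sex for 0.921%. The medians of the environments were 24.9%, 23.0% and 42.7%. Within plate 3, which holds flies of Environments 1 and 2, the medians were 13.5% and 14.1% (permutation p = 0.225), and within plate 6, which holds flies of Environments 2 and 3, they were 54.3% and 65.8% (permutation p = 0.138, both tests two-sided). Flies whose RNA preparation is coded V, all of them on plates 5 and 6, had a median of 65.4% over 186 flies, and those coded C had 25.6% over 546 flies.

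**Figure D1:**
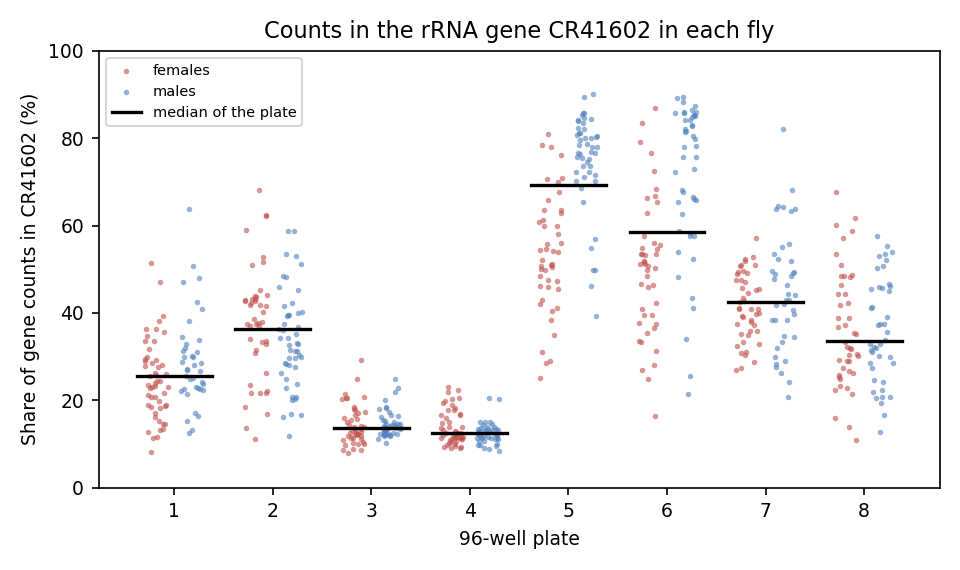
Share of the gene counts of each fly that fell on CR41602, in percent, by 96-well plate (1 to 8). Each point is 1 of 732 flies, females in red and males in blue, and the black line is the median of the plate, from 12.5% on plate 4 to 69.3% on plate 5.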

High read counts from rRNAs, pseudo-rRNAs and other RNA species were present in the data set; these species are present in the total RNA of each sample and may persist after library preparation if they have poly-A tails and/or poly-A selection is incomplete. We examined the impact of these species on differential gene expression. First, we removed all non-protein-coding genes from the data set of Workflow 1 DESeq- and TMM-normalized data, and compared the differential expression analysis results to that of the original data, which contained all of these species. The results were quite similar for DESeq-normalized data; 85 % or more of the differentially expressed genes overlapped. 

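Genes that are not protein-coding leave each list by design here, and most of those lost from the sex list were of the ncRNA class. Of the genes lost, 13 were protein-coding. Without non-protein-coding genes, the DESeq-normalized sex list lost 2143 genes, of which 1747 were ncRNA, 146 pseudogene, 104 snoRNA and 47 rRNA genes, and it gained 8. The genotype list lost 1388, with 1076 ncRNA genes, and gained 89. The Environment × Sex list lost 110, of which 89 were ncRNA genes, and gained 161. By the rebuilt DESeq, the DESeq-normalized lists with all genes shared 86.9% of their genes with the protein-coding lists for genotype, 91.3% for environment, 85.6% for sex, 96.8% for Genotype × Environment, 89.0% for Genotype × Sex, 95.3% for Environment × Sex and 94.5% for the 3-way term.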

The results were somewhat less similar for TMM-normalized data; 73 % or more of the differentially expressed genes overlapped. Most of the differences in analysis were due to the removal of non-protein-coding genes that had significant differential expression in the original analysis (see Additional file 1: Table S1 for more detail). 

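With TMM normalization the genes that left the sex list were also mostly ncRNAs, 1676 of 2306, but those that left the Environment × Sex list were mostly protein-coding, 439 of 541, and 703 genes joined it. For Genotype × Environment, 192 of the 272 genes that left were protein-coding and 70 were ncRNA genes. The TMM lists kept 87.1% of their genes for genotype, 89.2% for environment, 84.4% for sex, 91.9% for Genotype × Environment, 87.6% for Genotype × Sex, 77.8% for Environment × Sex and 93.2% for the 3-way interaction.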

The number and identity of differentially expressed protein-coding genes was robust to the removal of non-protein-coding genes from the analysis. Thus, the DESeq and TMM normalization methods can compensate effectively for RNA-Seq data with a large dynamic range.

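Of the protein-coding genes called when all genes were analysed, between 98.2% and 99.9% were called again over the 7 terms with DESeq normalization. With TMM normalization these were 98.4% for genotype, 96.8% for environment, 97.7% for sex and 81.2% for Environment × Sex. From such overlaps the paper concludes that DESeq and TMM normalization can compensate for a large dynamic range.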

In addition, we explored the possibility of using the remove unwanted variation (RUVg) normalization method [8] for our data. This method uses spike-in (or negative) control genes to remove sources of technical variation such as differences in library preparation or variation among flow cells. The method considers these sources of technical variation as a covariate in the differential expression model. With this technique, a principal components analysis performed after normalization should reveal differences among experimental factors rather than the sources of technical variation [8]. A principal components analysis using the un-normalized data revealed that the first principal component, which explained 59.13 % of the biological variation among flies, was able to distinguish between the two sexes (Additional file 1: Figure S2A). 

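The first principal component of un-normalized counts took up 60.1% of the variance here, and sex accounted for 95.0% of the variance of its scores. The second took up 23.0%, and the environment accounted for 11.8% of the variance of its scores and the 96-well plate for 32.3%. The log10 share of counts on CR41602 accounted for 37.7% and the log10 total count of the fly for 44.3%. With DESeq-normalized counts the first component took up 76.7% of the variance and sex accounted for 96.9% of that of its scores.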

The second principal component, which explained 25.53 % of the biological variation, was able to distinguish among the three environmental conditions to a very limited extent (Additional file 1: Figure S2A). We therefore used only the first principal component in the models for differential expression analysis. We found, however, that the sex and environmental conditions overlapped in the PCA plot using RUVg normalized read counts (Additional file 1: Figure S2D). This suggests that the technical variation is not the same between the spike-ins and the experimental sample. These differences may be a result of differences in our experimental approach and library preparation to that of [8] (see Discussion). 

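After RUVg normalization with the spike-ins, a setting chosen after seeing the data, the first component took up 60.6% of the variance, with 91.0% of the variance of its scores accounted for by sex. The second took up 22.3%, with 12.7% accounted for by the environment. The paper reports that sexes and environments overlapped after RUVg, whereas the first component here still followed sex.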

As the technical variation between spike-ins and sample must be equivalent to use the RUVg method, we did not pursue this method further.

### Comparison of dispersion estimation methods

Unlike microarray data, RNA-Seq read count data do not have a continuous distribution. One common procedure is to use a Poisson distribution to model the data. However, a Poisson distribution assumes that the mean and the variance are equal, which is not an ideal fit to RNA-Seq data as they exhibit over-dispersion [5, 6, 13]. To apply the generalized linear model, we therefore modeled our read count data with a negative binomial distribution [13, 14, 26]. This distribution relies on an estimated dispersion parameter, which controls the relationship between the mean and the variance of the count data. The estimation of the dispersion parameter will affect the detection of differential genes reported by the generalized linear model. We used both *DESeq* and *edgeR* software to estimate the dispersion parameter for each gene. *DESeq* first calculates a dispersion value for each gene, and then fits a curve through the estimates [13]. Dispersion values are then assigned to each gene based on a choice between the greater of the per-gene estimate or the fitted value. *edgeR* estimates a common dispersion based on the Cox-Reid adjusted profile likelihood and then applies an empirical Bayes method to estimate the per-gene dispersion [12, 26]. The dispersion estimations for each normalization method using *DESeq* have a similar shape, with the exception of RPKM-normalized read counts (Additional file 1: Figure S3). 

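The spread between flies of 1 condition differed between groups of genes and between the sexes. Among genes with a mean of at least 50 normalized counts, the median dispersion was 0.0268 in females, over 6455 genes, and 0.0612 in males, over 8263. Ribosomal protein genes had 0.0418 in females (84 genes) and 0.0689 in males (86), and heat shock genes 0.0547 (9) and 0.0443 (9). Antimicrobial and immune-induced genes varied more between flies of the same condition, with a median dispersion of 2.99 in females and 4.00 in males. Some other groups had higher medians in females as well, over the members with a mean of at least 50 in each sex. Adult muscle genes had 0.770 in females (17 genes) and 0.104 in males (18), photoreceptor genes 0.691 (15) and 0.131 (19), detoxification enzymes 0.534 (14) and 0.0850 (24), and digestive enzymes 0.795 (35) and 0.266 (38). Mitochondrially encoded proteins had 0.318 in females (8) and 0.400 in males (10). Yolk and eggshell genes had 0.864 in females, over 24 genes, and 9.14 in males, over 12; single male libraries stand apart in these transcripts, up to 120% of the female mean for eggshell genes. Testis and sperm genes had 0.100 and accessory gland genes 0.312 in males. These medians are of values estimated in each sex and were compared without a test. For the rebuilt DESeq in Workflow 1, the median dispersion over all genes was 1.15 for un-normalized counts, 0.336 for Q and 0.413 for RPKM.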

RPKM-normalized counts also have a different pattern of dispersion when calculated by *edgeR* (Additional file 1: Figure S4). We also noted that dispersion estimations using Q normalization were different from the other normalization methods. We examined the effect of filtering strategy on dispersion estimates by plotting dispersion estimates of Workflow 1 versus Workflow 2. 

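Estimates of the same genes in Workflows 1 and 2 had a rank correlation across genes of at least 0.999 for every normalization except Med, for which it was 0.961 with the rebuilt DESeq and 0.939 with edgeR. Genes are not independent replicates.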

In most cases, the dispersion estimates for each workflow were well correlated, as expected. However, the correlations were different for RPKM- and Q-normalized data (Additional file 1: Figures S5 and S6). Workflow 1 dispersion estimations were higher than those of Workflow 2 for Q-normalized data regardless of the algorithm employed. However, Workflow 2 dispersion estimates were higher for RPKM-normalized data using *DESeq*, while Workflow 1 dispersion estimates were higher for RPKM-normalized data using *edgeR*. This suggests that dispersion estimates using Q and RPKM normalized data are sensitive to the filtering strategy. However, it should be noted that RPKM values cannot be directly input into either *DESeq* or *edgeR*; both programs expect read count data as input. 

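For Q normalization, the rebuilt DESeq gave 46.1% of the genes a higher dispersion in Workflow 1 and 38.4% in Workflow 2, and edgeR gave 62.4% a higher value in Workflow 1 and 2.77% in Workflow 2. For RPKM these were 43.6% and 35.0% with the rebuilt DESeq and 12.9% and 8.91% with edgeR. Before the trend was fitted, 26.9% of the RPKM gene values of the rebuilt DESeq were higher in Workflow 1 and 32.2% in Workflow 2. For Q these values were 43.0% and 0.00637%.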

We therefore input RPKM data as the normalized read counts rounded to be integers. This common practice impacts the dispersion estimates, which use the read counts for all samples to get each per-gene estimate. Because Q and RPKM normalization procedures use the entire data set, filtering and rounding effects are more apparent. The remaining normalization methods (TC, UQ, Med, TMM, and DESeq) had good agreement in dispersion parameters across workflows, and the resulting statistical analyses using *edgeR* and *DESeq* were also comparable (see below).

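The median dispersion of the rebuilt DESeq changed from 0.476 to 0.470 between Workflows 1 and 2 for TC, from 0.334 to 0.317 for UQ, from 0.378 to 0.300 for Med, from 0.295 to 0.283 for TMM and from 0.312 to 0.303 for DESeq normalization.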

### Comparison of differential gene expression models

We used two different models to determine differences in gene expression among flies: a generalized linear model using a negative binomial distribution and an analysis of variance (ANOVA) using a log-normal distribution. We used the *DESeq* and *edgeR* packages to estimate gene expression differences using a generalized linear model, and *SAS* to calculate the ANOVA parameters. Our models consider the main effects of Genotype, Environment, Sex, and their interactions. Table 1 shows the numbers of differentially expressed genes calculated for each factor in the generalized linear model using *DESeq* with the Workflow 1 strategy; these are compared across all normalization methods. 

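Most genes differed between the sexes. Of the 15686 genes tested, 15275 differed between males and females, 10578 of them higher in males and 4697 higher in females, and 8624 and 2478 differed at least 2-fold (7747 and 3475 after TMM, 7154 and 4026 after TC). The median log2 difference of all genes tested was 1.34. All 25 yolk and eggshell genes were higher in females, with a median log2 difference of -5.30, males over females. Single males weigh on these means: the median male stood at 0.727% of the female mean of 16 eggshell genes, and 23 of 358 males exceeded 10%. Yp1, a yolk protein, averaged 20157.5 normalized counts in 374 females (SD 14592.5) and 452 in 358 males (SD 1084; log2 -5.53, SE 0.14). The largest female excess was that of osk, which sets up the germ plasm of the egg, with a mean of 3992 (SD 594) in females and 92.4 (SD 207) in males (log2 -5.64, SE 0.12, adjusted p = 2.07e-219). Of 20 ovary and maternal germline genes, 16 were higher in females (18 after TMM and TC normalization), bcd among them at log2 -5.39, and 3 in males (2 after TMM and TC). Male fertility genes went the other way. All 25 accessory gland and ejaculatory tract genes were higher in males. Acp36DE, a seminal fluid protein that helps sperm storage, averaged 9648 counts (SD 4045) in males and 34.2 (SD 113) in females (log2 8.41, SE 0.15, adjusted p = 1.86e-267). Of 36 testis and sperm genes, 35 were higher in males, such as Mst98Ca at log2 8.24, and twe was higher in females at log2 -0.51. Of 8 Y-linked fertility genes 7 were higher in males, and the other, fdy, is a near copy of an autosomal gene with which it may share reads. The largest male excess was that of CG15635, with 1905 counts (SD 804) in males and 5.80 (SD 18.8) in females. Adjusted over each list alone, the counts were 25 of 25 for yolk and eggshell, 19 of 20 for ovary, 25 of 25 for accessory gland, 36 of 36 for testis and 8 of 8 for Y-linked genes.

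**Figure D2:**
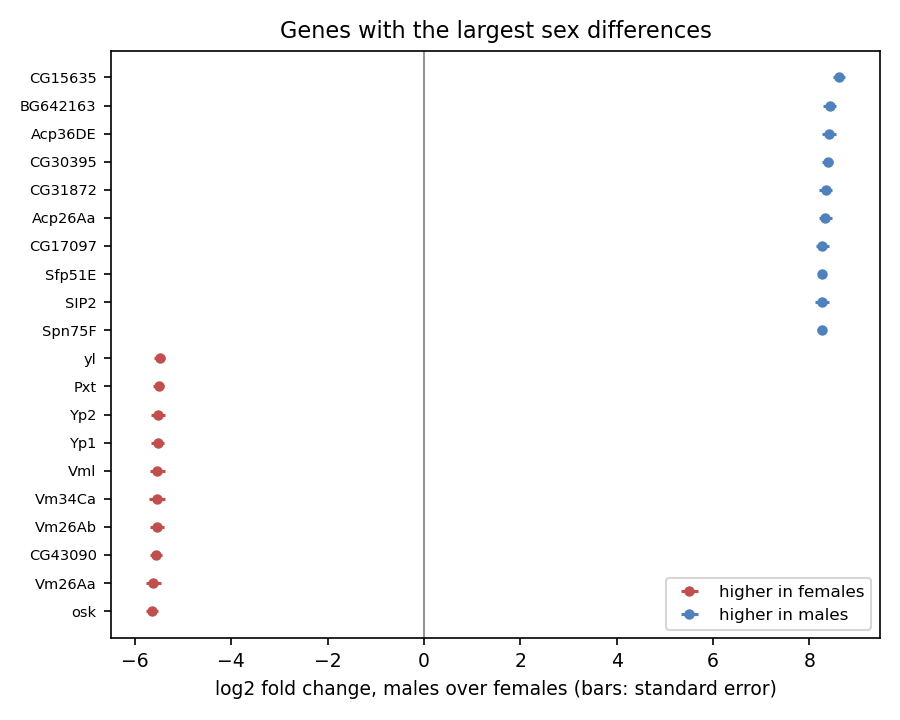
Log2 fold change, males over females, of the 10 genes with the largest male excess and the 10 with the largest female excess. Bars are the SE, derived from the F of the test for sex. The female-biased genes lie between -5.64 (osk) and -5.49 (yl), and the male-biased genes between 8.26 (Spn75F) and 8.62 (CG15635).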

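Gene lists other than those named for reproductive tissues also differed by sex after DESeq normalization. The genes roX1 and roX2, RNAs of the complex that raises transcription of the male X chromosome, were higher in males by log2 7.89 and 6.99, and dsx, the gene at the end of the sex determination cascade, by 3.24, while msl-1 was lower in males at log2 -2.71. All 19 adult muscle genes were higher in males (18 with TC) with a median log2 difference of 2.48, as were all 22 odorant-binding protein genes (21 with TMM, 20 with TC; 2.25) and all 13 mitochondrially encoded proteins (1.26, below the median of all genes). Obp56g stood out at log2 6.34, and whole flies do not show in which tissue it is expressed. Of 20 photoreceptor genes, 19 were higher in males (2.34) and inaE in females. Of 11 clock genes, 10 were higher in males (9 with TMM and TC; 2.18), with Clk, which activates period and timeless, at log2 3.54, and cyc in females at log2 -1.51. Among 32 detoxification enzymes, 30 were higher in males (27 with TMM and TC; 1.93) and Cyp6a22 in females at log2 -1.78. Among 17 genes of insulin and nutrient signalling, 14 were higher in males (13 with TMM, 12 with TC), and Ilp8, an insulin-like peptide, was the most female-biased, with a mean of 178 counts (SD 87.2) in females and 12.5 (SD 12.9) in males. Cytoplasmic ribosomal protein genes had a median log2 difference of -0.57. Adjusted over each list alone, the genes that differed numbered 19 for muscle, 22 for odorant-binding proteins, 13 for mitochondrial proteins, 20 for photoreceptors, 11 for the clock, 31 for detoxification, 17 for insulin signalling and 91 for ribosomal proteins. The list medians take over the shift between normalizations: for TC the muscle median was 1.86, the clock median 1.53 and the ribosomal protein median -1.15.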

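Nearly all genes differed among genotypes. Of the 15686 genes, 15190 differed among the 16 genotypes, and 5388 spanned at least 2-fold and 1377 at least 4-fold between the highest and lowest genotype. Lsp1beta, a larval storage protein, spanned log2 8.84, highest in DGRP-370 and lowest in DGRP-787 (adjusted p = 2.46e-189). The gut lysozymes LysD, LysC and LysP spanned log2 7.82, 7.62 and 7.39; as near copies of each other they may share reads. The trypsin gene epsilonTry spanned 7.67 and the serine protease Jon65Aii 7.25. Cyp6w1, a cytochrome P450, spanned 7.08, highest in DGRP-790 and lowest in DGRP-370 (adjusted p = 3.99e-184), and the glutathione transferase GstD1 spanned 6.78. All 43 digestive enzymes, all 32 detoxification enzymes and all 35 antimicrobial genes differed among genotypes, with median ranges of log2 3.93, 2.92 and 2.99. PGRP-SC1a, an amidase that degrades peptidoglycan, spanned 6.41, TotA, a stress-induced secreted protein, 5.91, and the rhodopsin gene Rh5 4.07. Ribosomal protein genes differed for 77 of 91, with a median range of log2 0.36, and mitochondrially encoded proteins for 11 of 13. Adjusted over each list alone, the counts were 43, 32, 35, 76 and 11 in this order of groups. With the plate as a block, 15196 genes differed among genotypes, of which 15113 were among those without it. According to the paper, reads of all genotypes were aligned to the same reference genome, and unique reads with few mismatches were kept. How far sequence differences between genotypes add to the ranges in counts was not tested.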

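Differences between environments were smaller and overlap with the plates. Without a term for the plate, 12932 of the 15686 genes differed among the 3 environments; 1394 spanned at least 1.5-fold and 203 at least 2-fold. With the plate as a block, 576 genes differed; 489 of these were among the 12932, which is 3.78% of the 12932. This test compares environments through the flies of plates 3 and 6 alone, and 3018 genes had an unadjusted p under 0.05. CG7214 and a pair of cuticle genes also passed the test with the plate as a block. CG7214 averaged 268, 417 and 828 normalized counts in Environments 1, 2 and 3 (adjusted p = 6.03e-38 without and 5.56e-06 with the plate). The cuticle genes Cpr92F and Acp1 spanned log2 1.96 and 1.94 and had adjusted p = 0.00191 and 0.0104 with the plate. Within plate 3 alone, Environment 2 exceeded Environment 1 by log2 2.98 for CG7214, 2.63 for Cpr92F and 2.37 for Acp1. Within plate 6, Environment 3 exceeded Environment 2 by log2 1.046 for CG7214, 1.098 for Acp1 and more than either for Cpr92F. With 30 flies of Environment 2 and 62 of Environment 3, none of these passed the test. The adjusted p were 0.149 for CG7214, 0.0832 for Cpr92F and 0.111 for Acp1, so the test does not decide on differences of this size. Flies of Environment 2 on plate 5 against plate 4 differed by log2 -0.69, -0.73 and -0.63 for CG7214, Cpr92F and Acp1 (adjusted p = 0.00254, 0.0119 and 0.0133). CG9466 and CG9468, alpha-mannosidase genes and near copies that may share reads, spanned log2 2.52 and 2.26, and Dro, an antimicrobial peptide, averaged 540 counts in Environment 1, 141 in Environment 2 and 136 in Environment 3. Their adjusted p with the plate as a block were 0.766, 0.925 and 0.989. The spliceosomal snRNA:U2:34ABc and RNaseMRP:RNA spanned 1.95 and 1.93 (0.765 and 0.757 with the plate), and flies of Environment 2 on plate 5 exceeded those on plate 4 by log2 3.08 and 3.11. Muscle genes differed for all 19 without the block and for 9 with it (18 adjusted over the list alone); Mhc, the muscle myosin heavy chain, averaged 8163, 13375.7 and 12891.3 counts and did not pass the test with the block. Mitochondrially encoded proteins went from 13 to 3 genes with the block (7 adjusted over the list alone), yolk and eggshell genes from 10 to 4 (16) and digestive enzymes from 39 to 5 (6). Antimicrobial genes went from 30 to 0 in edgeR, with 3 at an unadjusted p under 0.05 and 0 adjusted over the list alone, and ribosomal protein genes from 91 to 1 (1). Within plate 3, 772 of 13938 genes differed between Environments 1 and 2, and within plate 6, 17 differed between Environments 2 and 3.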

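The sex difference depended on the genotype for 14021 genes. The largest Genotype × Sex effect was that of CG3394 (F = 137, adjusted p = 7.53e-189). In DGRP-352 it averaged 14.5 normalized counts in 24 females (SD 7.85) and 203 in 24 males (SD 58.4), while in DGRP-320 it averaged 251 in females (SD 27.1) and 202 in males (SD 48.1). It was higher in males in 13 genotypes and higher in females in 3. Drep-1, related to a DNA fragmentation factor of apoptosis, was higher in females in 14 genotypes, with 396 counts (SD 31.7) in DGRP-229 females and 48.4 (SD 20.8) in males, and higher in males in DGRP-787 and DGRP-630, with 24.7 (SD 15.2) in DGRP-787 females and 67.0 (SD 15.2) in males. The glutathione transferase GstE1 averaged 36.0 counts in females and 280 in males of DGRP-850 but 233 and 132 in DGRP-370. The cell surface gene dpr6 averaged 309 in females and 28.6 in males of DGRP-804, against 16.9 and 37.3 in DGRP-850. The kinesin gene Klp98A was higher in females in 15 genotypes and higher in males in DGRP-352, with 356 and 1127 counts. All 36 testis and sperm, 25 accessory gland, 20 ovary, 35 antimicrobial and 43 digestive genes had the interaction, and 20 of 25 yolk and eggshell genes; adjusted over each list alone the counts were unchanged. The rebuilt DESeq called 7 of the 35 antimicrobial genes, and 6 adjusted over the list alone, and the ln ANOVA 21 of the 36 testis and sperm genes, and 19 adjusted over the list alone. Of 13 mitochondrially encoded proteins 5 had it, and 3 adjusted over the list alone. With total counts (TC) for normalization 9176 genes had the interaction, and with the rebuilt DESeq 7360.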

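The response to the environment differed among genotypes for 6512 genes. The Genotype × Environment effect was largest in CG8736 (F = 13.0, adjusted p = 4.87e-46) and CG31904 (11.1), and Act88F, the flight muscle actin, was among the largest 5 (10.7). In DGRP-630, CG8736 averaged 35.7, 19.3 and 1560 normalized counts in Environments 1, 2 and 3, CG31904 214, 79.2 and 3933, and Act88F 285, 142 and 1819. In DGRP-812 the highest Act88F counts were those of Environment 2, with 104, 1445 and 311, and in DGRP-761 those of Environment 1, with 617, 344 and 154. The spread between flies was wide, with an SD of 2212 for CG8736 in DGRP-630 flies of Environment 3. The antibacterial peptide genes Dpt and DptB followed (F = 11.0 and 10.5). Dpt averaged 750, 117 and 32.4 counts in DGRP-703 and 178, 494 and 15.1 in DGRP-900, and stayed at 1.86, 2.90 and 1.46 in DGRP-850. All 35 antimicrobial genes, 19 muscle genes and 25 yolk and eggshell genes had the interaction, as did 42 of 43 digestive enzymes, 22 of 25 accessory gland genes and 17 of 20 photoreceptor genes. Of 91 ribosomal protein genes 4 had it. Adjusted over each list alone the counts were 35, 19, 25, 42, 22, 18 and 1. The ln ANOVA called 0 of the 25 accessory gland genes, with 0 at an unadjusted p under 0.05 and 0 adjusted over the list alone, and the rebuilt DESeq 8 of the 35 antimicrobial genes, and 8 adjusted over the list alone. With the plate as a block 6541 genes had the interaction, with the rebuilt DESeq 3467 and with the ln ANOVA 3865. The block takes up plate effects shared by all genotypes. Plate effects that differ among genotypes cannot be told apart from the interaction. Among the 8215 genes with a mean of at least 50 counts, tested alone, 3239 had it.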

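For 5891 genes the sex difference depended on the environment. Pgd, an enzyme of the pentose phosphate pathway, was higher in males by log2 1.01 in Environment 1, 0.68 in Environment 2 and 0.38 in Environment 3; it averaged 424, 457 and 486 normalized counts in females and 871, 754 and 641 in males, with 116 to 128 flies in each group. The largest effect was that of CG8814 (F = 74.4, adjusted p = 1.06e-25), with 342, 337 and 335 counts in females and 349, 329 and 251 in males. The gene kel, needed for the ring canals of the ovary, averaged 221 (SD 35.9), 286 and 304 counts in males and 294, 309 and 293 in females. Of 43 digestive enzymes 38 had the Environment × Sex interaction, of 25 yolk and eggshell genes 22, of 36 testis and sperm genes 20, of 91 ribosomal protein genes 59 and of 35 antimicrobial genes 9; adjusted over each list alone there were 39, 24, 28, 71 and 9. The 3-way interaction was called for 9778 genes, led by CG8801 (F = 6.73, adjusted p = 2.79e-19). Hsp70Ab, a heat shock gene with near copies that may share its reads, averaged 17.5, 20.5 and 56.8 counts in males of the 3 environments and 100, 95.6 and 96.9 in females, with an SD of 362 in the males of Environment 3. Lsp2, a larval storage protein, averaged 1534, 1378 and 1228 counts in males and 217, 813 and 694 in females. All 18 heat shock genes, 25 accessory gland genes and 19 muscle genes had the 3-way interaction, and 33 antimicrobial and 20 ribosomal protein genes; adjusted over each list alone there were 18, 25, 19, 33 and 8. The ln ANOVA called 0 of the 25 accessory gland genes, with 1 at an unadjusted p under 0.05 and 0 adjusted over the list alone, and the rebuilt DESeq called 3 of the 18 heat shock genes and 3 of the antimicrobial genes, and as many adjusted over the lists alone. With TC normalization 4081 genes had it, with the rebuilt DESeq 3742 and with the ln ANOVA 5693. For Environment × Sex the rebuilt DESeq gave 2353.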

The overlap of differentially expressed genes across all normalization methods was surprisingly low. 

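The groups of genes differed in how far their calls depended on the method. All 32 detoxification enzymes and all 43 digestive enzymes differed among genotypes after every one of the 7 normalization methods. For the 3-way interaction of the same 43 digestive enzymes, RPKM gave 9 genes, TC 13, DESeq 16 and Q 25, with 9 shared by all, and adjusted over the list alone TC gave 15, DESeq 22 and Q 30. Of 19 muscle genes, DESeq and TMM normalization each gave 15 with the 3-way interaction, Q gave 13 and Med 1, while TC and RPKM each gave 0 by the rebuilt DESeq, with 1 gene each at an unadjusted p under 0.05. Adjusted over the list alone, DESeq and Q normalization gave 15 each, and TC and RPKM 0 each. The edgeR likelihood ratio test gave 19 with DESeq normalization, as did the ln ANOVA. Photoreceptor genes gave 15 of 20 with UQ, TMM and DESeq normalization, 14 with Q, 5 with TC, 2 with RPKM and 1 with Med. Over all genes, by the rebuilt DESeq, the number called for genotype ran from 8819 (RPKM) to 11405 (Q), for environment from 8969 (UQ) to 12454 (TC) and for sex from 13142 (Med) to 14901 (DESeq). The interactions ran from 1031 (RPKM) to 3467 (DESeq) for Genotype × Environment, from 3825 (RPKM) to 8659 (Med) for Genotype × Sex, from 1677 (RPKM) to 6439 (Med) for Environment × Sex and from 1089 (RPKM) to 3824 (Q) for the 3-way term. Un-normalized counts gave 5616, 12838, 14103, 1230, 3015, 107 and 1132 genes for genotype, environment, sex, Genotype × Environment, Genotype × Sex, Environment × Sex and the 3-way term. The 7 methods together shared 7231 genes for genotype, 6526 for environment, 11027 for sex, 482 for Genotype × Environment, 3122 for Genotype × Sex and 968 for the 3-way term.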

Even when the un-normalized data were removed from the comparison, the agreement among normalization methods was as low as 10 % (i.e., compare the number of overlapping genes in Table 1 with the Med-normalized number for Enviroment × Sex). 

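Ribosomal protein genes are an example for Environment × Sex. Of 91 genes, TC called 59, UQ 6, Med 46, TMM 14, DESeq 9, Q 23 and RPKM 3, with 2 shared by all, and adjusted over the list alone the numbers were 83, 2, 57, 14, 6, 20 and 2. Photoreceptor genes went from 1 of 20 with UQ, TMM and DESeq to 13 with TC, and to 17 with TC adjusted over the list alone. Over all genes the methods shared 534 for Environment × Sex, or 8.29% of the Med list. For the other terms the shared genes were 83.9% of the Med list for sex, 42.4% for Genotype × Environment, 36.1% for Genotype × Sex and 51.1% for the 3-way term. From this lack of overlap the paper concludes that the choice of a normalization method is decisive.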

The lack of overlap stresses that the choice of a proper normalization method is crucial. We compared the *DESeq*-derived results from Table 1 to the numbers of differentially expressed genes calculated for the generalized linear model using the *edgeR* package. We compared the differences among software packages for Workflow 1 (Fig. 4a), Workflow 2 (Fig. 4b), or if the low-expression genes were left in the data set (Workflow 3; Fig. 4c). There were few, if any, differences in differentially expressed genes identified using these two programs across model factors, workflows, or normalization methods. Virtually every comparison was 96 % or greater in agreement. 

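The edgeR lists were longer and held nearly all genes of the rebuilt DESeq lists. With DESeq normalization in Workflow 1, 35 of 35 antimicrobial genes had a Genotype × Environment interaction by the edgeR likelihood ratio test and 8 by the rebuilt DESeq, with 35 and 8 adjusted over the list alone. For the 3-way term of the 18 heat shock genes the numbers were 18 and 3, with 18 and 3 adjusted over the list alone. Testis and sperm genes differed less, with 26 of 36 for Genotype × Environment by both programs. Over all genes, the rebuilt DESeq and edgeR both called 10563 genes for genotype, with 1 called by the rebuilt DESeq alone and 4648 by edgeR alone. Both called 9614 for environment (16 and 3644 alone), 14900 for sex (1 and 419), 3448 for Genotype × Environment (19 and 4992), 7360 for Genotype × Sex, 2262 for Environment × Sex (91 and 4220) and 3742 for the 3-way term. The genes called by edgeR alone had a median of 49.2 normalized counts for genotype, 12.2 for environment and 31.9 for Genotype × Environment, against 63.9, 93.4 and 108 for the genes called by both. Over 168 comparisons of method, workflow and term, at least 96% of the rebuilt DESeq list was in the edgeR list in 152. As a percentage of the genes called by either program, the shared genes had a median of 54.6% and a range from 3.46% to 98.3%.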

Only Q normalization showed any discrepancy in the genes identified by the two programs, and the differences were predominantly in the first- and second-order model terms. Thus, while *DESeq* and *edgeR* employ somewhat different algorithms, the number and identity of differentially expressed genes were in good agreement.

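With Q normalization, 12 of the 21 comparisons reached this 96% and the lowest value was 79.9%, in a Genotype × Environment list. In Workflow 1, 79.9% of the rebuilt DESeq genes for Genotype × Environment, 89.4% of those for the 3-way term and 92.3% of those for Environment × Sex were in the edgeR list, but 98.9% of those for environment and 99.99% of those for sex. All 21 comparisons reached 96% for TC, Med and RPKM normalization and for un-normalized counts, 20 for DESeq, 18 for UQ and 18 for TMM, where the lowest values were 95.8%, 95.3% and 95.4%.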

**Table 1:** Numbers of differentially expressed genes called by *DESeq* using the Workflow 1 generalized linear model. Numbers of genes are listed by analysis factor and normalization method

Factor\Method	TC	UQ	Med	TMM	DESeq^C^	Q	RPKM	RC	Overlap
Genotype (G)	10,765	10,110	11,133	11,425	**10,464**	11,226	8076	5471	4302^A^/6372^B^
Environment (E)	12,328	8821	10,146	9847	**9469**	9906	11,737	13,277	5779^A^/5819^B^
Sex (S)	14,303	14,840	13,042	14,850	**14,866**	14,515	13,553	14,018	9799^A^/10346^B^
G x E	3000	3265	1160	3158	**3463**	3147	896	1318	329^A^/483^B^
G x S	5942	6926	8441	8084	**7163**	7703	3414	2659	1771^A^/2700^B^
E x S	5539	2393	6533	3234	**2725**	4738	3032	82	62^A^/650^B^
G x E x S	2492	3410	1889	3501	**3611**	3767	1018	1202	652^A^/900^B^

*TC* total counts, *UQ* upper quartile, *Med* median, *TMM* trimmed mean of M-values, *DESeq* DESeq normalization method, *Q* quantile, RPKM reads per kilobase per million mapped, *RC* un-normalized count data

^A^ Numbers of overlapping genes among all methods

^B^ Numbers of overlapping genes among all methods except RC, the un-normalized count data

^C^Bold indicates preferred normalization method

**Fig. 4:**
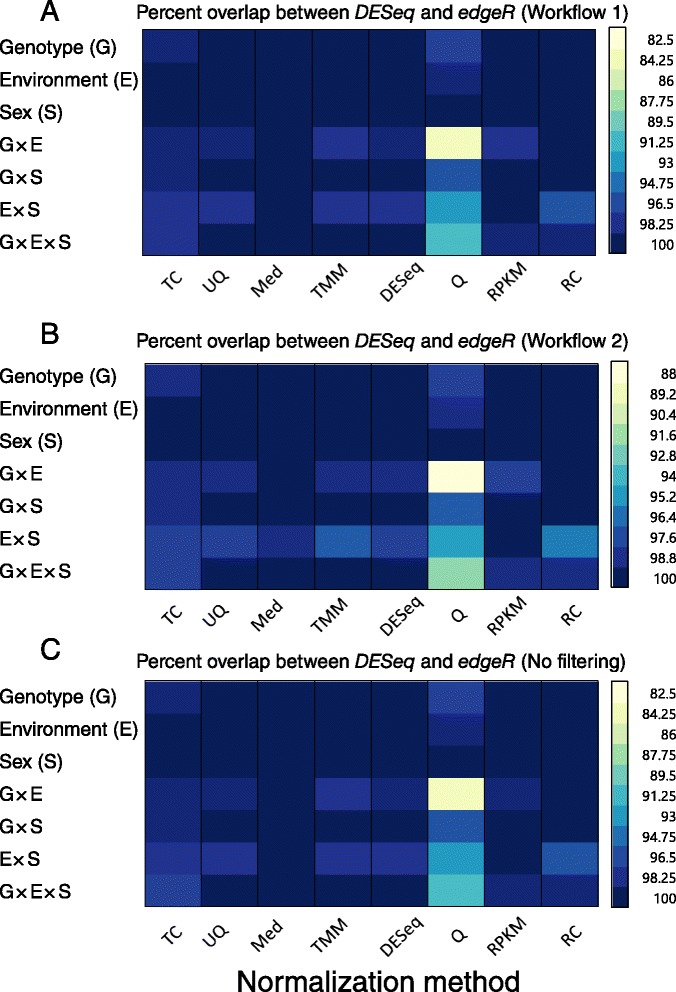
Comparison between the number and identity of differential genes estimated by *DESeq* and *edgeR*. The cell plot shows the percentage overlap between the two programs for each normalization method. **a** Workflow 1. **b** Workflow 2. **c** No filtering. Abbreviations for normalization methods are the same as defined in Fig. 1

Striking differences were observed in the comparison of the generalized linear model with the ANOVA model. We compared the second-order term (Genotype × Environment × Sex) among these methods as the significance test has the same structure. Figure 5 shows the differences in differentially expressed genes identified by these methods for Workflows 1–3 and for each of the normalization methods. 

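Sperm genes and immune genes show the difference between model types for the 3-way interaction. Of 36 testis and sperm genes, which have few reads in females, the rebuilt DESeq called 31, the edgeR likelihood ratio test 34 and the ln ANOVA 2, and adjusted over the list alone these were 31, 34 and 1. Of 35 antimicrobial genes the rebuilt DESeq called 3, edgeR 34 and the ln ANOVA 25, with 3, 34 and 28 adjusted over the list alone. Of 43 digestive enzymes they called 16, 42 and 34, and 22, 42 and 38 adjusted over the list alone.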

As Fig. 5 shows, the agreement across model types is quite low; as expected, the un-normalized read count data was the least consistent across models, averaging only 4.3 % agreement in differentially expressed genes. For every normalization method, there was better agreement between the *edgeR* GLM and the ANOVA than the *DESeq* GLM and the ANOVA. The greatest agreement was 60.4 % between the *edgeR* GLM and the ANOVA for Med-normalized data. Thus, the differences observed in the number and identity of differentially expressed genes hinge on the assumption of the underlying data distribution, and the assumption of a normal distribution, while robust in many types of data analysis, does not capture the dynamic range of RNA-Seq read count data.

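With DESeq normalization in Workflow 1, edgeR and the ln ANOVA both called 5394 genes for the 3-way interaction, edgeR alone 4613 and the ln ANOVA alone 299. The genes called by both had a median of 135 normalized counts, those of edgeR alone 29.3 and those of the ln ANOVA alone 3.42. Averaged over the 3 workflows and both programs, the genes shared with the ln ANOVA were 5.95% of those called by either for un-normalized counts, 19.2% for TC, 36.7% for UQ, 32.9% for Med, 37.5% for TMM, 37.7% for DESeq, 36.2% for Q and 18.1% for RPKM. The edgeR share exceeded the DESeq share for each method in all 3 workflows, with means of 57.7% and 8.02% for Med and 52.2% and 23.2% for DESeq normalization. The highest was 59.4%, for edgeR with Med normalization in Workflow 1. From the gap between the model types the paper concludes that the assumed distribution decides which genes are called and that a normal distribution misses the range of the counts.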

**Fig. 5:**
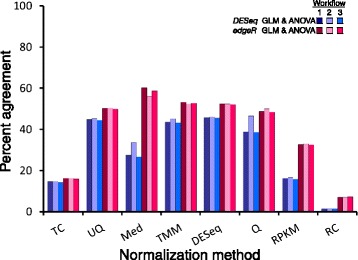
Comparison of the number and identity of differentially expressed genes obtained using the generalized linear model (GLM) with those obtained using the ANOVA model. The graph shows the percentage of differentially expressed genes for the Genotype × Environment × Sex term that agree between the GLM and ANOVA methods. Dark blue bars, overlap of *DESeq* GLM and ANOVA for Workflow 1; Light blue bars, overlap of *DESeq* GLM and ANOVA for Workflow 2; Medium blue bars, overlap of *DESeq* GLM and ANOVA for Workflow 3; Dark red bars, overlap of *edgeR* GLM and ANOVA for Workflow 1; Light pink bars, overlap of *edgeR* GLM and ANOVA for Workflow 2; Medium pink bars, overlap of *edgeR* GLM and ANOVA for Workflow 3. Abbreviations for normalization methods are the same as defined in Fig. 1

The application of the generalized linear model necessitated decisions about the order in which the first-order interaction terms (Genotype × Environment, Genotype × Sex, and Environment × Sex) were evaluated in the model. However, the number and identity of differentially expressed genes can change depending on the order in which these terms are fitted to the model. We evaluated three different approaches to model these terms. In the first approach, we tested each first-order interaction term by sequentially adding it to the main-effect model (Methods). We added Genotype × Environment first, Genotype × Sex second, and Environment × Sex third. In the second approach, we fitted each first-order interaction term separately, using a model of main effect terms as the reduced model (Methods). In the third approach, we used a model with the main effects and all first order interaction terms, with the reduced model having each first order interaction term removed in turn (Methods). We compared the number and identity of differentially expressed genes for each of these approaches for both Workflows, the *DESeq* and *edgeR* analysis programs, and all normalization methods. The results of these comparisons are of Additional file 1: Table S2. It can be readily seen that the second approach yields the same answers for the Genotype × Environment interaction term as the first model; the third approach yields the same answers for the Sex × Environment interaction term as the first model. 

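For the Genotype × Environment interaction with DESeq normalization and the rebuilt DESeq, the first approach gave 3467 genes and the second 3467, with 100% shared. For Environment × Sex, the first gave 2353 and the third 2353, again with 100% shared, while the second gave 2598, of which the genes shared with the first approach were 75.4% of those called by either. By edgeR these numbers were 8440 and 8440 for Genotype × Environment, 6482 and 6482 for Environment × Sex, and 6813 for Environment × Sex by the second approach. The main test, the quasi-likelihood F test, gave 6512 and 6512, 5891 and 5891, and 5563 for Environment × Sex by the second approach.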

The number of differentially expressed genes for the Genotype × Environment interaction term was substantially reduced when all of the first-order interaction terms were fitted to the model (approach 3); thus, it explained less variation in the data. Also, after quality control, some of our samples were removed from the data set, giving us an unbalanced data set; a balanced data set would give us the same overlap using the first and third approach . Each of these approaches has merit, depending on the overall goal of the experiment; for example, if one is particularly interested in Genotype × Environment interactions, it would make sense to use the first approach in order to identify the largest potential subset of genes having significant Genotype × Environment effects.

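The third approach gave 2914 genes for Genotype × Environment by the rebuilt DESeq, of which the genes shared with the first approach were 82.8% of those called by either, and 8162 by the edgeR likelihood ratio test, with 88.3%. The main test, the quasi-likelihood F test of edgeR, went the other way, with 6512 genes by the first approach and 7147 by the third. For Genotype × Sex, the 3 approaches gave 7360, 7728 and 7354 genes by the rebuilt DESeq, 13959, 14045 and 13964 by the likelihood ratio test and 14021, 14029 and 14043 by the main test. The design here is also unbalanced, with 25 of the 96 conditions holding fewer than 8 flies.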

### Statistical power calculations

We based our differential expression analysis on eight individual flies per genotype/environment/sex. This is a higher number of samples per condition than would normally be anticipated in an RNA-Seq experiment. This approach ensured that we could detect subtle differences in gene expression. However, we wished to determine whether similar results could be obtained using a smaller sample of flies. Figure 6a shows how the statistical power to detect second-order differential gene expression varies with sample sizes of 2, 3, 4, 5, 6, 7, and 8 flies per genotype/environment/sex. 

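The residual mean square of the ln ANOVA was 0.217 for the median gene. With this variance, a level of 0.05 and a power of 80%, the difference between conditions that the 3-way term detects is 2.56 in natural log units with 2 flies per condition and 1.99 with 3, or 12.9-fold and 7.30-fold.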

For a statistical power of 80 %, it can be seen that a sample size of 2 flies per condition would reliably detect gene expression differences only if those differences were 2.5-fold or greater. Three flies would detect 1.8-fold or greater changes. Estimated variance is reduced for 2 flies per condition versus 8 flies per condition when fold-change was held constant (Fig. 6b). The required number of flies for detection of differential gene expression is somewhat lessened for first-order terms (Additional file 1: Figure S7). Two flies per condition would detect 1.75-fold or greater changes; three would detect 1.4-fold changes. These results indicate that using three flies per condition would be adequate for detecting large (1.8-fold or greater) changes among experimental factors. Our data were far more sensitive, however; we could detect 0.9-fold differences in expression for the three-way interaction term.

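For the first-order Genotype × Environment term, 2 flies per condition detect 1.81 and 3 flies 1.41 in natural log units, or 6.09-fold and 4.08-fold. With 8 flies per condition the 3-way term detects 1.17 in natural log units, or 3.23-fold. The mean residual mean square was 0.235, with which 8 flies detect 1.22.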

**Fig. 6:**
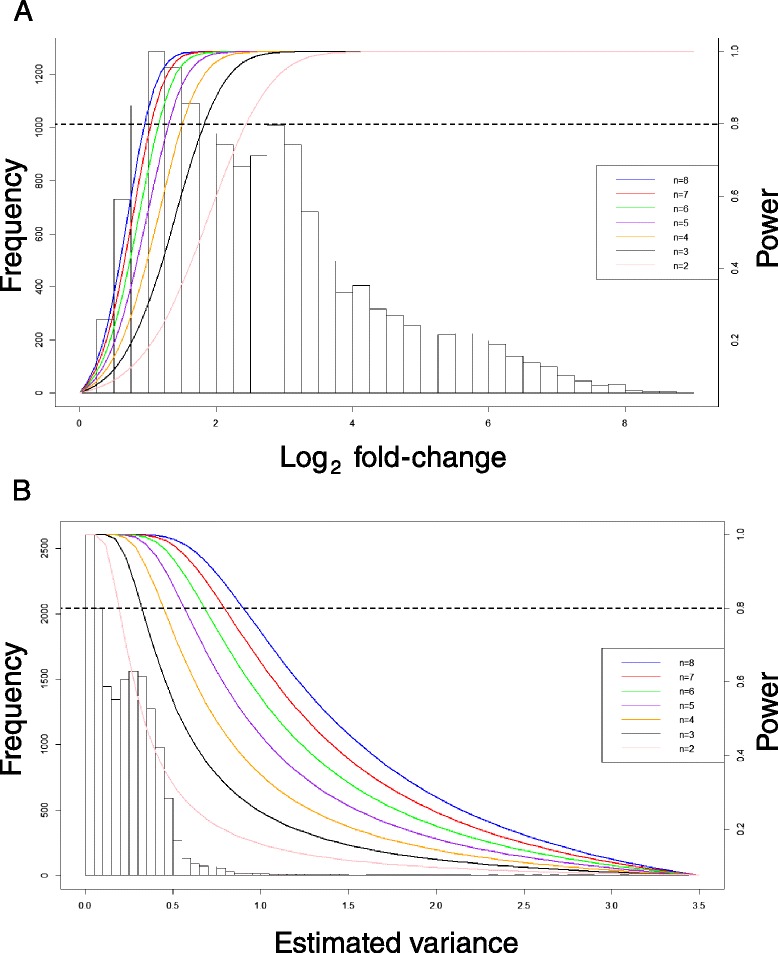
Statistical power analysis. **a** Detectable fold-change versus statistical power for *n* = 2, 3, 4, 5, 6, 7, and 8 flies per genotype/environment/sex. **b** Estimated variance

Our power calculation was based upon the ln&ANOVA approach so that we could calculate the statistical power for the first and second-order terms we were interested in (See Methods). Current methods to calculate the statistical power for RNA-Seq read counts assuming a negative binomial distribution are limited to a single factor [27, 28]. However, it is possible to examine the impact fewer flies would have on the on the number and identity of differentially expressed genes using an empirical approach, as has been applied previously to microarray data [16, 18]. We randomly sampled our data for 2, 3, and 5 flies per genotype/environment/sex condition and ran the generalized linear model for Workflow 1 using DESeq-normalized read counts. We compared the percentages of differentially expressed genes that overlap with the full data set for different false discovery rate thresholds [16] (Fig. 7). This analysis shows a greater level of agreement with the complete data set when greater numbers of flies are analyzed per condition, as expected. 

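Some gene groups were found with few flies. With 2 flies per condition, all 25 yolk and eggshell genes, 36 testis and sperm genes and 91 ribosomal protein genes found by the rebuilt DESeq with all flies still differed between the sexes in the median of 3 draws, and 41 of 43 digestive enzymes still differed among genotypes. Antimicrobial genes, which vary widely between flies of a condition, needed more: of 29 that differed by sex with all flies, 19, 26 and 28 were found with 2, 3 and 5 flies. For ribosomal protein genes that differed among genotypes these were 7, 15 and 26 of 35. Adjusted over the list alone, 25 yolk, 36 testis, 91 ribosomal protein and 18 antimicrobial genes differed by sex and 41 digestive enzymes and 5 ribosomal protein genes by genotype in the draws of 2 flies. Over all genes, the share of the full list found with 2, 3 and 5 flies was 48.8%, 66.8% and 85.1% for genotype, 29.9%, 65.3% and 82.7% for environment, 44.3%, 56.0% and 90.5% for Genotype × Environment, 30.5%, 56.5% and 81.6% for Genotype × Sex, and 38.0%, 52.9% and 86.1% for the 3-way term.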

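At a false discovery rate of 0.001 in place of 0.05, the shares with 5 flies were 80.5% for genotype, 71.8% for environment, 96.9% for sex, 87.9% for Genotype × Environment, 77.1% for Genotype × Sex and 83.5% for the 3-way term.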

The percentage agreement tended to drop slightly as the false discovery rate was reduced. Note also that the percentage of overlap depended upon the factor being studied. For example, using even 2 flies per condition would be sufficient to produce the same estimate of differentially expressed genes between males and females as the full data set, but at least 5 flies per condition would be required to estimate differential expression for the first-order Environment × Sex interaction term. Thus, while we were not able to calculate the statistical power directly for a negative binomial distribution, the empirical approach indicates that at least 3 flies per condition would be required to sufficiently estimate differential expression for most of the factors we considered.

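For sex, 91.0% of the full list was found with 2 flies per condition, 94.1% with 3 and 97.2% with 5. For Environment × Sex, the median of the draws was 1.06% with 2 flies, 14.6% with 3 and 66.0% with 5, and the 3 draws of 5 flies ran from 21.8% to 73.2%. Of 34 digestive enzymes with an Environment × Sex interaction, 2, 25 and 29 were found with 2, 3 and 5 flies, and 20, 32 and 33 adjusted over the list alone. Of 9 ribosomal protein genes 3 were found with 3 flies and 4 with 5, and 5 and 2 adjusted over the list alone.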

**Fig. 7:**
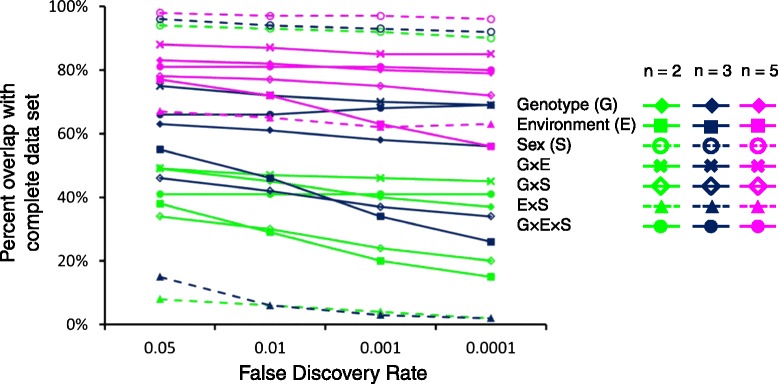
Empirical analysis approach using a reduced data set. The percentage of genes overlapping with the full data set is plotted against different false discovery rate thresholds for *n* = 2, 3, and 5 flies per genotype/environment/sex

## Discussion

Here we applied three different filtering strategies, eight normalization methods, and two statistical models to RNA-Seq read count data. We derived an empirical low gene expression threshold using both genic and intergenic read count data, and we estimated the numbers of biological replicates necessary to detect differential gene expression. In most instances, the number and identity of differentially expressed genes were robust to the method employed. However, certain manipulations of the data can profoundly alter the results. Our comparisons reveal the key decisions to be made in the analysis of RNA-Seq data and the consequences of ignoring those decisions. We address filtering strategy, normalization methods, model comparison, and statistical power considerations below.

### Filtering strategy

Whether the statistical analysis results were robust to filtering strategy (Workflows 1 and 2) depended upon the factor of interest in the statistical model. The main effects of Genotype, Environment, and Sex were not sensitive whether low-expressed genes were removed before or after normalization. However, the first- and second-order interaction terms were sensitive to filtering; in particular, the Med, TMM, and Q normalization methods showed less agreement in the number and identity of differentially expressed genes between Workflows 1 and 2. The sensitivity of these normalization methods in particular results from the fact that all of the read count data in the data set is used to calculate normalization parameters. Clearly, the median of the data set will change if the low-expressed genes are removed before normalization, making the Med read count data different in Workflow 1 versus Workflow 2. Likewise, the TMM method uses subsets of genes in the middle 40 % and 90 % of the read count data to calculate the normalization parameter; the removal of low-expressed genes changes how the middle 40 % and 90 % are defined. Finally, the Q normalization assigns new read count values based on the rank order of the read counts. Removal of the smallest read counts will change this data set as well. In contrast, use of the remaining normalization methods lead to very similar results whether using Workflow 1 or Workflow 2. We prefer the Workflow 1 strategy of removing low-expressed genes after the normalization step, because it gives us the option to apply different low-expression thresholds without the necessity of repeating the statistical analysis; only the false discovery rates need be re-calculated. The removal of low-expressed genes may constitute a *de facto* statistical test, resulting in an increase in the true false-positive rate [29]. However, we found that the majority of differentially expressed genes in our data set were the same whether the data were filtered or not, which is likely due to 1) the increased statistical power from the large sample size in our data set, and 2) the fact that the filter did not remove many genes. For example, only 5.7 % of the genes were removed from the analysis in Workflow 1 DESeq-normalized data. 

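Here the filter removed 5.83% of the genes with reads. By the rebuilt DESeq with DESeq normalization, the genes called both with and without the filter were 99.2% of those called by either for genotype, 99.1% for environment, 97.3% for sex, 99.5% for Genotype × Environment, 99.4% for Genotype × Sex, 98.8% for Environment × Sex and 99.6% for the 3-way term.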

(See Additional file 1: Table S3 for a comparison of Workflow 1 with Workflow 3 for DESeq-normalized data). It is not necessary to devise a filtering strategy for all RNA-Seq experiments. For example, some RNA-Seq experiments profile small numbers of genes, or focus on rare transcripts. In these cases, a filtering strategy would not be warranted. However, there is a risk of an increased number of false positives if small numbers of read counts for a gene are detected in only one sample.

### Normalization methods

We noted that the TC and RPKM normalization methods were not effective at aligning the distribution of read counts across samples, an issue reported previously [21]. One reason for this lack of improvement can be observed in the distribution of our read count data. Fifty percent of the read counts for males align to only 45 genes, while fifty percent of the read counts in females align to only 186 genes. 

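With the genes ranked by their summed counts, 50% of the counts of the males lay on 39 genes and 50% of those of the females on 140. Within single flies the median number was 92.5 genes in males and 148 in females, with a range from 1 to 507 and from 1 to 625, since CR41602 alone can exceed 50% of the counts of a fly. When protein-coding genes were ranked alone, 745 genes held 50% of the counts in males and 729 in females.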

Similar distributions of read counts have been observed in other RNA-Seq data sets, including data from other species [5, 21]. Using simulated data, [21] noted that TC, UQ, Med, Q, and RPKM normalization methods were not able to control false positives in data having a small number of genes with very high read counts. In contrast, the DESeq and TMM normalization methods are designed to account for these extreme differences in read count number [13, 22]. TMM in particular has adjustable parameters that could be used to account for data with a large dynamic range [22]. Note that here we used only the default settings of these parameters, but we could have adjusted the parameters to improve the alignment across samples. 

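Protein-coding genes held a median of 64.8% of the gene counts in females and 61.0% in males. rRNA genes held 34.8% and 38.0%, and the class of ncRNA genes, with the male-specific roX1 among them, held 0.272% in females and 0.892% in males. Among the rRNA genes, CR40677 held 0.593% of the summed counts of females and 0.678% of those of males.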

Many of the genes having the highest read counts in our data set are non-protein coding genes such as rRNAs, pseudo-rRNAs, etc. The presence of these additional types of RNA is due to non-specific binding of poly-A RNA species to the oligo-dT beads used during library construction; we did not completely eliminate these species in our RNA-Seq library preparations. This issue could potentially be alleviated in the future with double polyA isolation, which would require the use of more total RNA, or by using protocols that would eliminate ribosomal RNA species. We found good agreement in the number and identity of differentially expressed genes in the DESeq- and TMM-normalized data sets whether these non-protein coding genes were retained in the data set or not. Thus, it is important to use a normalization method that will account for extreme values in the data if the specific RNA extraction and library preparation processes used cannot eliminate other, potentially abundant species that may be present in the library due to non-specific binding. Alternatively, these species may be of interest biologically, and it would be advantageous to have methods that can account for them in the event they are retained in the data set.

RUVg normalization has the advantage of producing the same normalized read counts no matter what filtering strategy is used because the normalization parameters are constructed using only spike-in RNA. However, the technical variation did not affect both spike-ins and experimental sample equivalently in our data, which is a key assumption of the method [8]. We note that there are differences between our experiment and that of [8] that might have contributed to the differences in technical variation between the spike-ins and the experimental sample in our data. They systematically varied both library preparation and flow cell designation in their experiment, while our experiment did not. Further, they added spike-ins during the RNA isolation step, while we added the spike-ins after the polyA isolation step. We were thus unable to fully evaluate this normalization method.

In summary, we found that the TC and RPKM methods were not effective at aligning the read count distributions across samples [21]. Use of the UQ method may produce false positives [21]. The Med, TMM, and Q methods were sensitive to filtering strategy, although TMM is able to account for the large dynamic range in RNA-Seq read count data. For our data, the DESeq normalization method had the best properties: it aligned read count distributions across samples, reduced background noise, and accounted for the large dynamic range present in our data.

### Model comparison

We observed many differences in the number and identity of differentially expressed genes across the seven normalization methods. This is in contrast to [21], who documented more consistent results across normalization methods. We propose that there are two reasons for this difference. First, the data they used for their comparisons contained at most three replicates per condition. Our data had 8 flies per genotype/environment/sex condition, which greatly magnified the sensitivity of our data to the normalization method chosen. Second, the data they used examined differences in a single condition; our statistical model tested differences in gene expression across three main factors and their interactions. The additional complexity in our model revealed interacting factors that were more sensitive to normalization strategy. These observations suggest that comprehensive data sets used to address multi-factor conditions will be more sensitive to the choice of normalization. We observed very little difference between differentially expressed genes identified by the *DESeq* and *edgeR* programs using the same generalized linear model, regardless of normalization method and filtering strategy. Only the Q normalization method, which is an appropriate method commonly used for normalizing microarray data [23, 24], exhibited any substantive differences. Perhaps not surprisingly however, the differences between the generalized linear model and the ANOVA model were much higher. The underlying assumption for the generalized linear model is a negative binomial distribution [13], while the assumption for the ANOVA is a normal distribution. RNA-Seq read count data have a very wide dynamic range that is typically skewed towards low read count end of the distribution; such data do not fit a normal distribution very well [13]. In addition, our read count data were not homoscedastic for the log-normal distribution, which violates one of the basic assumptions for the use of an analysis of variance [30]. Thus, modeling RNA-Seq read count data with a negative binomial distribution is the most appropriate approximation.

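The spread of log-transformed counts depended on expression. The residual mean square of the ln ANOVA had a median of 0.151 over 1599 genes with a mean of 0 to 1 normalized counts, 0.356 for a mean of 1 to 5, 0.390 for 5 to 20, 0.274 for 20 to 50, 0.151 for 50 to 200, 0.0466 for 200 to 1000 and 0.0537 over 694 genes with 1000 or more.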

### Dispersion estimation

Dispersion estimates were different for RPKM and Q normalized data, whether using either *DESeq* or *edgeR* software. But these normalization methods cannot be properly implemented using either *DESeq* or *edgeR*. Because both of these programs expect read count input, an integer value, a common practice is to perform the normalization step using another program and then round the normalized read count data to the nearest integer value. The dispersion estimates per gene are different whether using Workflow 1 or Workflow 2, so the rounding procedure in effect increases sensitivity. The authors of the *DESeq* and *edgeR* programs [S. Anders, personal communication, [14]] caution against using RPKM or Q-normalized data as input, yet the practice persists. The downstream effects of this practice can be seen by comparing the TC and RPKM normalization methods for unfiltered data. The only difference between these two normalization methods is the gene length, which is constant for a given gene across samples. Further, our generalized linear models compare the effects of Genotype, Environment, and Sex within a gene rather than among genes. Thus, we would expect the TC and RPKM normalization methods to give identical lists of differentially expressed genes when the data are unfiltered. However, this is not what we observed. 

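Without the filter, the genes called by the rebuilt DESeq with both TC and RPKM normalization were 74.2% of those called with either for genotype, 92.9% for environment, 94.7% for sex, 32.0% for Genotype × Environment, 56.4% for Genotype × Sex, 46.1% for Environment × Sex and 41.1% for the 3-way term. By the ln ANOVA, which takes the values without rounding to integers, these were 92.6%, 97.7%, 98.4%, 78.9%, 83.1%, 83.7% and 53.6%.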

The newer *DESeq2* program can be used to implement RPKM [31]. Note, however, that we were unable to use *DESeq2* with our large data set due to limitations in the program. Although *edgeR* and *DESeq* use different algorithms to estimate dispersion, the number and identity of differentially expressed genes were the same for DESeq- or TMM-normalized data (Fig. 4), indicating that either software package could be used for these estimates.

### Statistical power considerations

We calculated the sample sizes necessary to control the risk of making both Type I and Type II errors *post-hoc*. Here we used the ln&ANOVA model assuming a balanced design as the calculations for a three-factor model are relatively straightforward. Methods have been developed for the calculation of statistical power for RNA-seq data using a negative binomial distribution ([27, 28]; however, these calculations address comparisons made within a single factor. We were particularly interested in the ability to detect interactions among the factors we varied in the experiment, namely, Genotype, Environment, and Sex. Thus, we applied the ln&ANOVA calculation, but it should be realized that there were large differences between the differential gene expression analyses assuming a normal distribution and those assuming a negative binomial distribution. The extent to which the underlying data distribution assumption affects the statistical power of our data is unknown, and is a limitation of this analysis. We found that at 80 % power, two biological replicates (i.e., two flies) could only detect differences in expression of 2.5-fold or greater for the three-way interaction term, Genotype × Environment × Sex. Detection of differences was somewhat better for the Genotype × Environment term; two replicates could detect 1.75-fold or greater differences. The empirical study using 2, 3, and 5 flies per condition supports the notion of using three or more biological replicates in RNA-Seq experiments. This approach also shows a dependency on the factors being analyzed; for example, differences between male and female expression were more robust than differences across replicate environments. Often the choice of the number of biological replicates is not a function of statistical considerations, but economic ones. Furthermore, there is often a trade-off between experimental parameters such as the number of biological replicates, the number of genotypes or treatments, and the amount of sequence coverage. Previous studies have noted that adding biological replicates to the experiment is a more effective way to increase the statistical power to detect differential gene expression than increasing sequence depth [32, 33]. Increased biological replication can mitigate the number of false positives [32]; though both increased replication and sequencing depth improves the detection of genes with characteristically low expression [32, 33]. We demonstrated that three biological replicates produced a substantial improvement in fold-change detection over two; we recommend using at least three biological replicates if possible.

## Conclusions

Our investigation revealed that the most critical considerations for the analysis of RNA-Seq read count data were the numbers of biological samples, normalization method, and underlying data distribution assumptions. The statistical power analysis suggests that at least three replicates are required to detect differential expression among a three-way interaction of experimental factors. The sensitivity of our data set to differences in normalization method indicates that this is a crucial choice and that the normalization method chosen should account for the large dynamic range observed in RNA-Seq read count data. We recommend the DESeq or TMM normalization methods, noting that TMM is more sensitive to filtering strategy. A generalized linear model using a negative binomial distribution can be readily adapted to multi-factor comparisons using *DESeq* or *edgeR* software as we demonstrated here. The size and complexity of these data enable it to serve as a benchmark for RNA-Seq analyses. Future challenges include the incorporation of alternative splicing and polymorphism data into this analysis.

## Methods

### Sample collection and library preparation

We obtained RNA-Seq read count data from individual *Drosophila* Genetic Reference Panel (DGRP) flies [34, 35]. The details of the RNA extraction, and library preparation are provided in Additional file 4: Supplemental Methods. Briefly, we collected 8 virgin male and 8 virgin female flies from 16 DGRP genotypes for our study in three separate biological replicates. The genotypes examined were: *RAL*-93, *RAL*-229, *RAL*-320, *RAL*-352, *RAL*-370, *RAL*-563, *RAL*-630, *RAL*-703, *RAL*-761, *RAL*-787, *RAL*-790, *RAL*-804, *RAL*-812, *RAL*-822, *RAL*-850, and *RAL*-900. Flies were frozen after 7 days post-eclosion in 96-well plates. We replicated the experiment three times to produce 768 RNA sequences. To control the environmental conditions, we seeded the fly cultures with 5 males and 5 females; reared the flies in a single incubator on standard *Drosophila* food (Bloomington, IN) at 25 °C, 60 % humidity, and a 12:12-h light:dark cycle; collected male and female virgin flies to control mating status; maintained virgins at 20 to a same-sex vial for four days prior to RNA extraction to control for social exposure [36] and froze all flies for RNA extraction at the same circadian time (1:00 pm). We isolated total RNA using the RNeasy 96 Plate Kit (Qiagen, Valencia, CA) according to the manufacturer instructions using either vacuum or spin technology as modified in Additional file 4: Supplemental Methods. We added 96 synthetic ERCC spike-in control RNAs to the total RNA prior to library preparation. Strand-specific libraries 300–350 bp in size were prepared by modifying an existing protocol [37] (Additional file 4).

Variation in read counts among individual flies could be due to biological differences, or it could be due to technical variation in library preparation and sequencing. We prepared duplicate RNA-Seq libraries for 118 flies chosen randomly. To determine whether the read count differences observed among flies were biological or technical we fit a generalized linear model to the DESeq-normalized read count data. The model considered each individual fly (F) as a factor and the duplicate RNA-Seq libraries as replicates within the factor.

$$ \log \left({\mu}_{\mathrm{ik}}\right) = {\beta}_0 + F $$

While 9495 genes were differentially expressed among the individual flies, none of the ERCC spike-in controls were differentially expressed, indicating the presence of large biological rather than technical effects (FDR <0.05). 

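Over the 118 flies with duplicate libraries, 12473 of 14614 genes differed between flies by the edgeR quasi-likelihood F test, and 0 of 68 ERCC spike-ins did, with 0 at an unadjusted p under 0.05 and a lowest p of 0.155. By the rebuilt DESeq, 9552 genes and 0 spike-ins differed. The median F of the quasi-likelihood test was 3.68 for genes and 0.654 for spike-ins. For the spike-ins, 89.7% of the F values were under 1 and the median p was 0.99. The fit had no term for the library, so differences between the libraries of a fly went into its error. Spike-ins could therefore hardly differ between flies in this test, and it does not decide between biological and technical sources. Some transcripts differed between the libraries of a fly. The share of counts on CR41602, the rRNA gene with the most reads, had medians of 76.5% and 34.2% in the first and the other library and differed by a median of 38.0 percentage points. Over the 118 flies its values in both libraries had r = 0.283 (permutation p = 0.0022) and rho = 0.235 (permutation p = 0.011), and r = 0.252 without the 2 flies farthest from the median. From the spike-ins the paper proposes that large effects are biological rather than technical.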

We further examined technical differences by plotting the absolute difference in raw (un-normalized) read counts between replicate libraries for each sample (Additional file 1: Figure S8). Differences between libraries are less than our low-expression threshold (the 95^th^ percentile of intergenic raw read counts), indicating that there is little technical difference between libraries.

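Between the libraries of 1 fly, a median of 48.2% of the genes differed by less than the threshold of the raw counts, with a range over the pairs from 20.8% to 78.9%. After DESeq normalization this was 66.1%. The counts of the libraries correlated across genes with a median r of 0.951 (0.806 to 0.981) before and 0.970 after normalization, and across spike-ins with 0.879. Genes are not independent replicates.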

### Quality assurance procedures

We used the raw sequence data to verify the sequence pool index, genotype, and sex labeling of each fly, to define a threshold for low (undetectable) gene expression, and to assess the technical variance between library preparations. We searched the raw sequence data for all 24 indices used in the experiment in order to confirm the expected index and to identify any contaminating indices. We retained all samples with 95 % or greater of the expected index in the analysis. The DGRP lines are fully sequenced [34, 35]; thus, we were able to use known single nucleotide polymorphism (SNP) sites to verify the genotype of each fly. Base calls at 2,192,560 informative SNP locations are known for all 16 DGRP lines. Base calls were extracted from the sequence data using SAMtools mpileup [38] for those SNP sites having more than two reads. We required the base calls to be present in greater than 95 % of the reads with less than 5 % technical errors from sequencing. 1000 SNP sites across the genome having a base call in the greatest number of samples were chosen to uniquely identify each DGRP line. We calculated the differences in SNPs between each fly sample and known SNPs in each DGRP line using two measurement variables *r*_ij_ and *R*_ij_.

$$ {r}_{ij}=\frac{D_{ij}}{M_{ij}} $$

,where *D*_*ij*_ is the number of mismatched SNP sites between sample *i* and DGRP line *j* and *M*_*ij*_ is the number of matched SNP sites between sample *i* and DGRP line *j*.$$ {R}_{ij}=1-\frac{r_{ij}- \min \left({r}_{i.}\right)}{max\left({r}_{i.}\right)- \min \left({r}_{i.}\right)} $$, where max(*r*_*i*._) is the maximum *r*_*ij*_ over sample *i* and all DGRPlines, and min(*r*_*i*._) is the minimum of *r*_*ij*_ over sample *i* and all DGRP lines. *R*_*ij*_ has a value with the range [0,1], where *R*_*ij*_ = 1 when *r*_*ij*_ = min(*r*_*i*._) and *R*_*ij*_ = 0 when *r*_*ij*_ = max(*r*_*i*._). The genotype of each fly was assigned to the DGRP line having an *R*_*ij*_ = 1. We used the 5 % level of the distribution of *r*_ij_ across genotypes, 0.10, as the threshold for the number of acceptable mismatched SNPs. We included all fly sequences that could be assigned to their expected DGRP line in subsequent analyses.

Some genes present on the Y chromosome have duplicates in other regions of the genome, and the Y chromosome is gene-poor; thus, mapping sequences to the Y chromosome is not a reliable indicator of sex. We used the well-known high levels of sex dimorphism in *Drosophila* gene expression [39–46] to verify the sex of each fly. We defined a male standard sample as the median value of normalized read counts for each gene across all male samples, and defined a female standard sample in the same manner. We calculated the Spearman correlation coefficients of normalized read counts between each sample fly and each sex standard. The comparison revealed that 95 % of the flies had a correlation of 0.795 or less with their opposite sex standard. 

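With the median expression of each sex as the standard, 95% of the flies had a correlation across genes with the opposite sex of 0.759 or less, 0.777 for females and 0.745 for males. The correlation with the same sex had a median of 0.973. All 732 flies were closer to the standard of their own sex, and the lowest same-sex values were 0.865 for a DGRP-370 female of Environment 3 and 0.871 for a DGRP-320 male of Environment 3.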

We therefore required a correlation of 0.795 or greater for each fly with its same-sex standard as the threshold for sex verification. 

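Of the 732 flies of the labels, 6 had fewer than 2500000 reads counted on genes and spike-ins. They are a DGRP-761 female of Environment 2 (1633905), a DGRP-787 female of Environment 3 (1846532), a DGRP-900 male of Environment 1 (2202483), a DGRP-703 female of Environment 2 (2235812), a DGRP-93 male of Environment 2 (2273458) and a DGRP-563 male of Environment 2 (2494593). The last had 2544348 mapped reads, so that 727 flies pass by mapped reads and 726 by counted reads. All 732 flies were used here. Without these 6 flies, a setting chosen after seeing the data, 15253 genes differed by sex, 15161 by genotype, 12881 by environment, and 6594, 14027, 5908 and 9764 had the Genotype × Environment, Genotype × Sex, Environment × Sex and 3-way interactions.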

We eliminated the sequence of any fly that did not pass the genotype and sex quality checks, samples that failed RNA extraction or library preparation, and samples that did not have at least 2.5 million uniquely mapped reads (ModENCODE Consortium, personal communication); this left us with sequence data for 726 flies. This data set and additional information is available in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE60314.

### Empirical low-expression threshold determination

We defined a gene expression threshold based on a comparison of the distribution of read counts in annotated gene regions (Flybase annotation 5.57) [47] to read counts observed in intergenic regions. We compiled read counts from all intergenic regions. We removed all intergenic regions smaller than the read length of 76 bp, as there will not be unique reads for these regions. Because any normalization method used will alter the distribution of read counts, we made separate distribution plots for each normalization method and for the un-normalized count data. We combined the genic and intergenic data and normalized it, then plotted the distributions separately. We chose the 95^th^ percentile of the intergenic distribution as the low threshold level of gene expression [20]. We removed those genes having normalized read counts below the low threshold level in all samples. When this filtering strategy was applied, it was applied to normalized read counts from the genic regions only. This analysis can be implemented using the pipeline in Additional file 5.

### RNA sequence normalization

We examined the impact that read count normalization methods have on the identification of differentially expressed genes. We considered the effect of seven popular normalization methods used in RNA-sequencing data analysis as well as the un-normalized number of reads that mapped uniquely to each gene. We applied total count normalization (TC) [9, 21], upper quartile normalization (UQ) [6], median normalization (Med) [21], full quantile normalization (Q) [23, 24], reads per kilobase per million mapped reads (RPKM) [7], trimmed mean of M-values (TMM) [22], and the normalization method supplied in the DESeq package (DESeq) [13] (see Additional file 5 for pipeline). Here we defined the un-normalized number of reads (counts) that mapped uniquely to each gene as the raw count data (RC). To use the TC, UQ, and Med normalization methods, the raw count data in each sample is divided by a ratio. For the TC method, the ratio is the total number of mapped reads for a given sample divided by the mean total number of mapped reads across all samples. Likewise, the UQ ratio is the upper quartile of the raw count data across all genes in each sample divided by the mean upper quartile across all samples. In addition, the Med ratio is the median read counts for all genes in a given sample divided by the median read across all samples. Both the upper quartile and the median ratios are calculated after removing genes with zero read counts across all samples from the data. The Q normalization equalizes the distribution of raw counts across samples by ranking the raw counts for each gene in each sample and applying a new mean count for each gene based upon rank. RPKM normalization is widely used for RNA-Seq data and consists of multiplying the raw counts for each gene in each sample by a factor incorporating both sequencing depth and gene length [7]. The trimmed mean of M-values (TMM) normalization [22] is accomplished in two steps. In the first step, the gene-wise log fold-changes (M-values) and absolute expression levels (A-values) are calculated, respectively, where

$$ {M}_{ik}^r={ \log}_2\left(\frac{x_{ik}/{N}_k}{x_{ir}/{N}_r}\right) $$

and$$ {A}_{ik}^r=\frac{1}{2}\left({ \log}_2\left({x}_{ik}/{N}_k\right)+{ \log}_2\left({x}_{ir}/{N}_r\right)\right) $$ for *x*_*i*._ ≠ 0. *x*_*ik*_ and *x*_*ir*_ are the read counts for gene *i* of sample *k* and the reference sample respectively, while *N*_*k*_ and *N*_*r*_ are the sample sizes of sample *k* and a reference sample respectively. We used the default reference sample, which is the sample having the upper quartile most similar to the mean upper quartile across all samples. The genes in the middle 40 % of the M-values and the middle 90 % of the A-values are recorded. The list of genes overlapping in these two groups of genes is designated as G^*^. Note that the user may choose M-value and A-value percentages other than 40 % and 90 %, respectively; these are the default percentages. In the second step, a normalization factor is calculated as the weighted mean of M-values for each sample, which is:

$$ \frac{{\displaystyle \sum_{i\in {G}^{*}}{w}_{ik}^r{M}_{ik}^r}}{{\displaystyle \sum_{i\in {G}^{*}}{w}_{ik}^r}} $$

*w* is the weight calculated as the inverse of approximate asymptotic variance as given by the following expression:

$$ {w}_{ik}^r=\frac{N_k-{x}_{ik}}{N_k{x}_{ik}}+\frac{N_r-{x}_{ir}}{N_r{x}_{ir}} $$

To obtain the TMM-normalized read counts when using the *DESeq* program, we also divided the normalized read counts by the mean of the normalized library size [21].

Like the TMM normalization, DESeq normalization requires a reference sample to calculate the scaling factor for normalization [13]. DESeq constructs the reference sample as the geometric mean of raw counts across all samples for each gene. The scaling factor for each sample is then calculated as the median of the ratio of raw counts of the sample and the reference sample across all genes.

In addition to the seven normalization methods applied above, we also considered a recently published normalization method called remove unwanted variation with negative control genes (RUVg) [8]. RUVg normalization assumes that a set of negative control genes is available and the expression of these negative control genes are affected by technical, but not biological, sources of variation in the same way as gene read counts. RUVg normalization constructs the factors that capture technical variation from negative control genes, which are treated as additional covariates in the models for differential expression analysis. 

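Of the 96 spike-ins, 95 had at least 1 read in these flies, 3 were detected in every fly, and the 32 detected most often were used here, the rarest of them in 93.2% of the flies.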

We used External RNA Control Consortium (ERCC) spike-ins during library preparation [5]; 32 of these spike-ins were added across all samples and did not vary with biological sources of variation when compared as replicate libraries. We used these 32 ERCC spike-ins as negative control genes and applied the *RUVSeq* R package [8] to normalize our read count data.

### Count data distribution estimations

We modeled the count data as both a negative binomial distribution and as a normal distribution. To model the count data as a negative binomial (*NB*) distribution, [13, 26, 48], we assumed that the number of read counts for gene *i* in sample *k* can be modeled by

$$ {x}_{ik}\sim NB\left({\mu}_{ik},{\sigma}_{ik}^2\right) $$

where *μ*_*ik*_ is the mean, and *σ*_*ik*_^2^ is the variance. The mean is

$$ E\left({x}_{ik}\right)={\mu}_{ik} $$

and the relation between variance and mean is given as:

$$ {\sigma}_{ik}^2={\mu}_{ik}+{\mu}_{ik}^2{\varphi}_i $$

The dispersion parameter ϕ_*i*_ determines the extent to which the variance exceeds the mean. We used the *DESeq* and *edgeR* packages to estimate the dispersion parameter [13, 14] (Additional file 5).

Another strategy for RNA-Seq count data analysis is to model a normal distribution by ln-transforming normalized count data. This is done by simply taking the ln of the read count data then applying standard microarray analysis techniques [49, 50] using the *limma R* package (Additional file 5). We used both the negative binomial and the normal distribution to model the read count data.

### Model fitting and hypothesis testing

To understand how gene expression varies among individual flies, we tested each gene for differential expression among DGRP genotype, environment, sex, and their interactions. For count data modeled with a negative binomial distribution, we fitted the following generalized linear model (GLM) for each gene *i*:

$$ \log \left({\upmu}_{\mathrm{ik}}\right)\kern0.37em ={\beta}_0 + S + G + E + G \times E + S \times G + S \times E + S \times G \times E $$

where *S* is sex, *G* represents the DGRP genotype, and *E* is the environmental condition. To test the significance of all factors in the model, we fitted the following series of models:

$$ Model\;1:\; \log \left({\mu}_{\mathrm{ik}}\right)\kern0.37em ={\beta_0}^1 + S + G + E $$

$$ Model\;2\left(\mathrm{a}\right):\; \log \left({\mu}_{\mathrm{ik}}\right)\kern0.37em ={\beta_0}^1 + S + G + E + G \times E $$

$$ Model\;2\left(\mathrm{b}\right):\; \log \left({\mu}_{\mathrm{ik}}\right)\kern0.37em =\kern0.37em {\beta_0}^1 + S + G + E + G \times E + G \times S $$

$$ Model\;2: \log \left({\mu}_{\mathrm{ik}}\right)\kern0.37em ={\beta_0}^1 + S + G + E + G \times E + G \times S + E \times S $$

To test each term of the main effects, we used *Model 1* as the full model, and calculated the likelihood ratio between *Model 1* and *Model 1* with each of the main effects removed in turn, which we term the reduced *Model 1*. The likelihood ratio statistic comparing these two models is simply the difference between the deviances of the full model and the reduced model

$$ -2\left[L\left({\widehat{\upmu}}_{ikR},{\widehat{\upvarphi}}_i;x\right)-L\left({\widehat{\upmu}}_{ikF},{\widehat{\upvarphi}}_i;x\right)\right] $$

To test the two-way interaction terms *G* × *E*, *G* × *S*, and *E* × *S*, we used the same approach; we added each term to be tested in turn, defining it as the full model, and compared it to the previous reduced version of the model. For example, *Model 2(b)* and *2(a)* were used to find genes with a significant *G* × *S* interaction; *Model 2(b)* was the full model, while *Model 2(a)* was the reduced model. To test the significance of the three-way interaction term *S* × *G* × *E*, we used the same approach, where *Model 2* was the reduced model. Inspection of the *Model 2*, *2(a)*, and *2(b)* equations above suggests that differential expression detected for each first-order interaction term is dependent upon its ordering in the equation. We therefore compared this analysis with two other ways of detecting differential gene expression for first-order interaction terms. In the second approach, we used the *Model 1* as the reduced model and then added each first-order interaction term in turn to *Model 1* to test the significance of each first-order interaction term. In the third approach, we assessed the contribution of each first-order interaction term by using *Model 2* as the full model and *Model 2* without each of the first-order interaction terms in turn as the reduced model.

In addition to using the GLM with negative binomial distribution to model the count data, we also evaluated the ln-transformation of the normalized count data combined with analysis of variance (ANOVA), which we called the ln&ANOVA method. We ln-transformed the normalized read counts and then fitted the ANOVA model below using *SAS* (version 9.3) [25]:

$$ \ln \left(\mathrm{normalized}\ \mathrm{count} + 1\right)={\beta}_0+S+G+E+G\times E+S\times G+S\times E+S\times G\times E + \varepsilon $$

where *S*, *G*, and *E* are as defined above, and *β*_0_ is the intercept, while ε is error.

### Correction for multiple tests

The Benjamini-Hochberg procedure [51] was used to control the false discovery rate (FDR) based on the *P*-values obtained from the analysis. Genes having *P*-values with an FDR threshold of < 0.05 were designated as differentially expressed (Additional file 5).

### Statistical power calculations

For a fixed-effect multi-factor ANOVA model, the test statistic has an *F* distribution under the null hypothesis [52]. The test statistic has a non-central *F* distribution with non-centrality parameter φ when the null hypothesis is false [52]. Thus, the power of an *F* test is the probability that the observed test statistic is greater than a critical value of the test, where the probability is calculated using the significance level and non-centrality parameter λ (or φ). Given an ANOVA model with three fixed factors [52, 53], the non-centrality parameter for testing the three-way interaction term with balanced design is given as $$ \lambda =\frac{{\displaystyle \sum_{i=1}^a{\displaystyle \sum_{j=1}^b{\displaystyle \sum_{k=1}^c{\left(\alpha \beta \gamma \right)}_{ijk}^2}}}}{\sigma^2/n} $$ or $$ {\varphi}^2=\frac{n{\displaystyle \sum_{i=1}^a\sum_{j=1}^b\sum_{k=1}^c{\left(\alpha \beta \gamma \right)}_{ijk}^2}}{\sigma^2\left[\left(a-1\right)\left(b-1\right)\left(c-1\right)+1\right]} $$, where a, b, c are the number of conditions for the three main effects (i.e., a = 16, b = 3 and c = 2), and (*αβγ*)_*ijk*_ is the difference between the condition mean and the value that would be expected if main effects and two-way interaction terms are sufficient to account for all factor effects. By introducing a new parameter $$ d=\frac{ \max \left({\mu}_{ijk}\right)- \min \left({\mu}_{ijk}\right)}{\sigma }=\frac{D}{\sigma } $$ [54], it can be shown that the minimum value of λ is $$ \frac{n{d}^2}{2} $$, that is $$ \frac{n{D}^2}{2{\sigma}^2} $$, where *μ*_*ijk*_ refers to the mean of the three-way interaction condition for the first factor at the *i*^th^ level, the second factor at the *j*^th^ level and the third factor at the *k*^th^ level. For our data, *μ*_*ijk*_ is the mean of ln-transformed normalized counts under the condition of *i*^th^ genotype, *j*^th^ environmental condition and *k*^th^ sex; D is called the fold-change. Hence we can calculate a conservative power estimate using the ln-transformed normalized counts, the desired significance level, sample size (1–8 flies), and variance σ^2^ (as estimated by the mean sum of squares).

### Implementation of analysis

Additional file 5 provides the R code used to implement these analyses.

### Ethics statement

The research performed in this study on the fruit fly, *Drosophila melanogaster*, did not require approval from an ethics committee.

## Availability of supporting data

All RNA-seq data from this study are available from the NCBI Gene Expression Omnibus (GEO) under the accession number GSE60314.

## Additional files

Additional file 1:
**Contains Figures S1-S8 and Tables S1-S3.** (PDF 1892 kb) Additional file 2:
**Comparison of normalization methods for each fly.** Boxplots show the differences in the read count distribution for each fly. Flies are grouped by genotype, sex, and environment. (PDF 437 kb) Additional file 3:
**Comparison of normalization methods across conditions.** Boxplots show the differences in the coefficient of variation across flies in each genotype/sex/environment condition. (PDF 245 kb) Additional file 4:
**Supplemental Methods.** (PDF 133 kb) Additional file 5:
**R code pipeline for analysis.** (PDF 245 kb)

## Abbreviations

Med: median normalization
Q: quantile normalization
RC: un-normalized read counts
RPKM: reads per kilobase of million mapped reads
RUVg: remove unwanted variation
TC: total counts
TMM: trimmed mean of M-values
UQ: upper quartile

# Supplementary material for: Comparison of normalization and differential expression analyses using RNA-Seq data from 726 individual Drosophila melanogaster
**Source:** BMC Genomics. 2016 Jan 5;17:28. doi: 10.1186/s12864-015-2353-z
**Supplement:** Additional file 1: — Contains Figures S1-S8 and Tables S1-S3.

Additional File 1. This file contains Figures S1-S8 and Tables S1-S3.

Figure Legends

Figure S1. Low gene expression threshold determination. For each normalization method, the distributions of genic and intergenic normalized read counts are shown. The genic distribution is pink, the intergenic distribution is blue, and the overlap of both distributions can be seen as purple bars. The red vertical line marks the location of the 95th percentile of the intergenic distribution, which is the low expression threshold. (a) Total counts (TC). (b) Upper quartile (UQ). (c) Median (Med). (d) Trimmed mean of M-values (TMM). (e) DESeq normalization. (f) Quantile (Q). (g) RPKM. (h) Un-normalized read count data.

Figure S2. Principal components plot for RUVg normalization. Plots show the first, second and third principal components plotted against each other. (a) PC1 vs. PC2 for the un-normalized data. (b) PC1 vs. PC3 for the un-normalized data. (c) PC2 vs. PC3 for the un-normalized data. (d) PC1 vs. PC2 for the RUVg-normalized data. (e) PC1 vs. PC3 for the RUVg-normalized data. (f) PC2 vs. PC3 for the RUVg-normalized data. Light red, females of environment 1; dark red, males of environment 1; light green, females of environment 2; dark green, males of environment 2; light blue, females of environment 3; dark blue, males of environment 3.

Figure S3. Coefficient of dispersion estimation using *DESeq*. Plots show the estimated dispersion coefficient plotted against the mean normalized read counts for each gene. Green dots indicate genes that pass the low expression threshold; black dots indicate genes that would be removed from the data set as they do not pass the low expression threshold. A red line shows the curve fit to the data. (a) TC. (b) UQ. (c) Med. (d) TMM. (e) DESeq. (f) Q. (g) RPKM (h) un-normalized read count data.

Figure S4. Coefficient of dispersion estimation using *edgeR*. Plots show the biological coefficient of variation (the dispersion parameter) plotted against log of the counts per million for each gene. Green dots indicate genes that pass the low expression threshold; black dots indicate genes that would be removed from the data set as they do not pass the low expression threshold. A red line shows the common dispersion based on the Cox-Reid adjusted profile likelihood. (a) TC. (b) UQ. (c) Med. (d) TMM. (e) DESeq. (f) Q. (g) RPKM. (h) un-normalized read count data. (j-p) Plots are shown in the same order as A-H with axes not to the same scale.

Figure S5. *DESeq* dispersion estimation comparison between Workflows 1 and 2. Plots show the similarities and differences in the dispersion estimation between the two workflows. (a) TC. (b) UQ. (c) Med. (d) TMM. (e) DESeq. (f) Q. (g) RPKM. (h) Un-normalized read count data.

Figure S6. *edgeR* dispersion estimation comparison between Workflows 1 and 2. Plots show the similarities and differences in the dispersion estimation between the two workflows. (a) TC. (b) UQ. (c) Med. (d) TMM. (e) DESeq. (f) Q. (g) RPKM. (h) Un-normalized read count data.

Figure S7. Statistical power estimates for the Genotype×Environment interaction term.

Figure S8. Comparison of RNA-seq data from flies with two library preparations. The difference in raw (un-normalized) read counts between all genes is plotted as the $\log_2$ of the absolute difference plus one for 117 flies in the experiment that had two library preparations, and one fly that had three libraries. (a) read counts for each gene and ERCC spike-in RNAs combined; (b) read counts for each gene; (c) read counts for ERCC spike-in RNAs only.

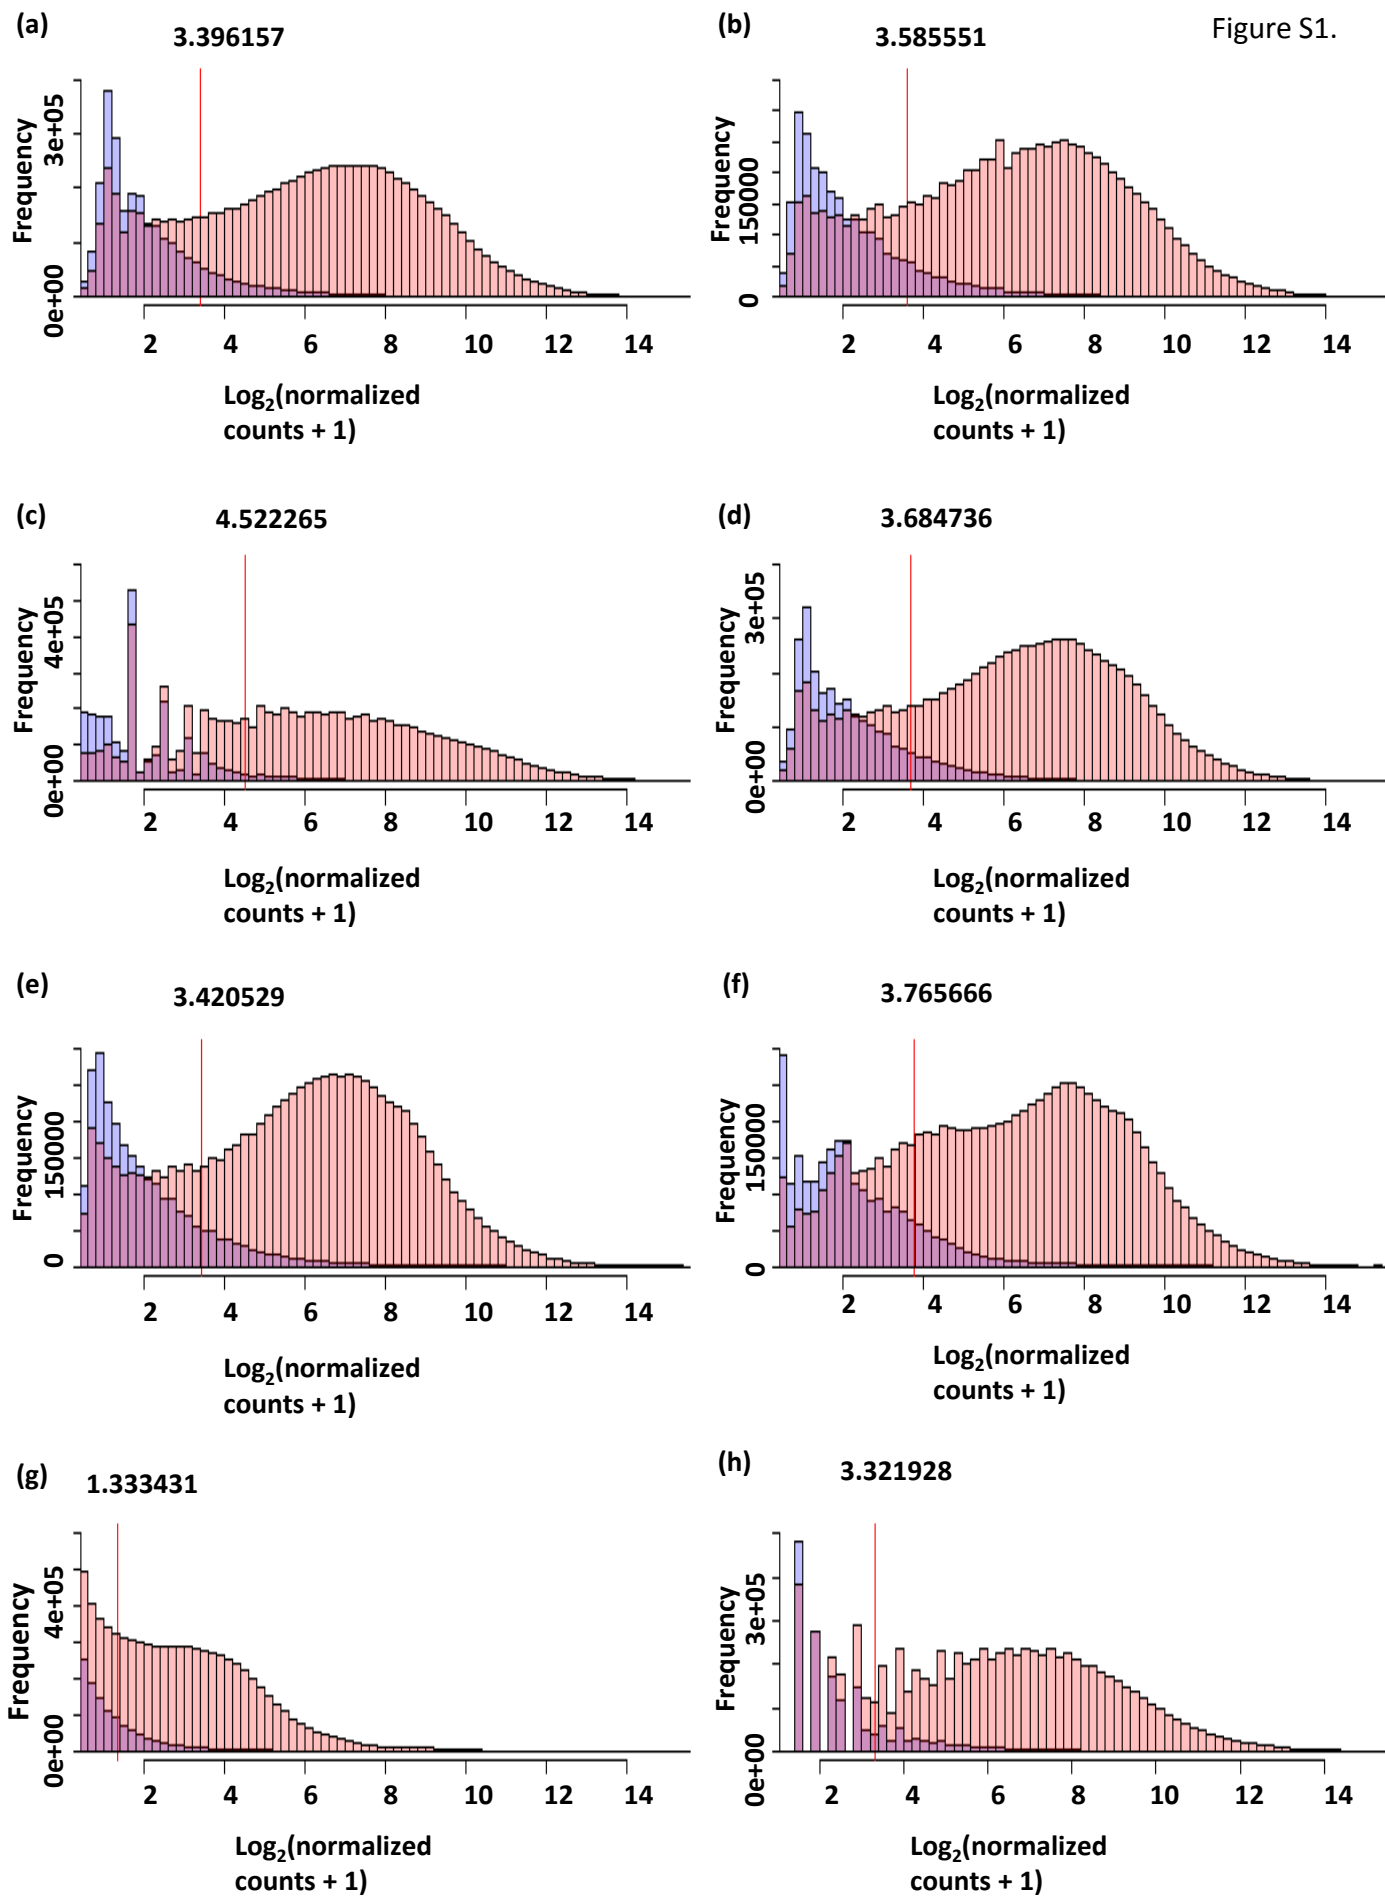

Figure S2. (Continued)

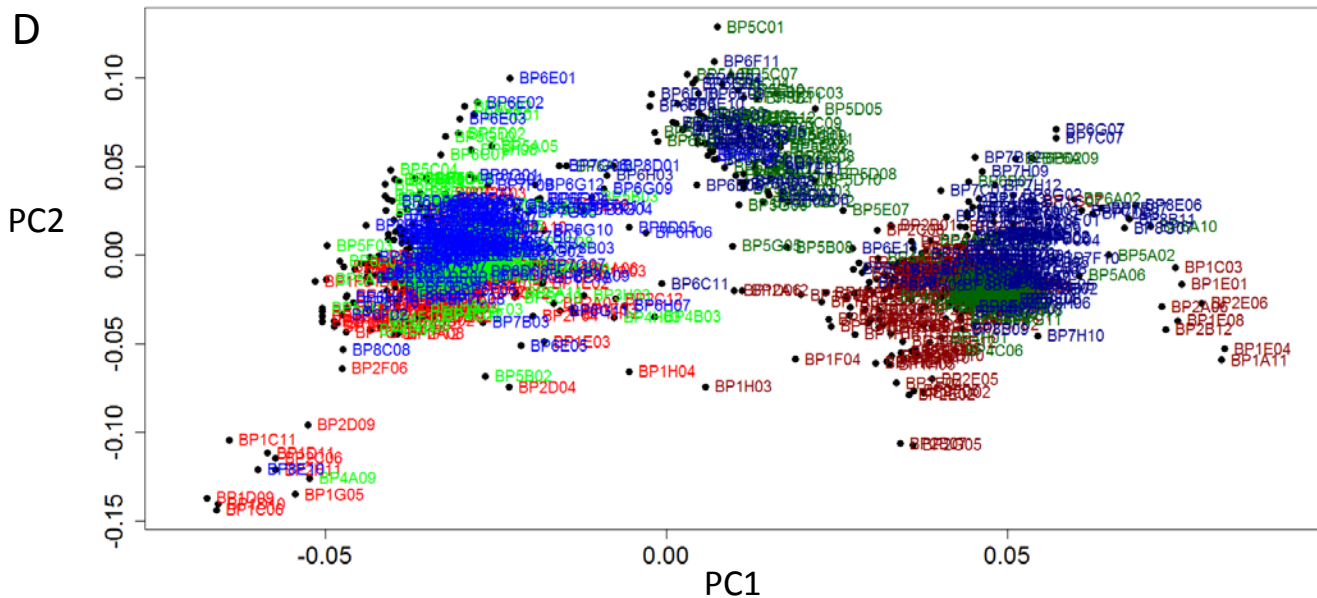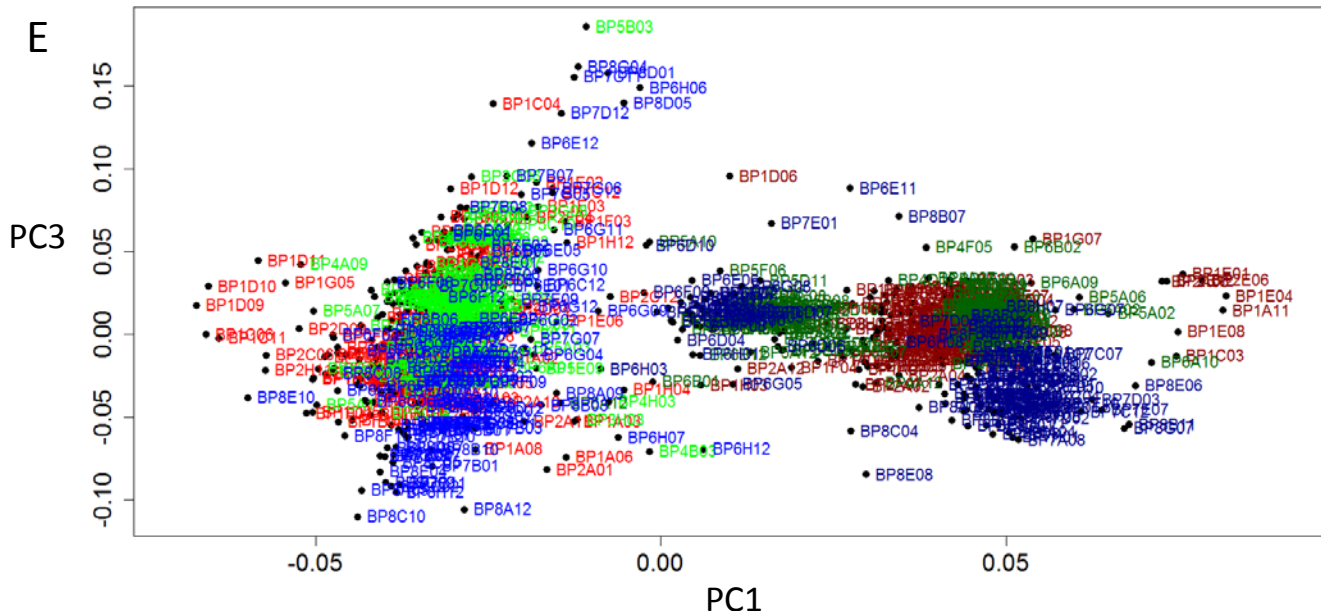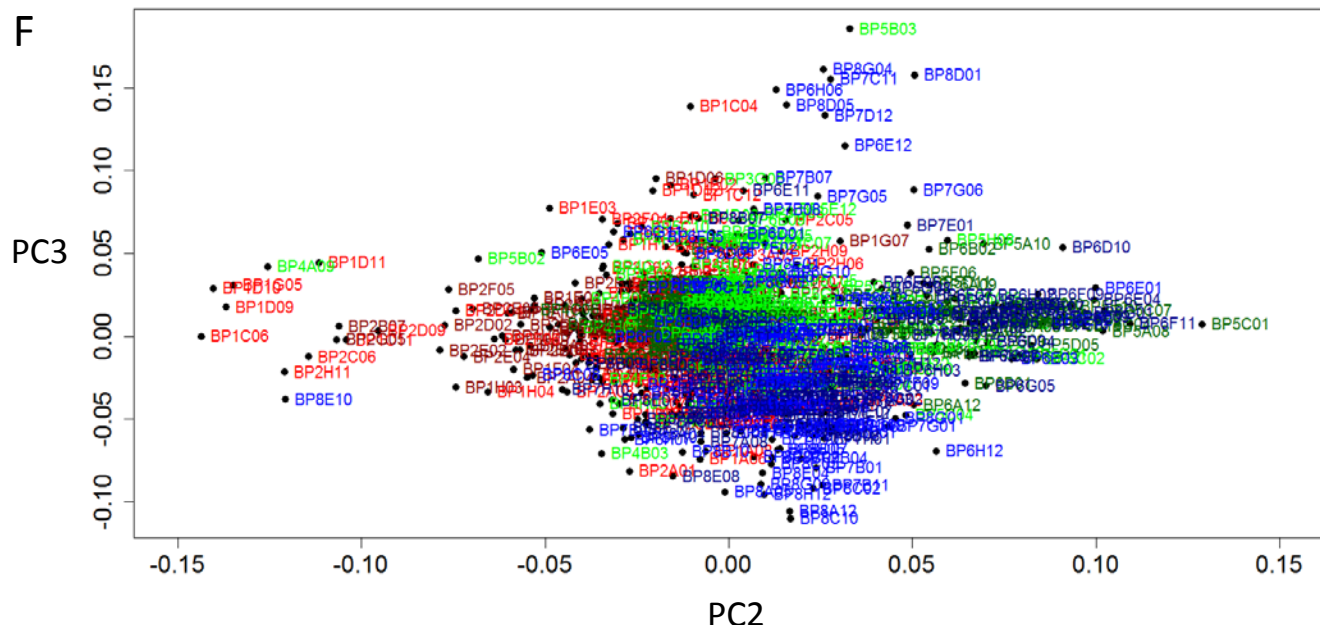

Figure S3.

A

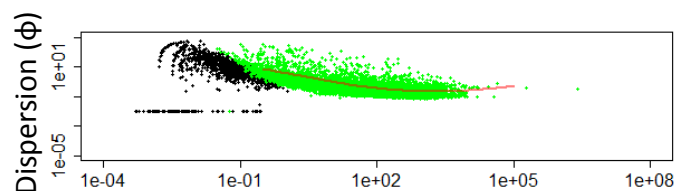

B

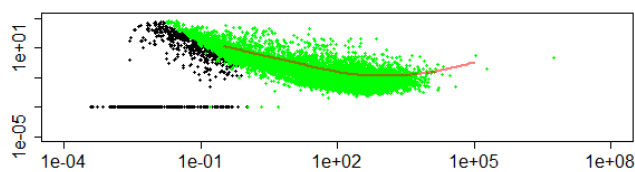

C

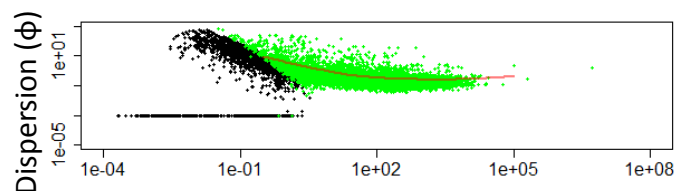

D

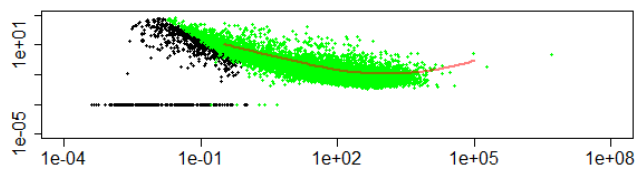

E

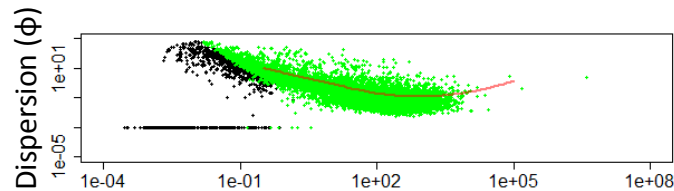

F

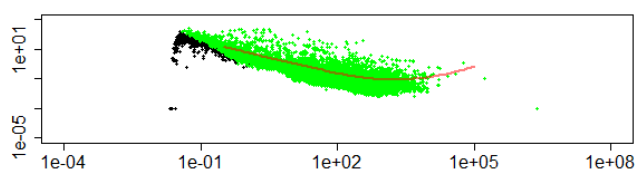

G

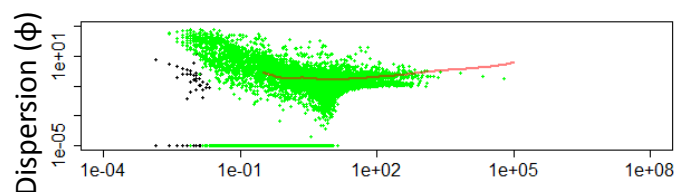

H

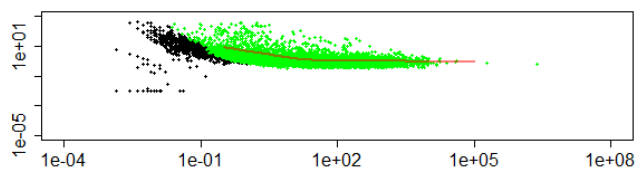

Mean normalized counts per gene

Mean normalized counts per gene

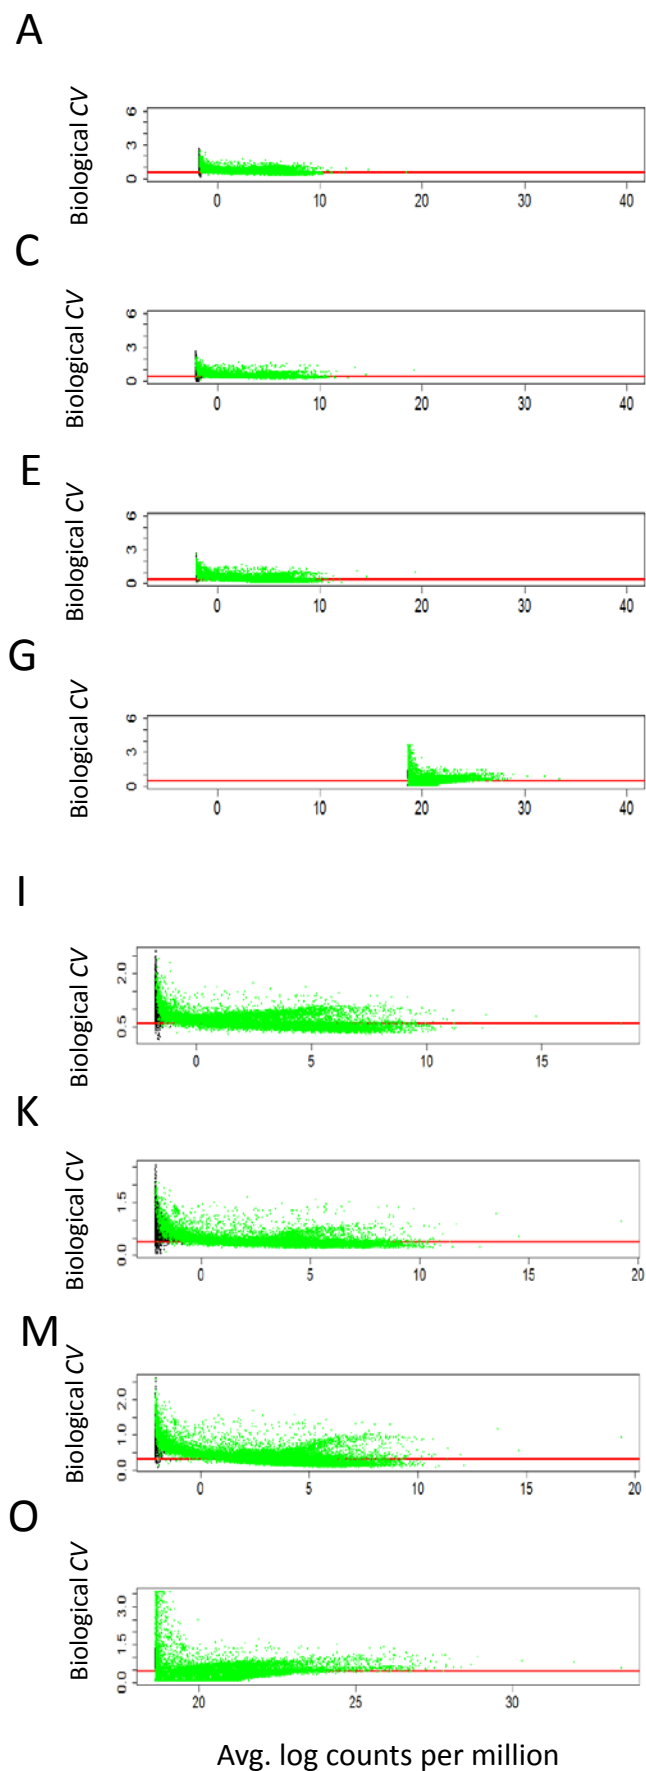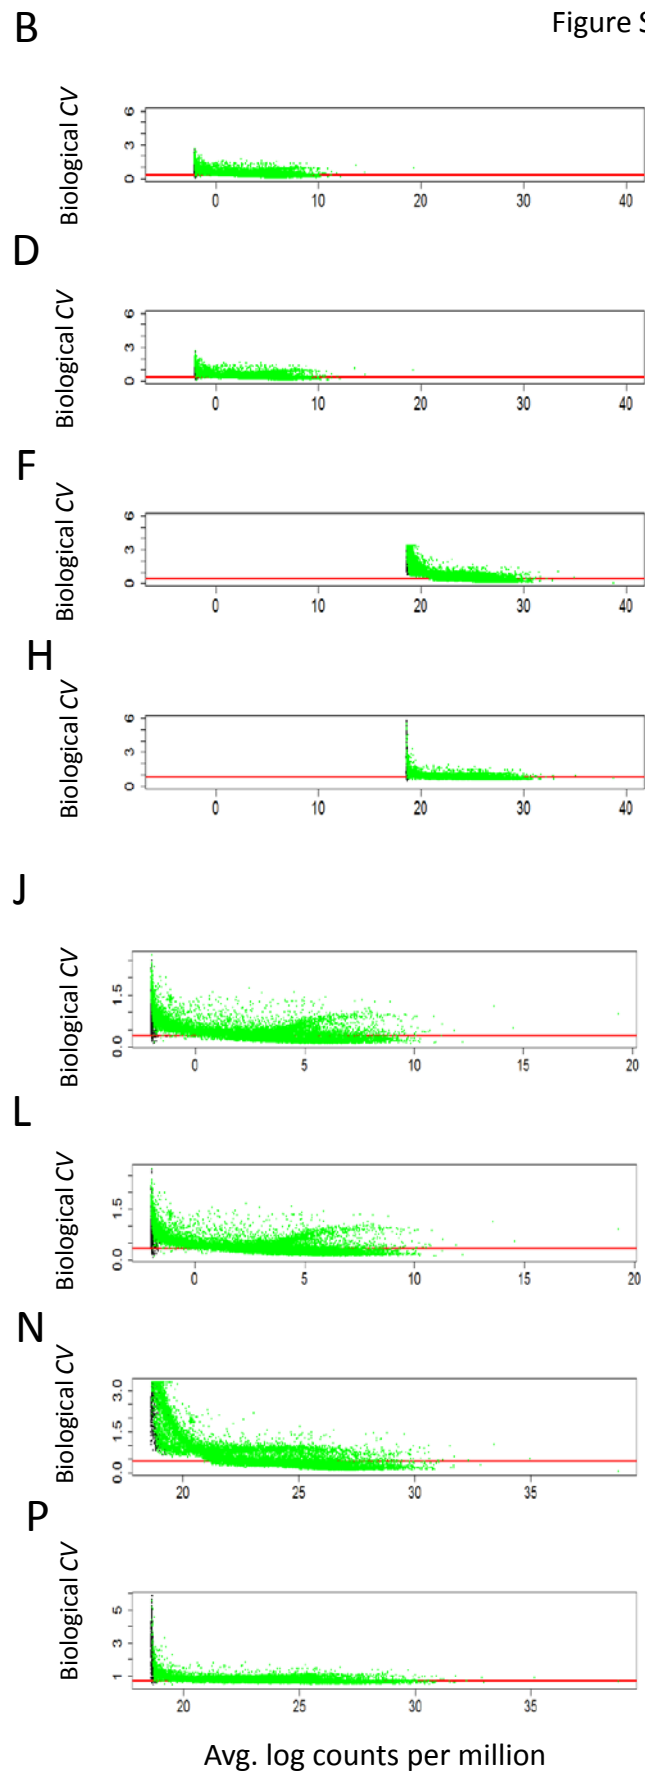

Figure S5.

A

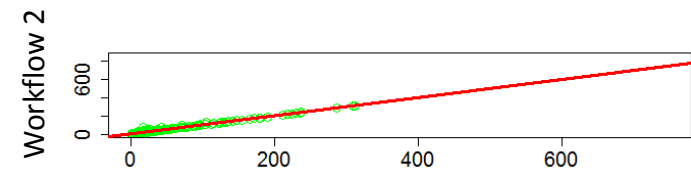

B

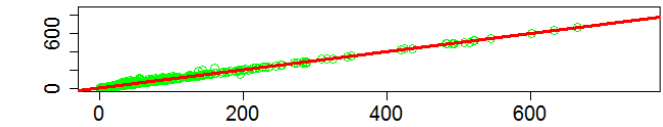

C

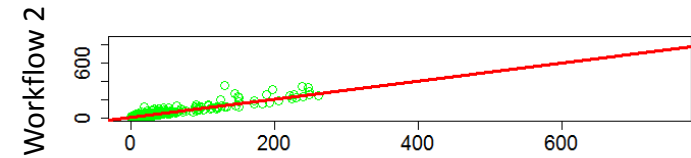

D

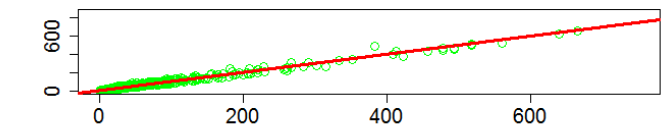

E

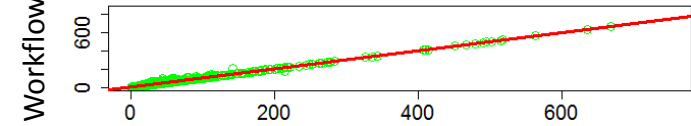

F

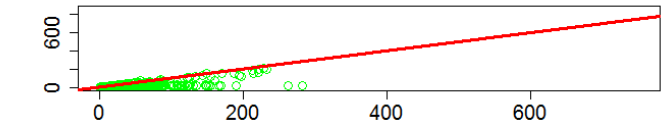

G

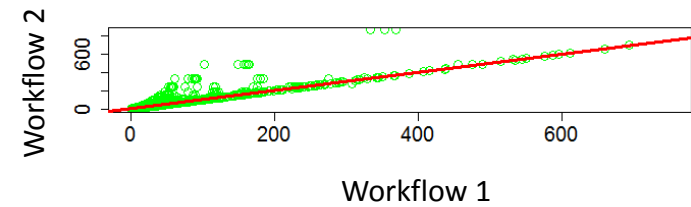

H

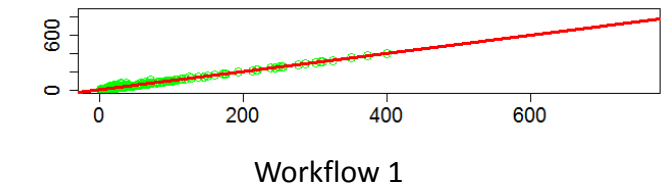

Figure S6.

A

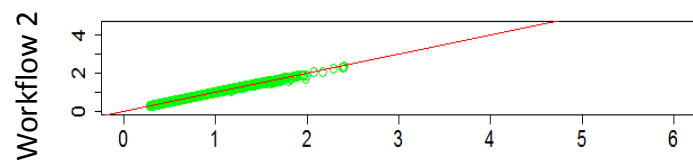

B

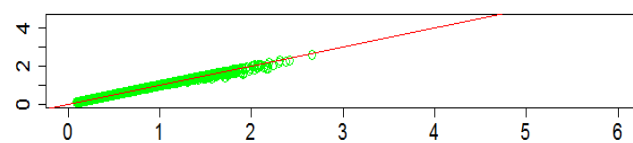

C

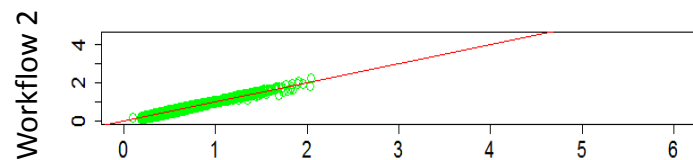

D

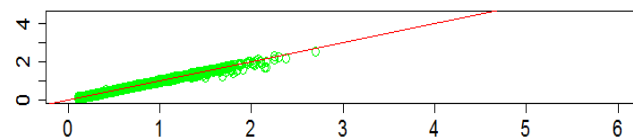

E

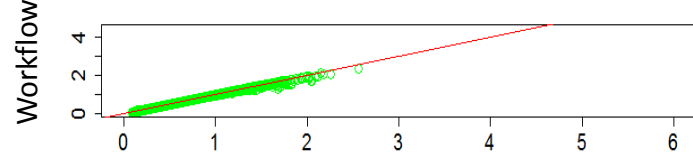

F

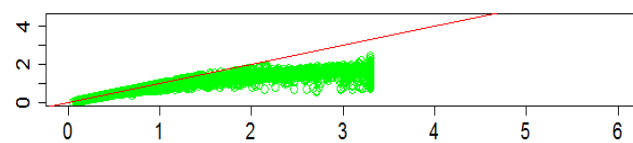

G

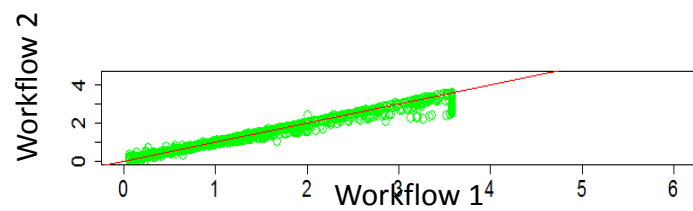

H

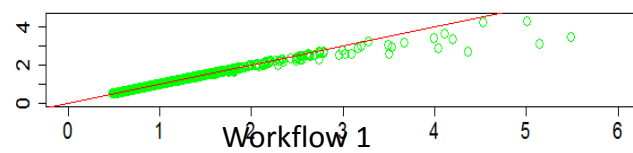

A

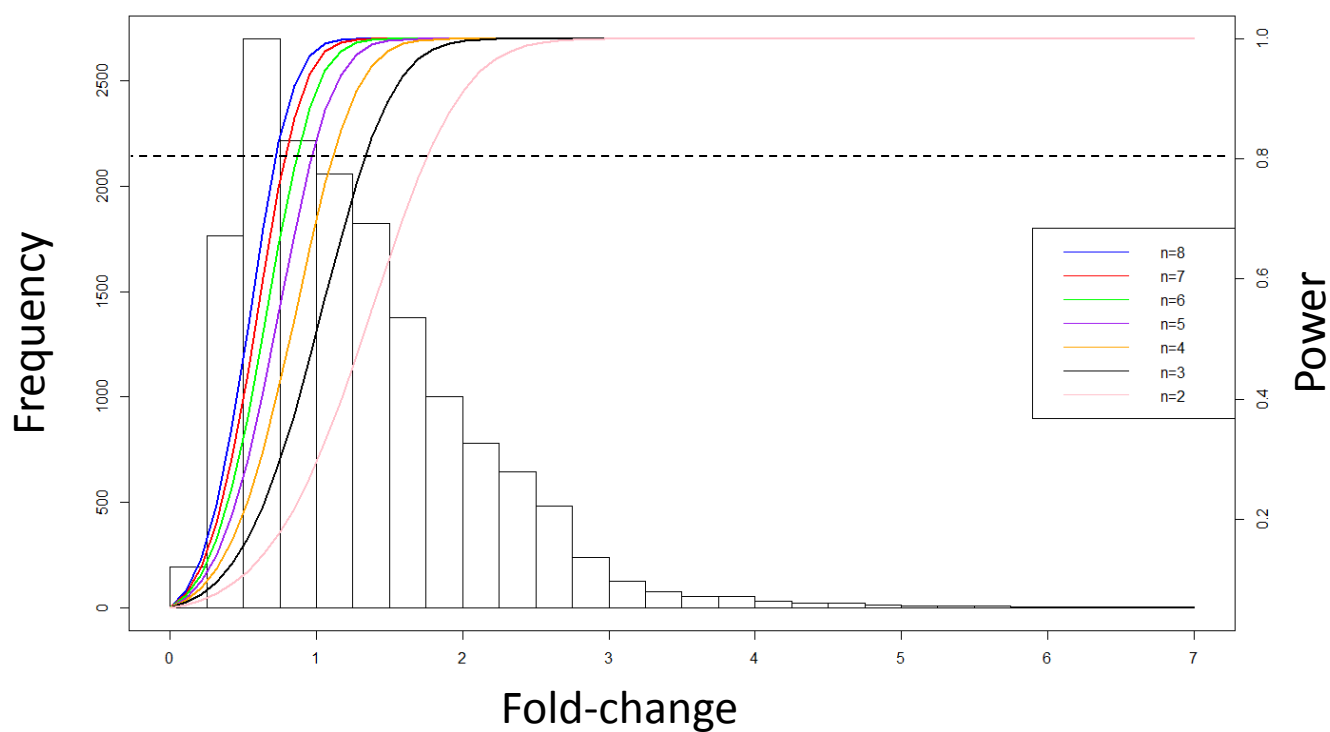

B

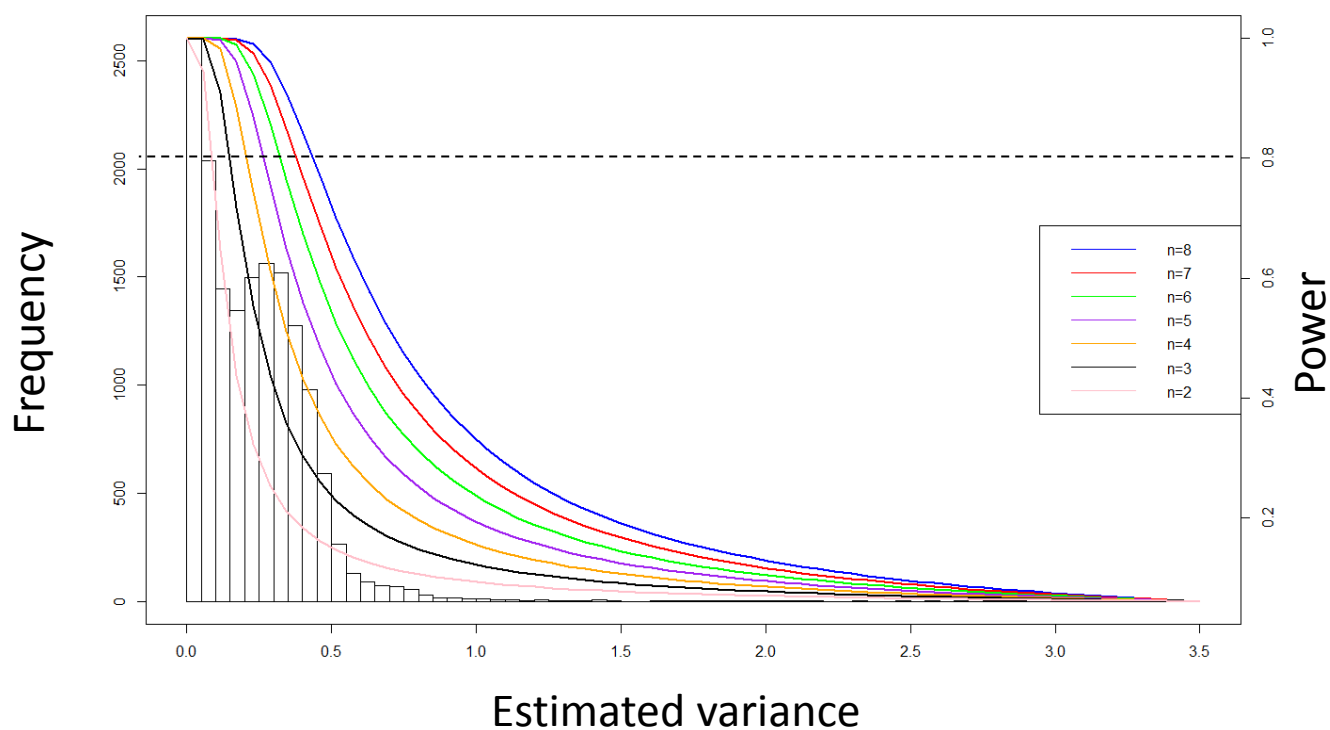

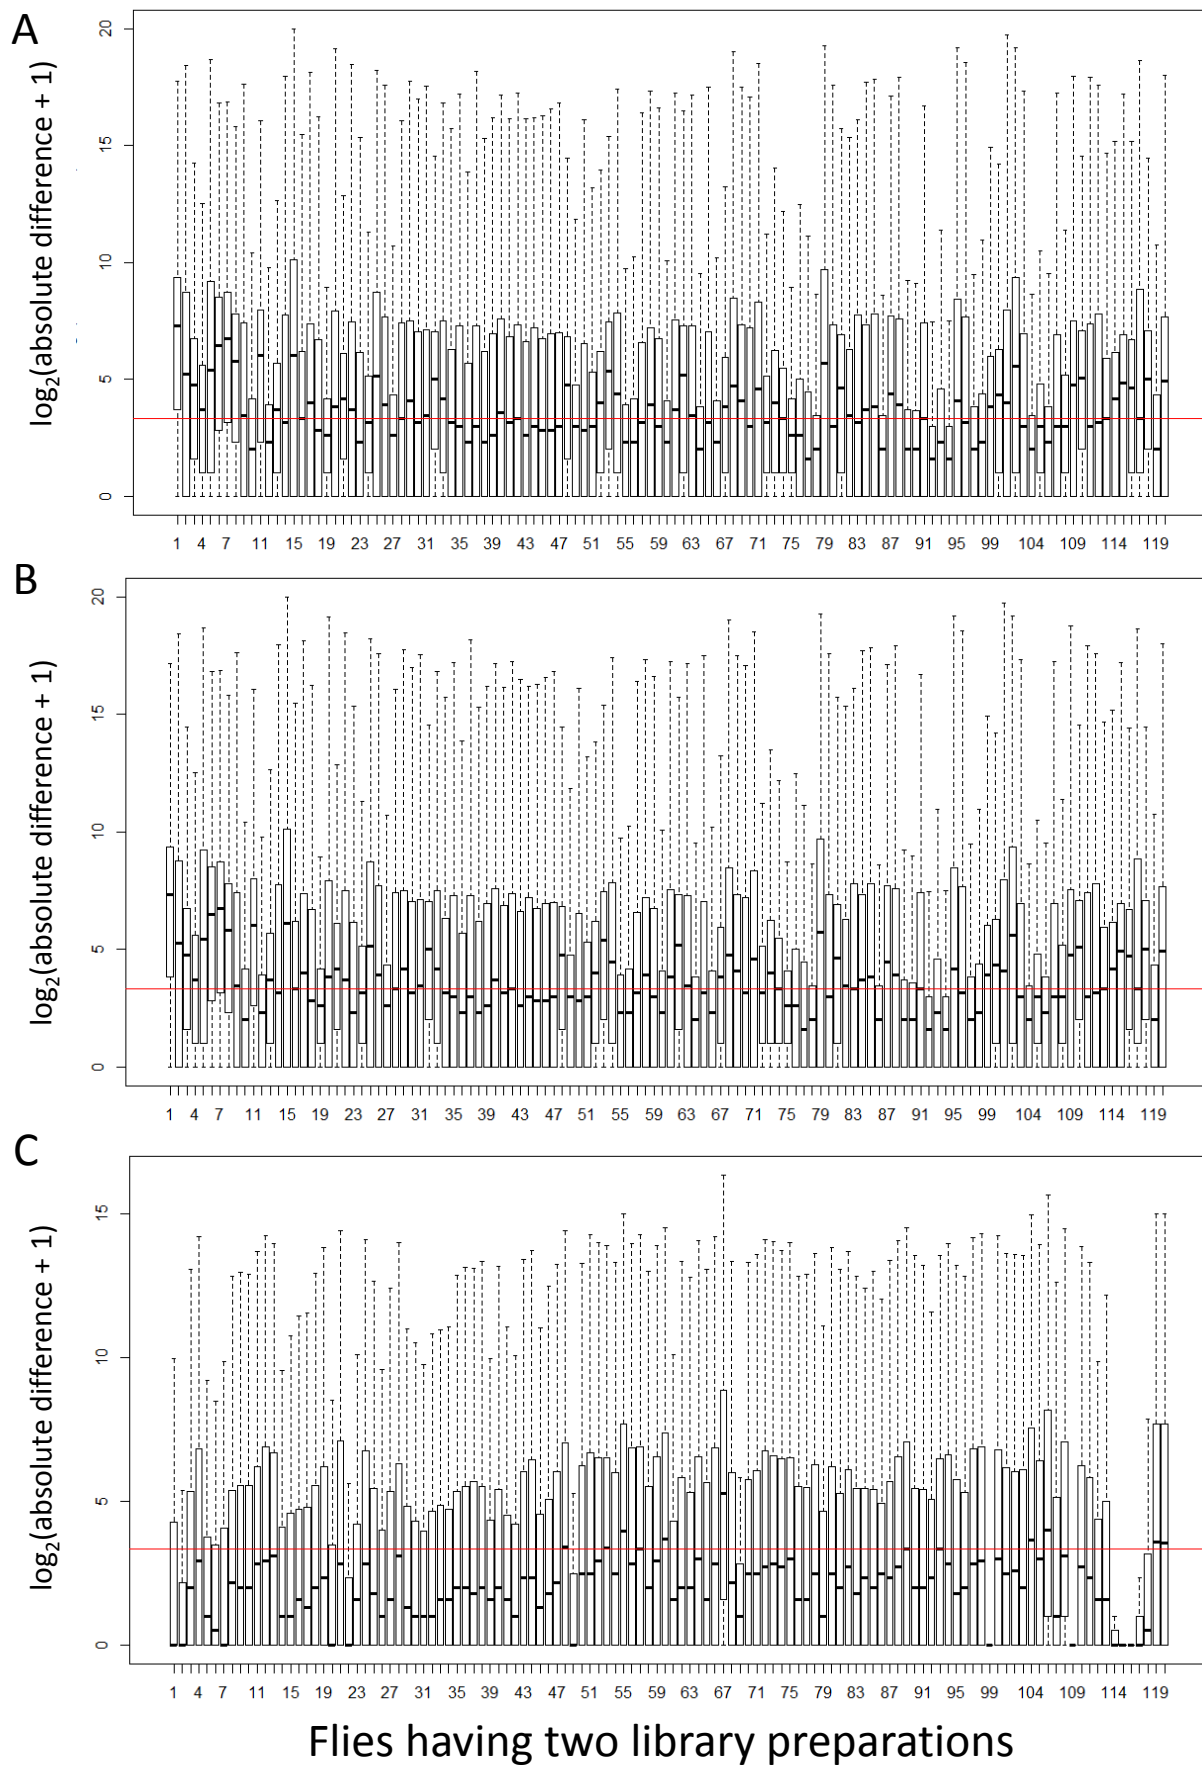

Table S1. Comparison of analyses with and without non-protein-coding genes. Numbers of differentially expressed genes called by *DESeq* using the Workflow 1 generalized linear model with *DESeq*- and TMM-normalized read count data.

Factor\Method	DESeq normalization			TMM normalization		
	All Genes<br>(15,695)	Non-protein-<br>coding<br>genes removed<br>(13,318)	Overlap (%)	All Genes<br>(15,692)	Non-protein-<br>coding<br>genes removed<br>(13,313)	Overlap (%)
**<i>Genotype (G)</i>**	10464	9183	9095 (86.9)	11425	9424	9333 (81.6)
**<i>Environment (E)</i>**	9469	8727	8652 (91.4)	9847	8852	8283 (84.1)
**<i>Sex (S)</i>**	14866	12733	12716 (85.5)	14850	12750	12677 (85.4)
**<i>G x E</i>**	3463	3432	3350 (96.7)	3158	3428	3030 (95.9)
**<i>G x S</i>**	7163	6481	6401 (89.4)	8084	6615	6352 (78.6)
**<i>E x S</i>**	2725	2737	2592 (95.1)	3234	3009	2367 (73.2)
**<i>G x E x S</i>**	3611	3544	3424 (94.8)	3501	3515	3140 (89.7)

Table S2. Percentage overlap of differentially expressed genes for first-order interaction terms. The table shows the percentage overlap between the first approach to first-order terms in the generalized linear model and approaches 2 and 3. See Methods for additional details. A, Workflow 1 using *DESeq* software; B, Workflow 1 using *edgeR* software; C, Workflow 2 using *DESeq* software; D, Workflow 2 using *edgeR* software. TC, total counts; UQ, upper quartile; Med, median; TMM, trimmed mean of M-values; DESeq, DESeq normalization method; Q, quantile; RPKM, reads per kilobase per million mapped; RC, un-normalized count data.

[illegible][illegible]

C

[illegible]

D

[illegible]

Table S3. Comparison of Workflow 1 and Workflow 3 analyses for DESeq-normalized data. Numbers of differentially expressed genes called by *DESeq* using the generalized linear model with DESeq-normalized read count data. Total number of genes analyzed are given in parentheses.

Factor\Method	Workflow 1<br>(16,649)	Workflow 3<br>(17,142)	Overlap (%)
**<i>Genotype (G)</i>**	10464	10474	99.6
**<i>Environment (E)</i>**	9469	9444	99.5
**<i>Sex (S)</i>**	14866	15285	99.9
**<i>G x E</i>**	3463	3450	99.6
**<i>G x S</i>**	7163	7125	99.5
**<i>E x S</i>**	2725	2674	98.1
**<i>G x E x S</i>**	3611	3587	99.3

# Supplementary material for: Comparison of normalization and differential expression analyses using RNA-Seq data from 726 individual Drosophila melanogaster
**Source:** BMC Genomics. 2016 Jan 5;17:28. doi: 10.1186/s12864-015-2353-z

Line: *RAL-93*

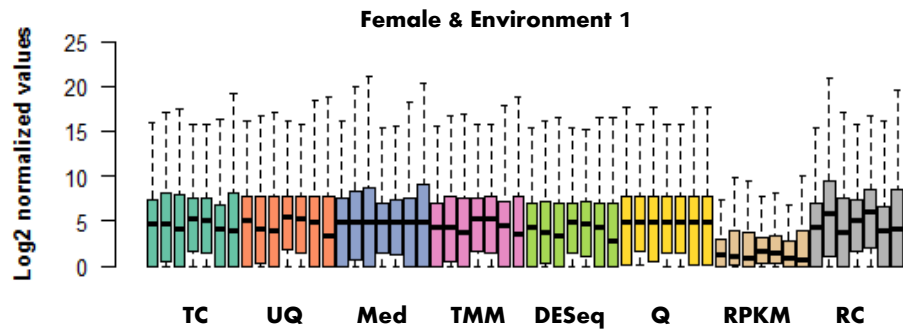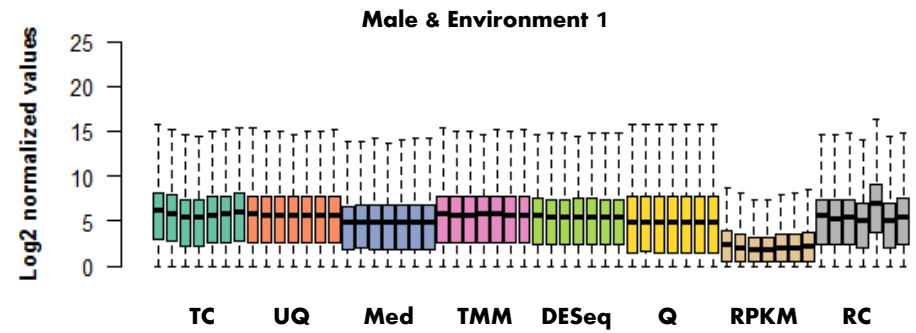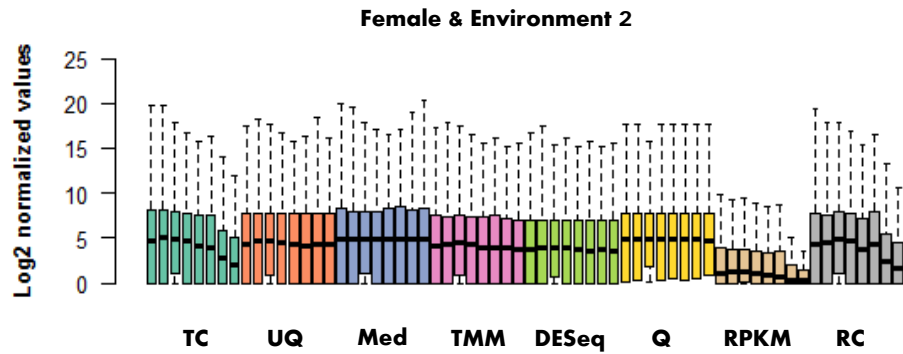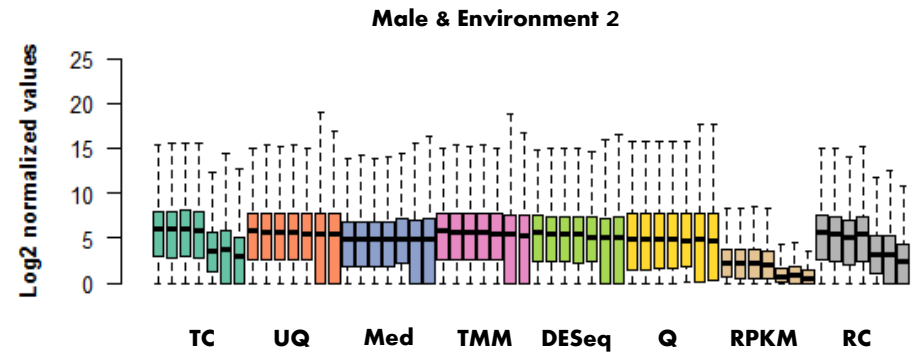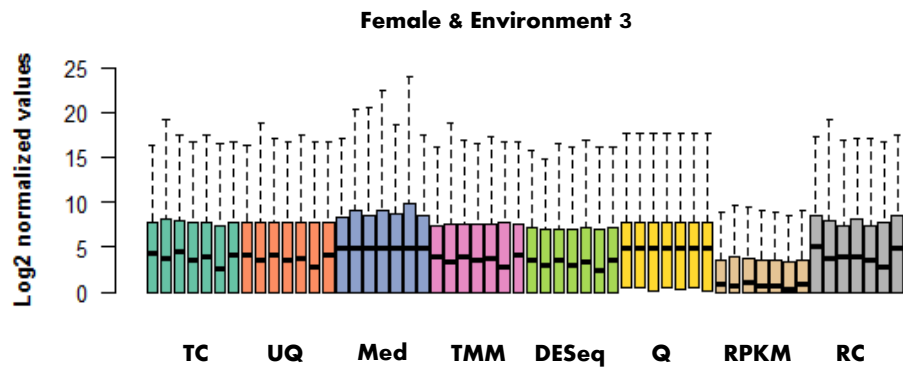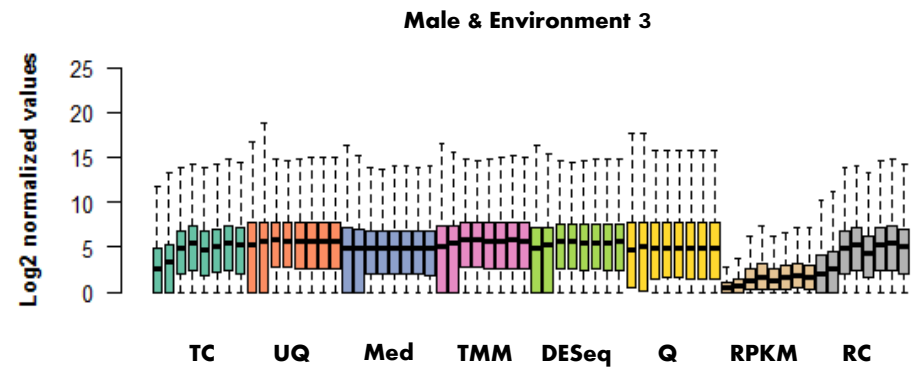

Female & Environment 1

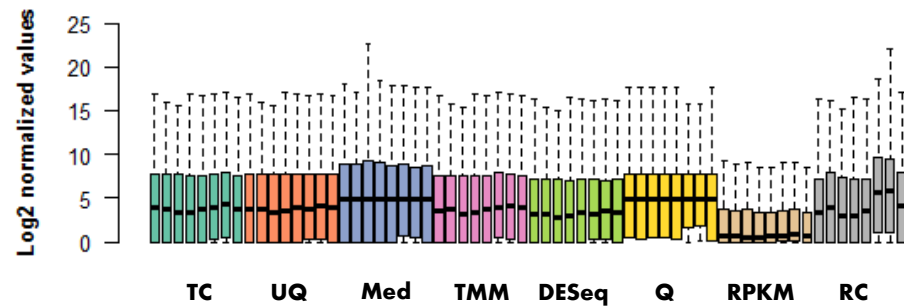

Male & Environment 1

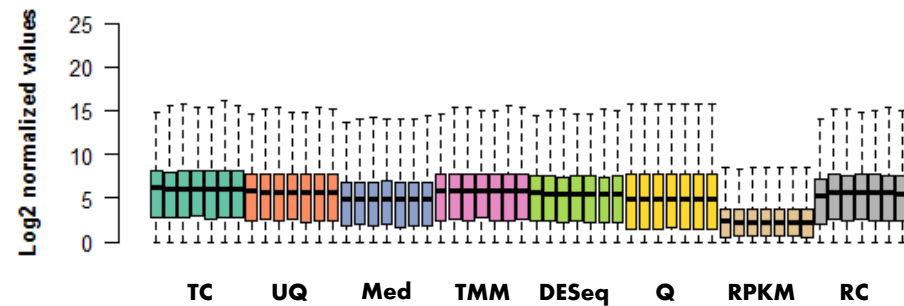

Female & Environment 2

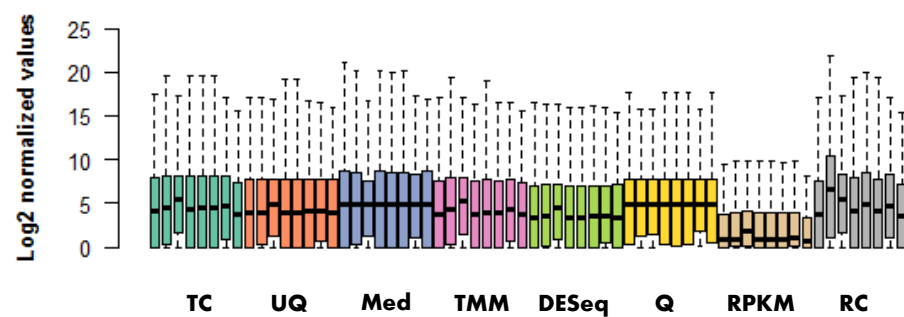

Male & Environment 2

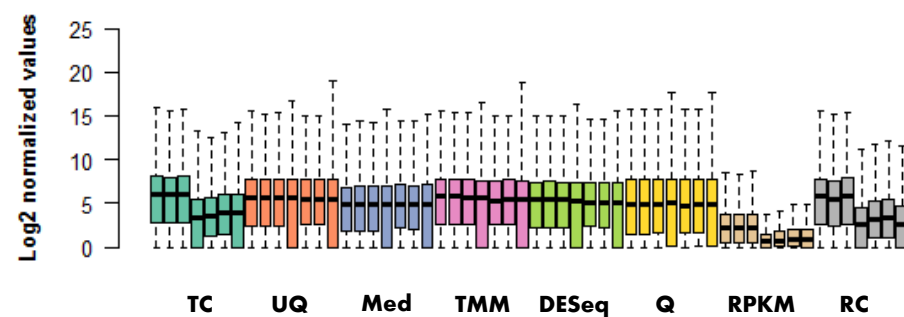

Female & Environment 3

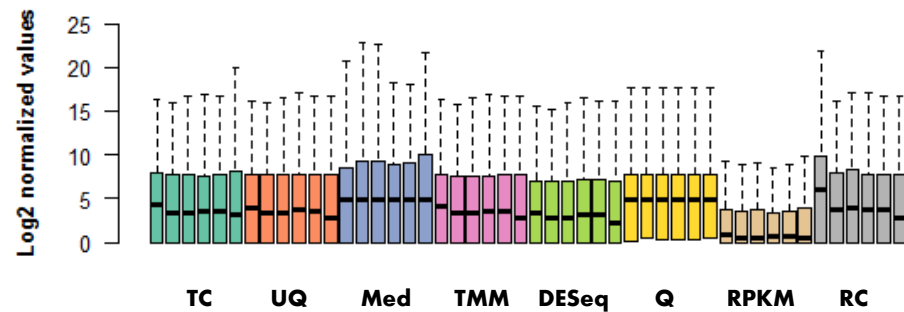

Male & Environment 3

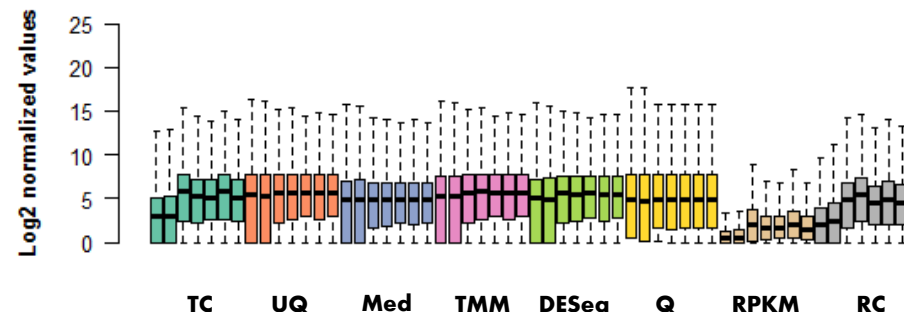

Line: *RAL-320*

Female & Environment 1

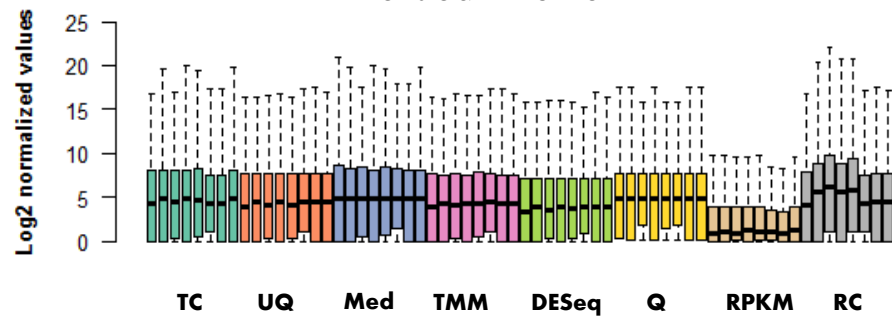

Male & Environment 1

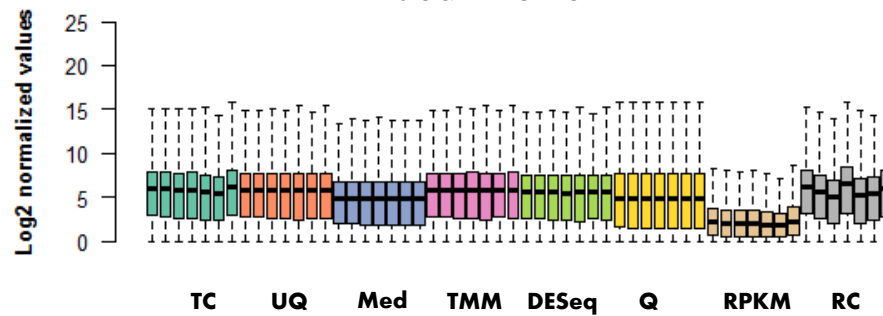

Female & Environment 2

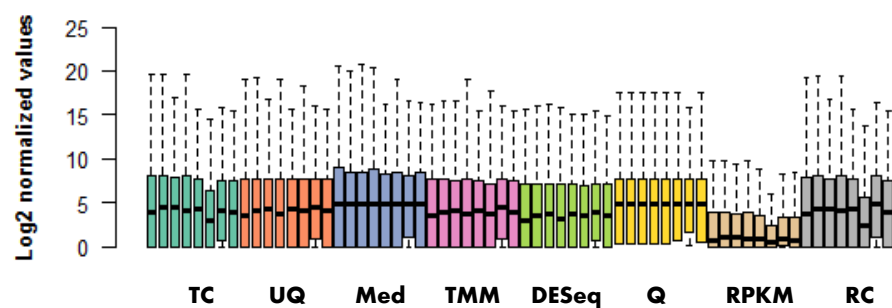

Male & Environment 2

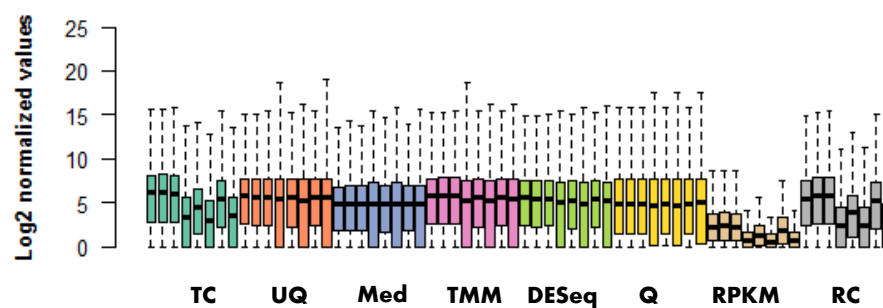

Female & Environment 3

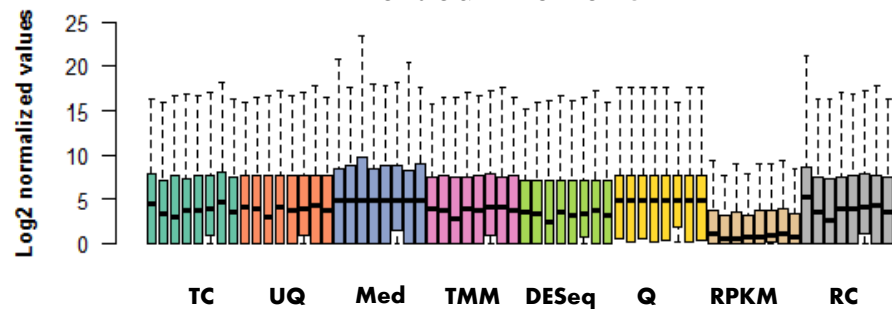

Male & Environment 3

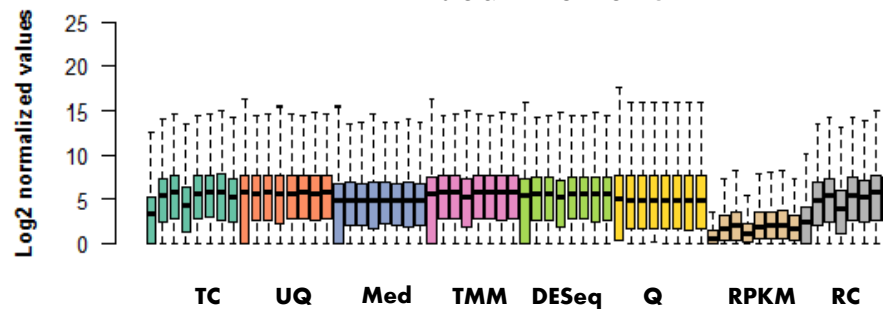

Line: *RAL-352*

Female & Environment 1

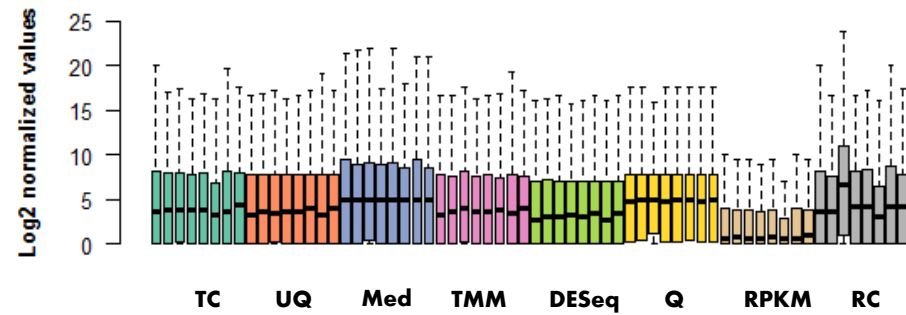

Male & Environment 1

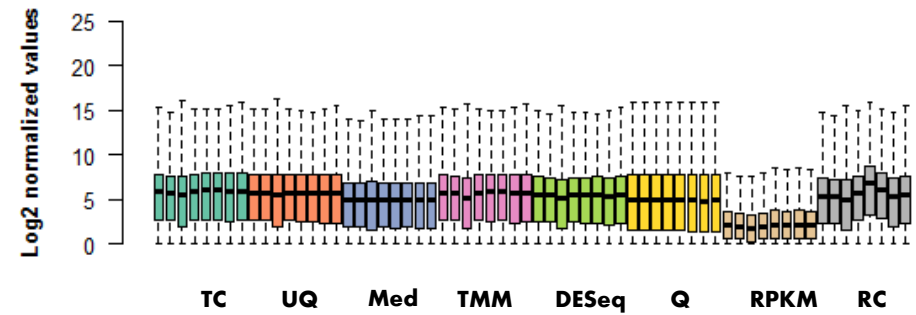

Female & Environment 2

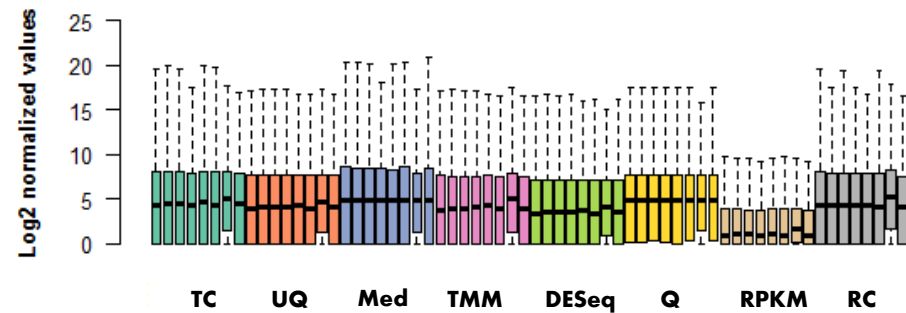

Male & Environment 2

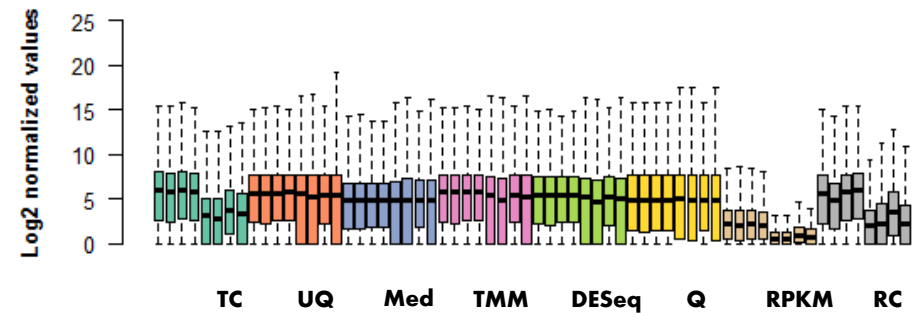

Female & Environment 3

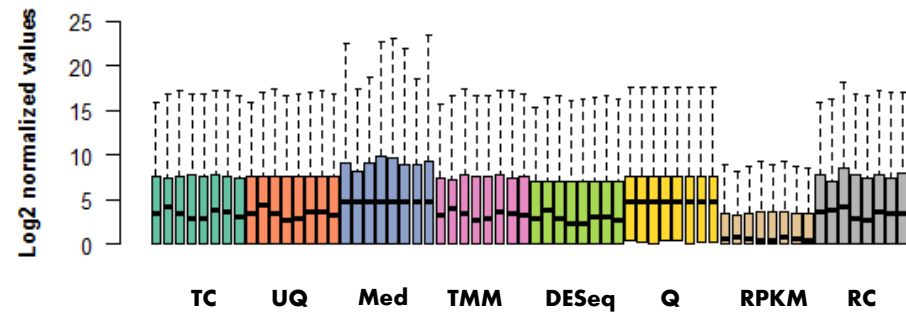

Male & Environment 3

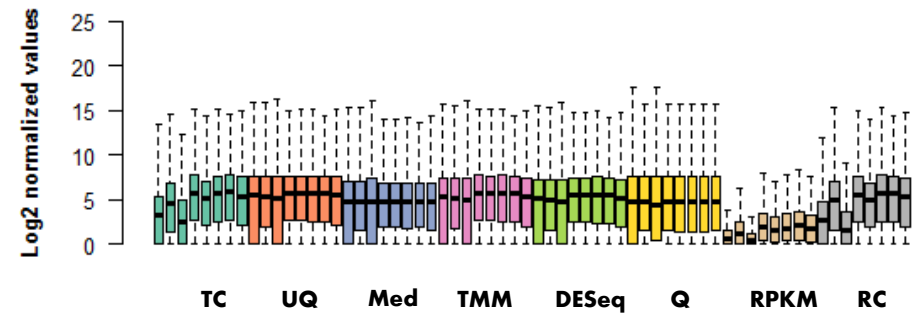

Line: RAL-370

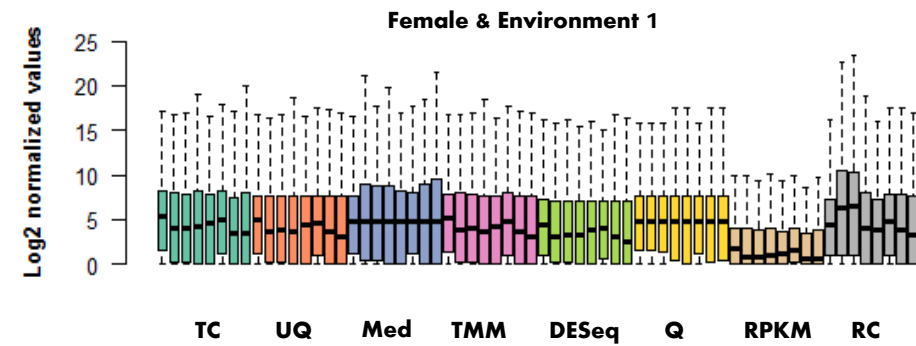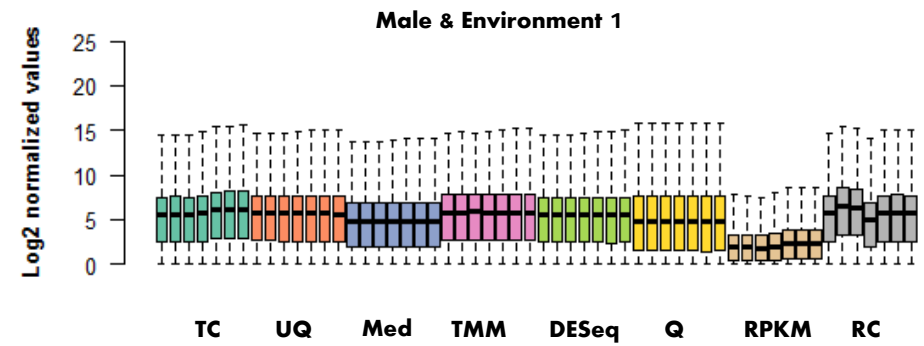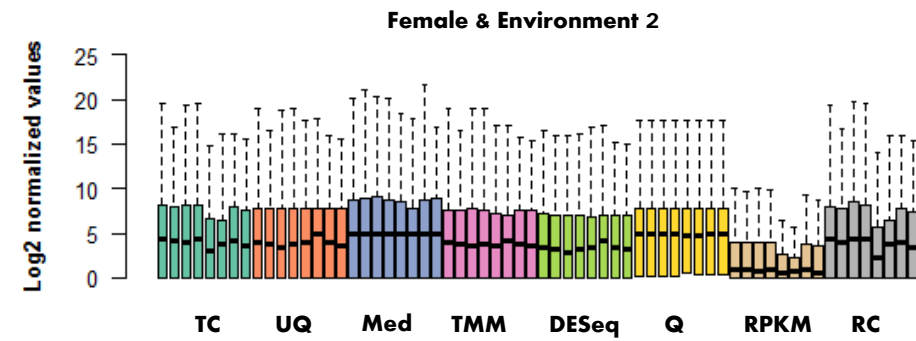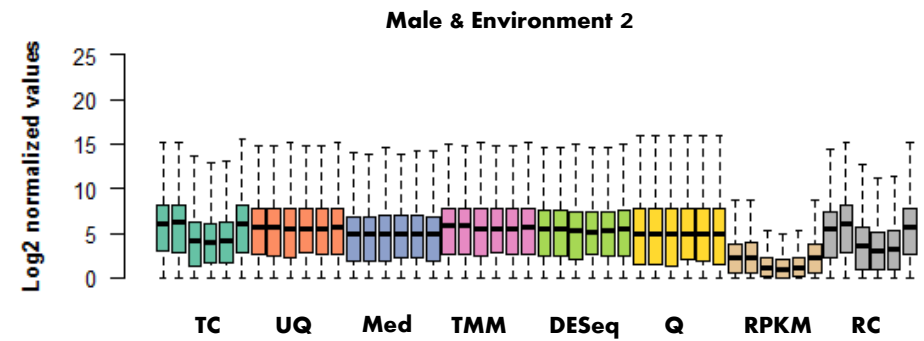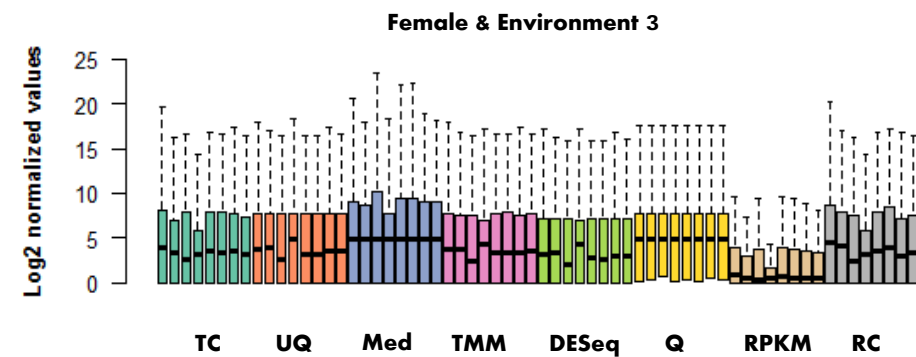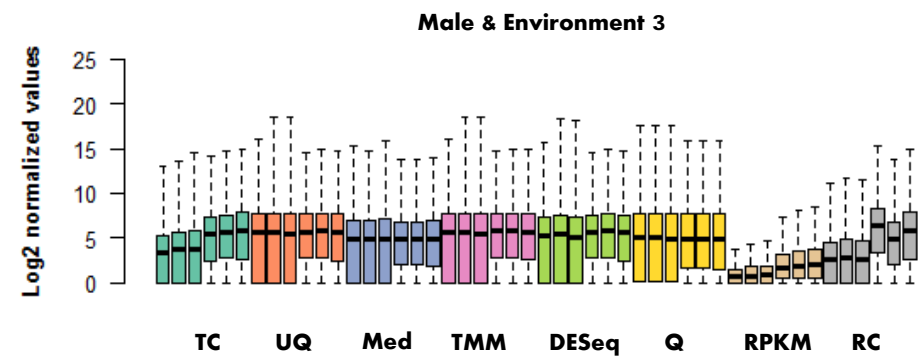

Line: *RAL-563*

Female & Environment 1

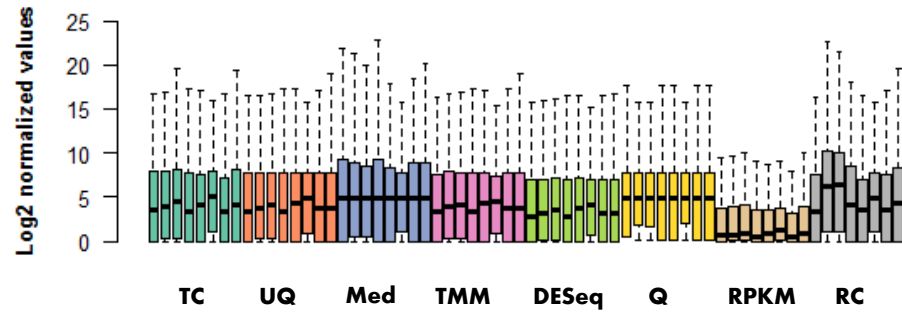

Male & Environment 1

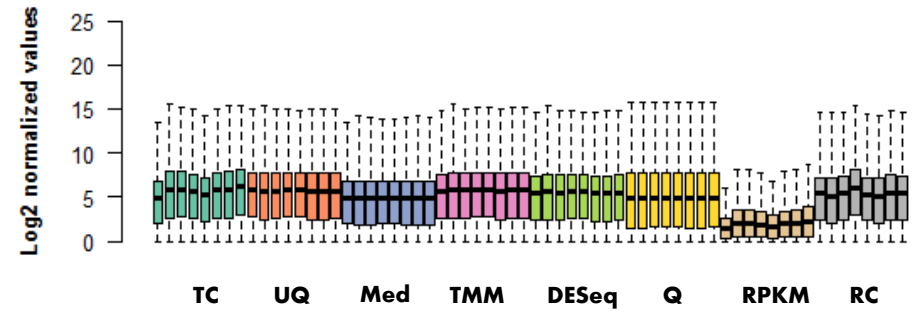

Female & Environment 2

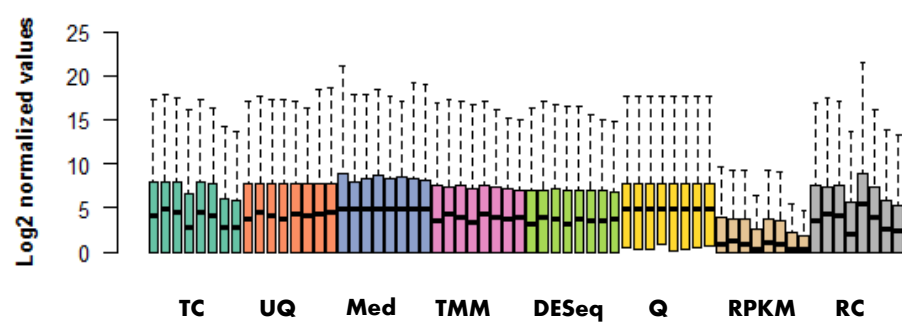

Male & Environment 2

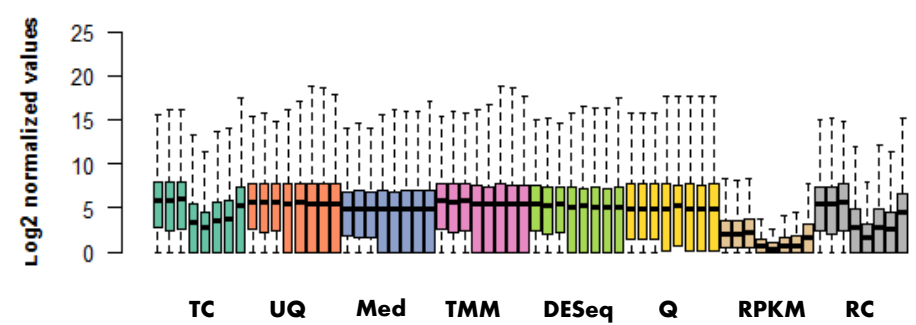

Female & Environment 3

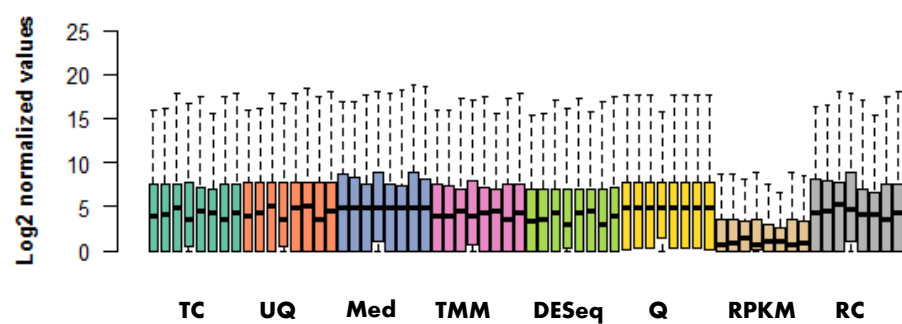

Male & Environment 3

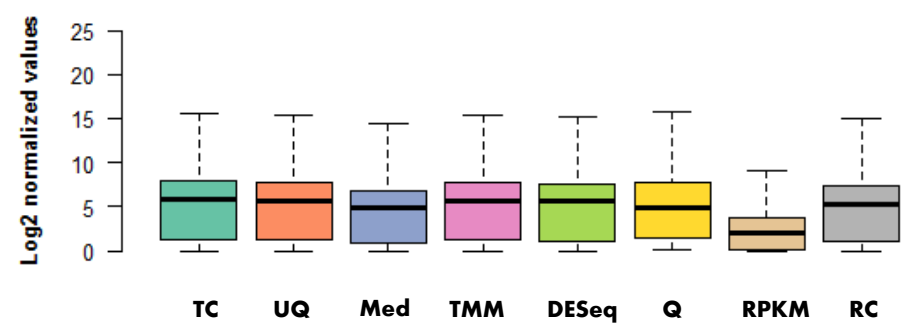

Line: *RAL-630*

Female & Environment 1

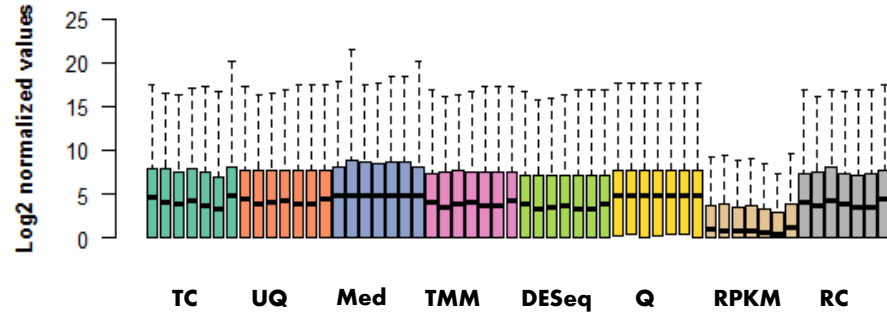

Male & Environment 1

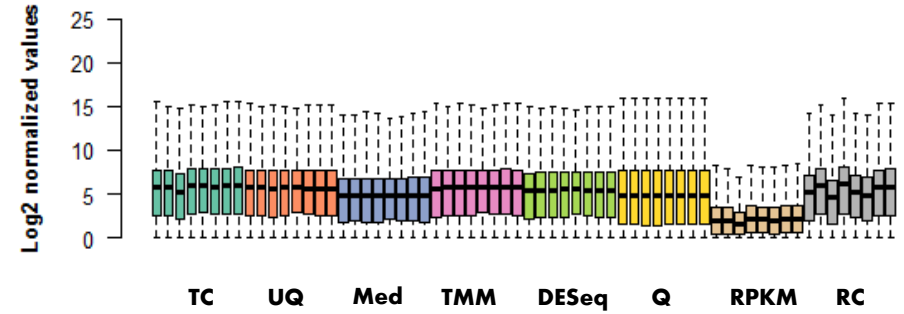

Female & Environment 2

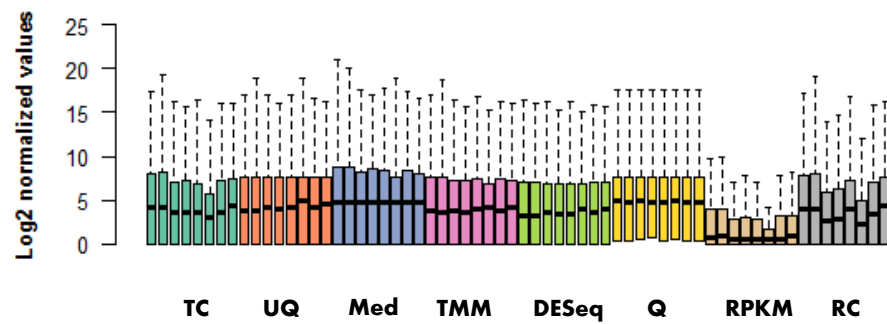

Male & Environment 2

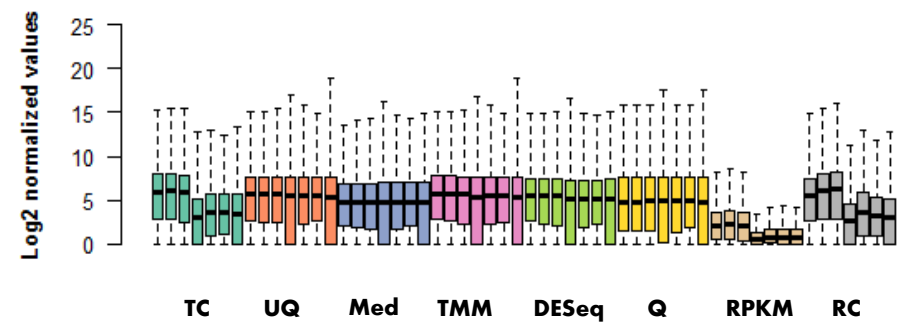

Female & Environment 3

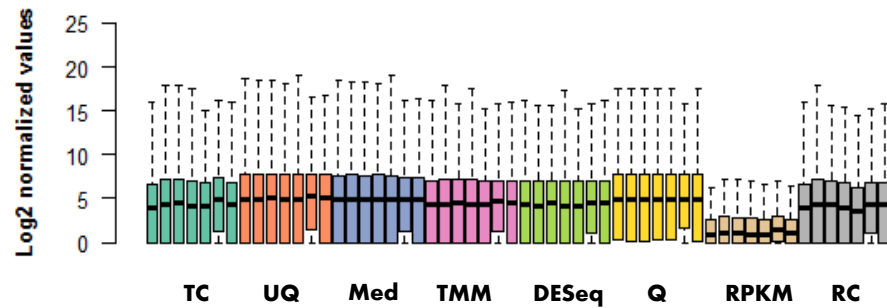

Male & Environment 3

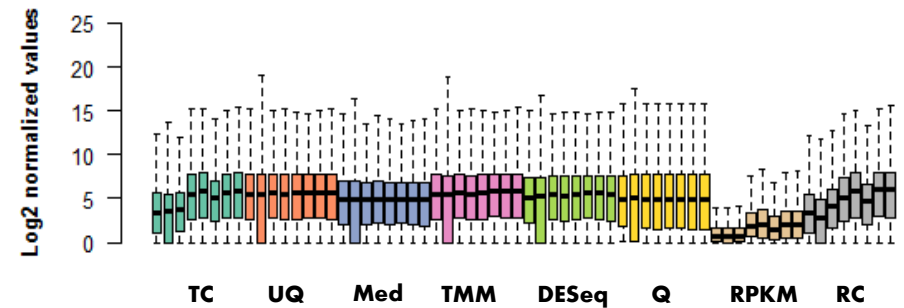

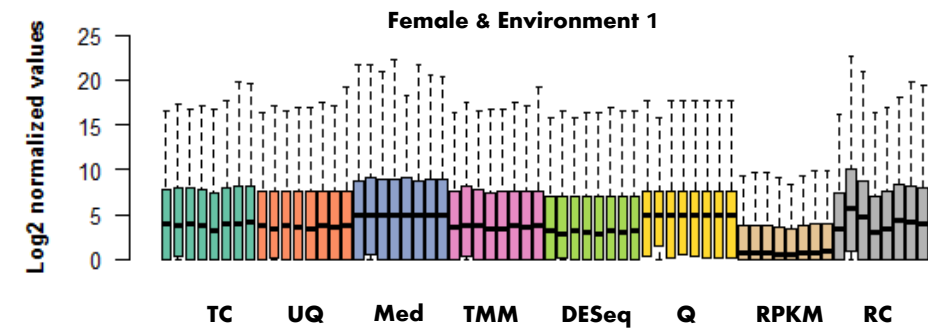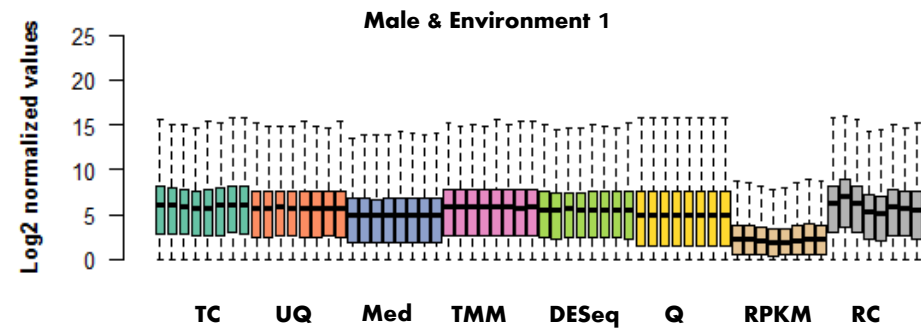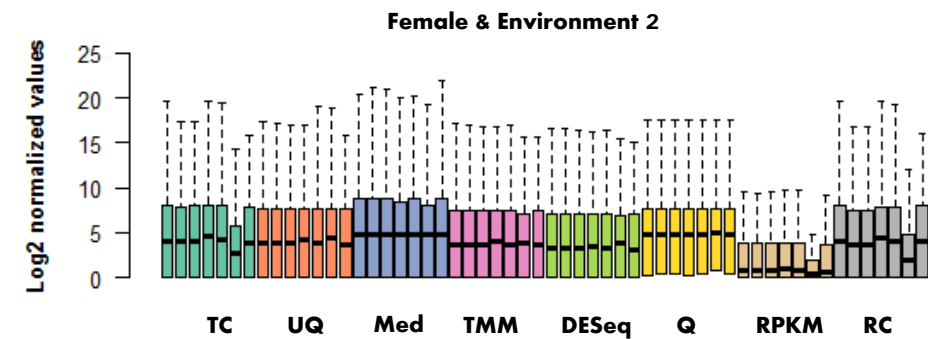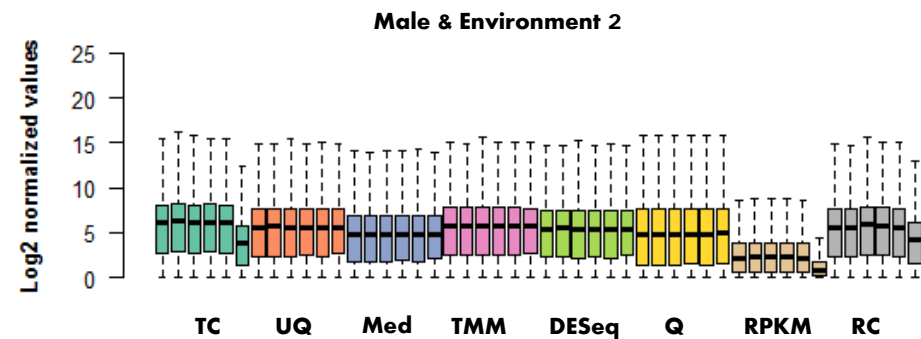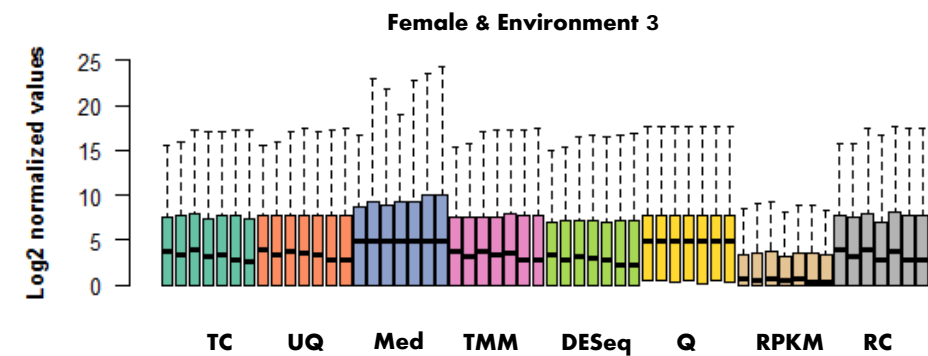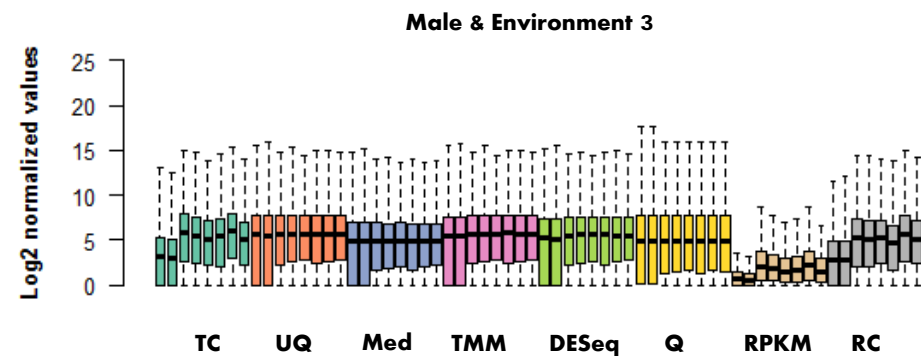

Line: RAL-761

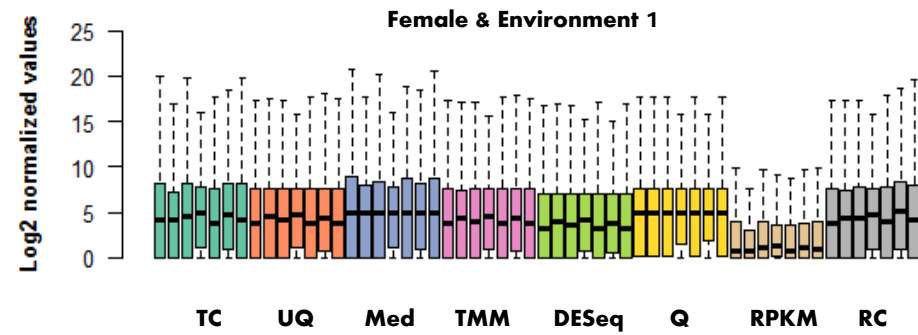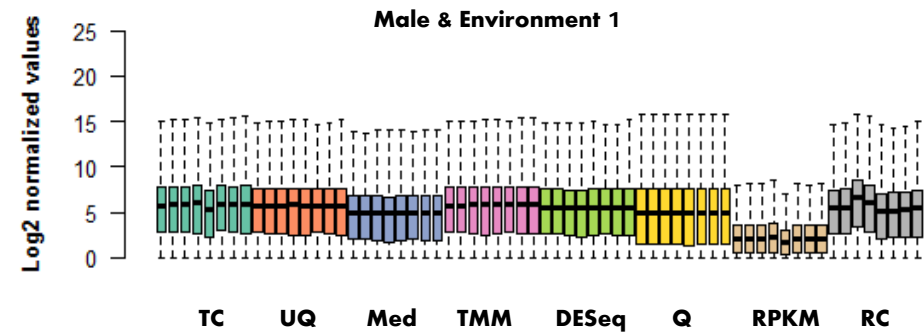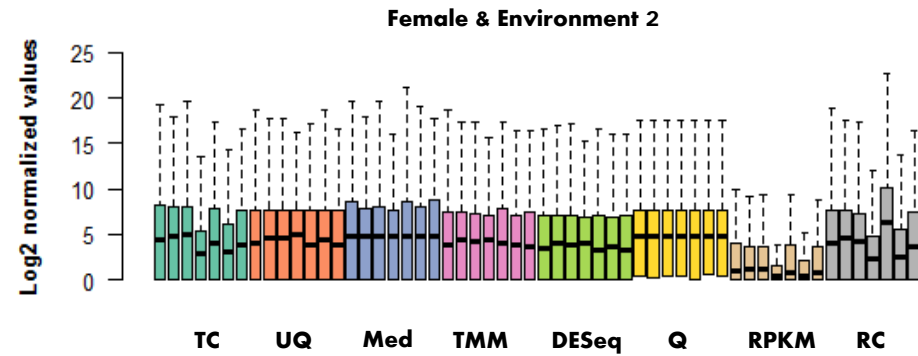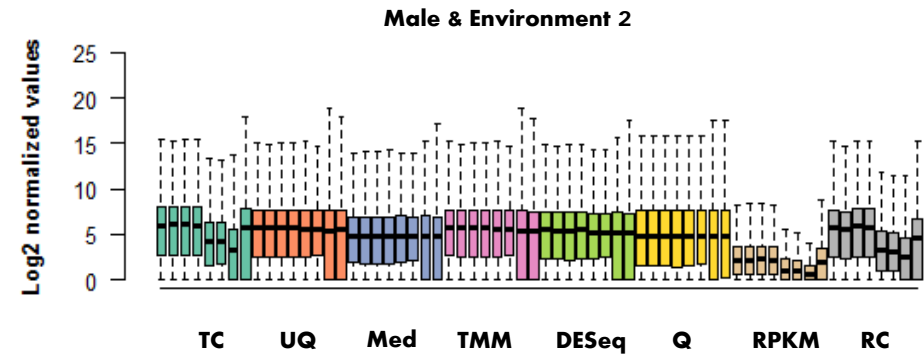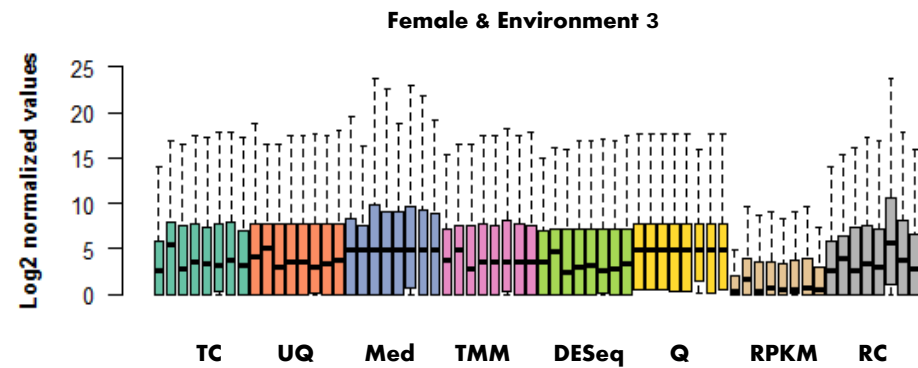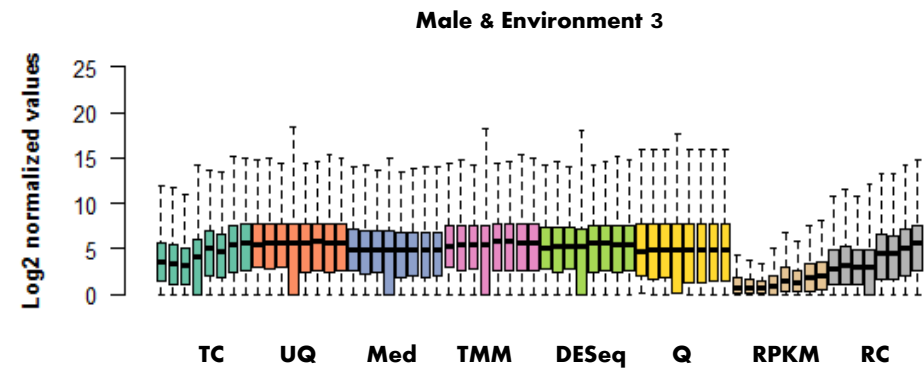

Line: RAL-787

Female & Environment 1

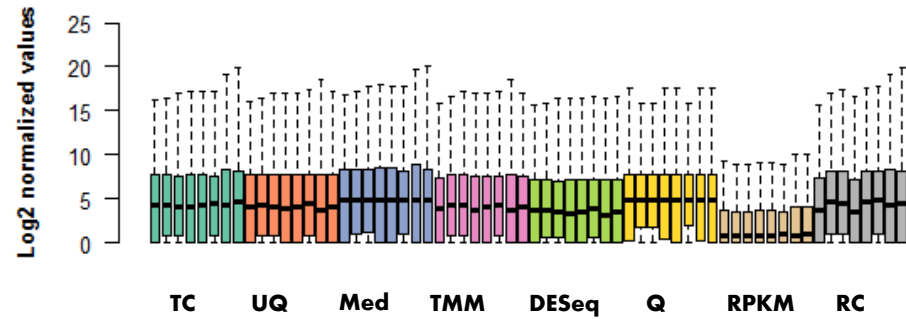

Male & Environment 1

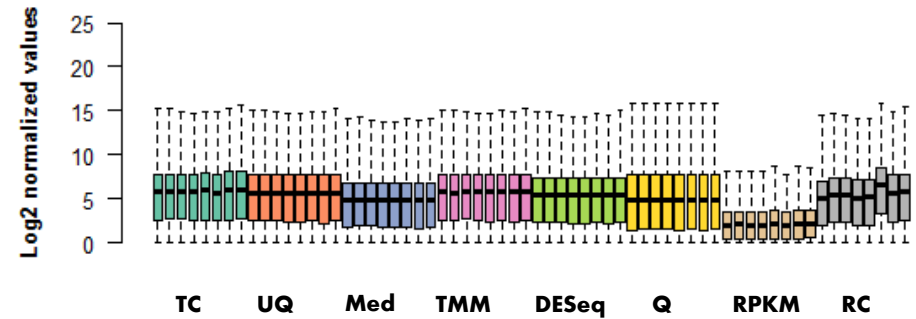

Female & Environment 2

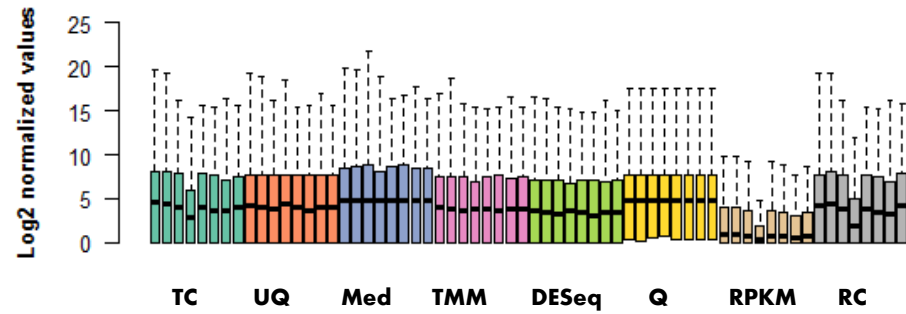

Male & Environment 2

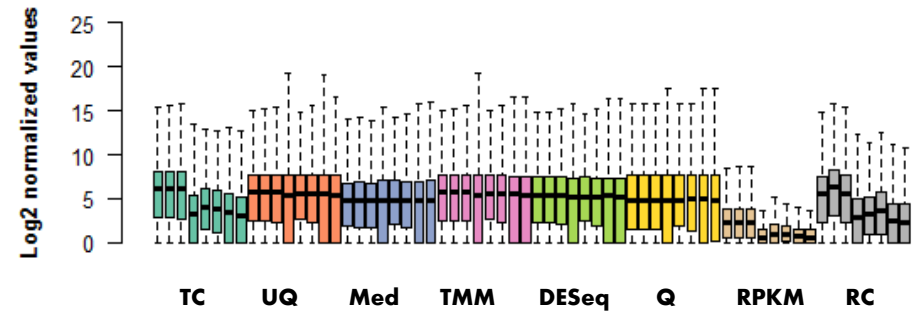

Female & Environment 3

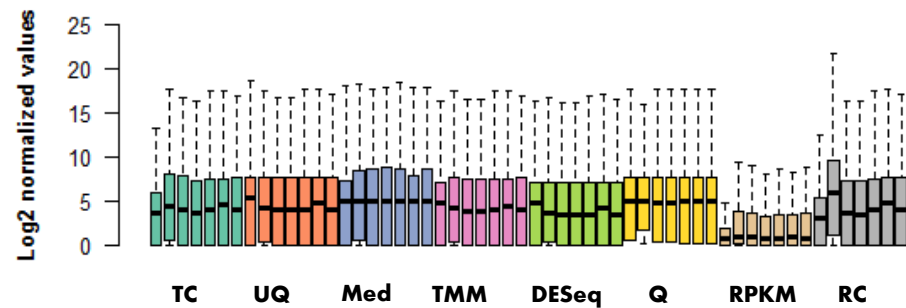

Male & Environment 3

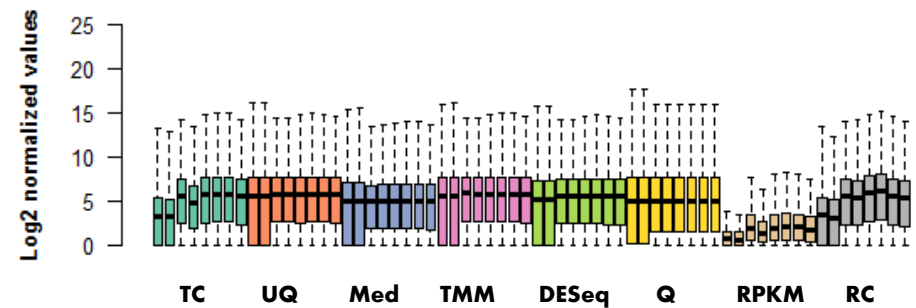

Line: RAL-790

Female & Environment 1

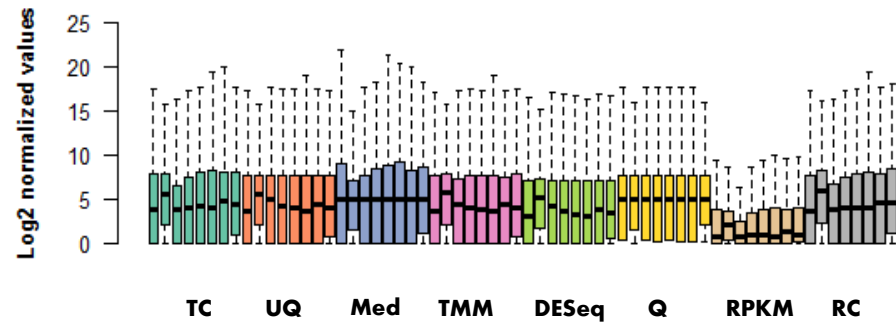

Male & Environment 1

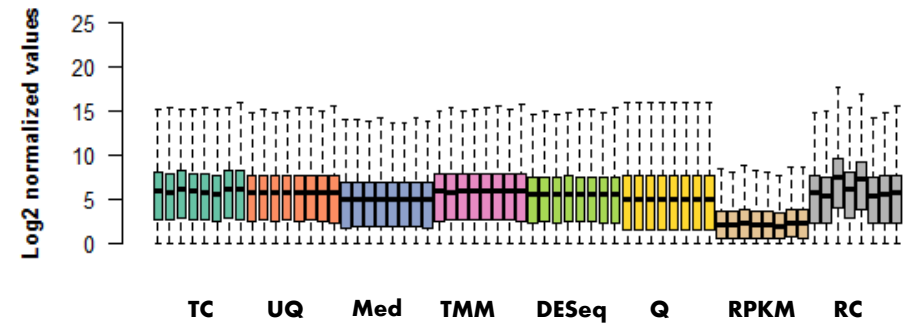

Female & Environment 2

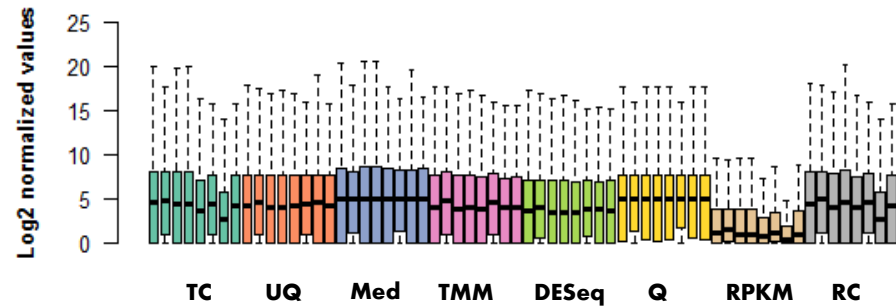

Male & Environment 2

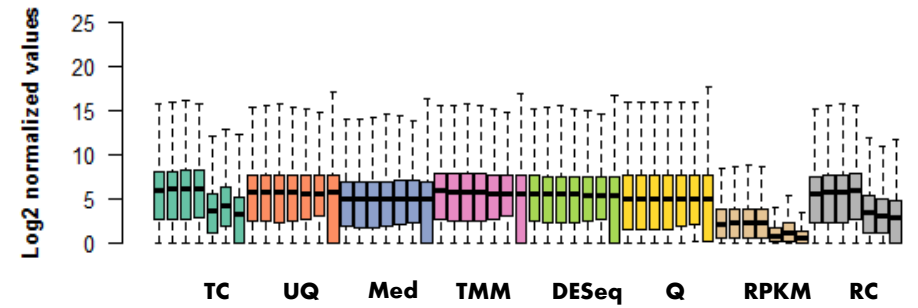

Female & Environment 3

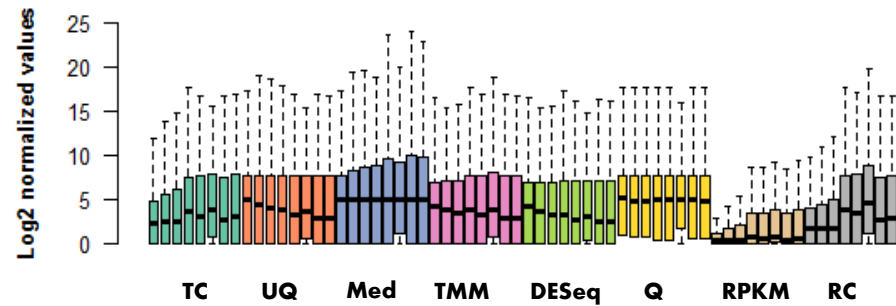

Male & Environment 3

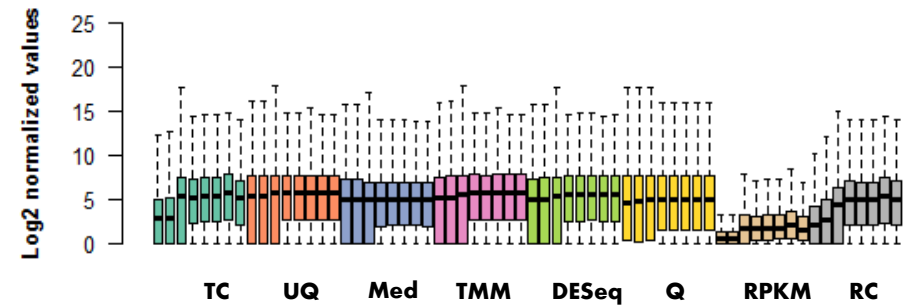

Line: *RAL-804*

Female & Environment 1

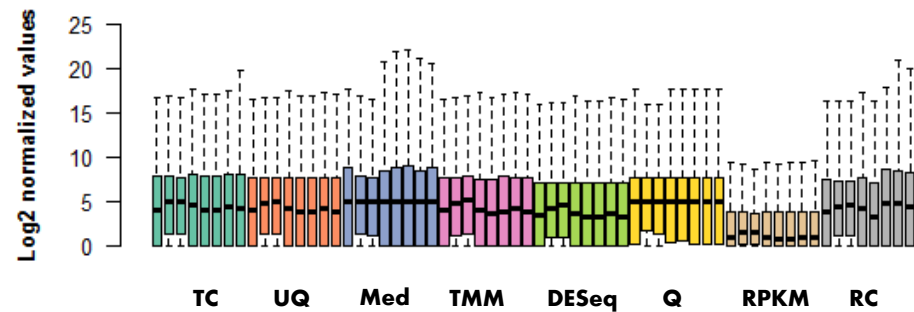

Male & Environment 1

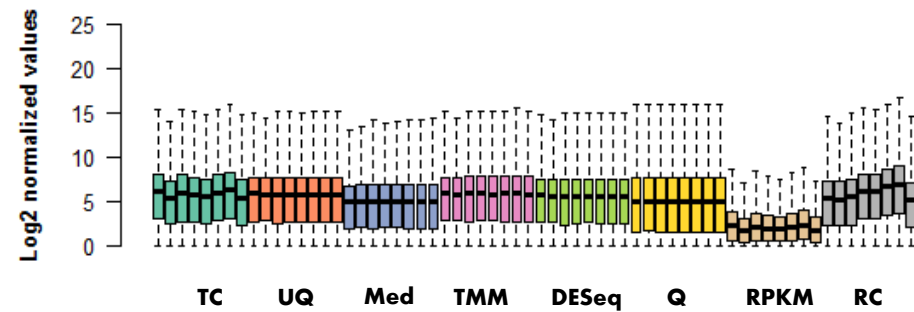

Female & Environment 2

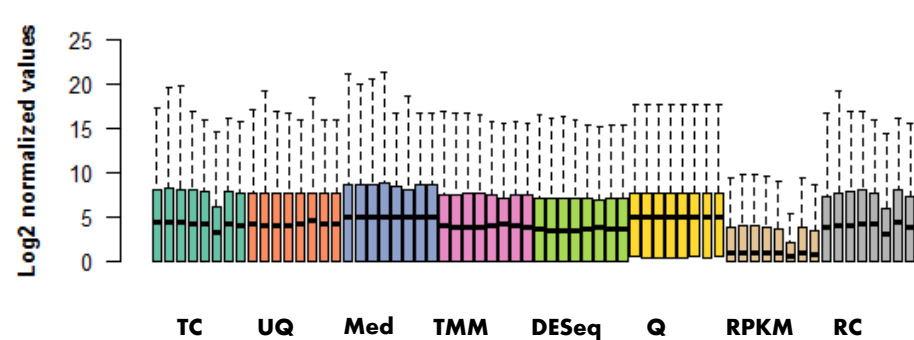

Male & Environment 2

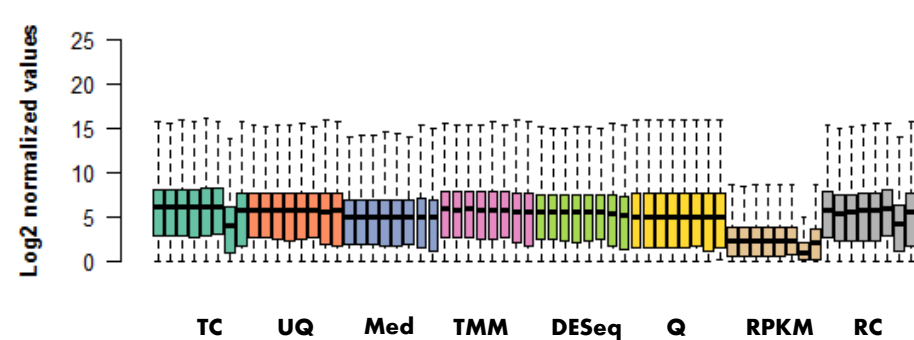

Female & Environment 3

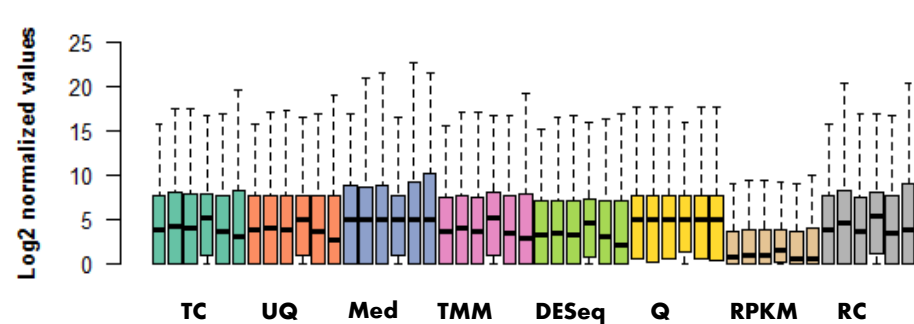

Male & Environment 3

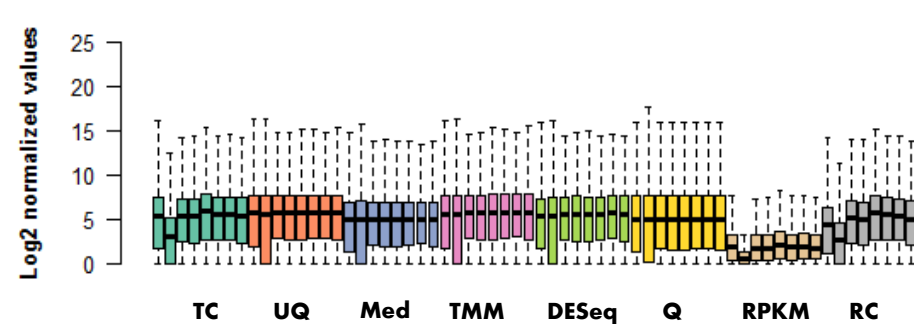

Female & Environment 1

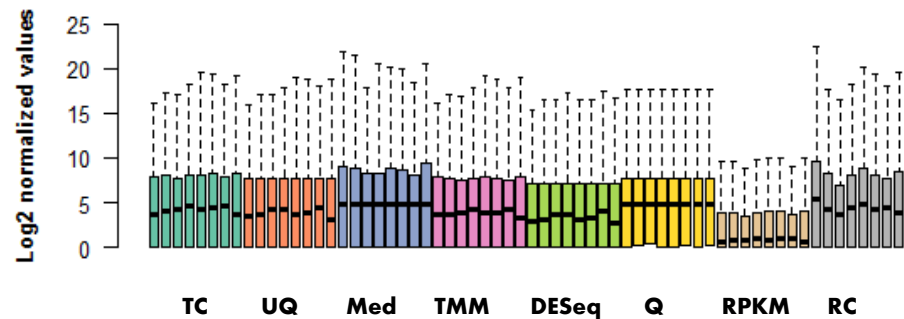

Male & Environment 1

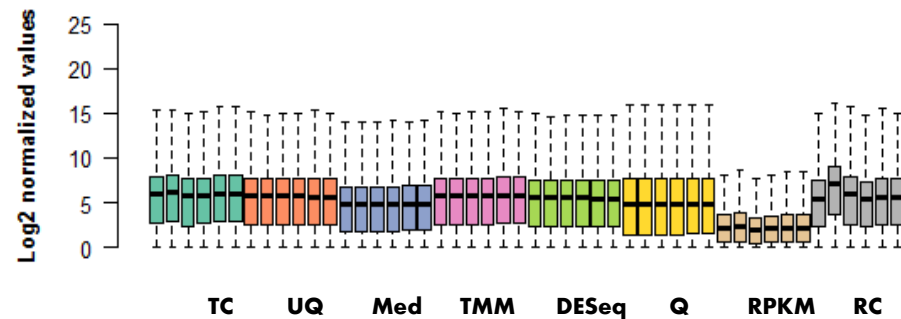

Female & Environment 2

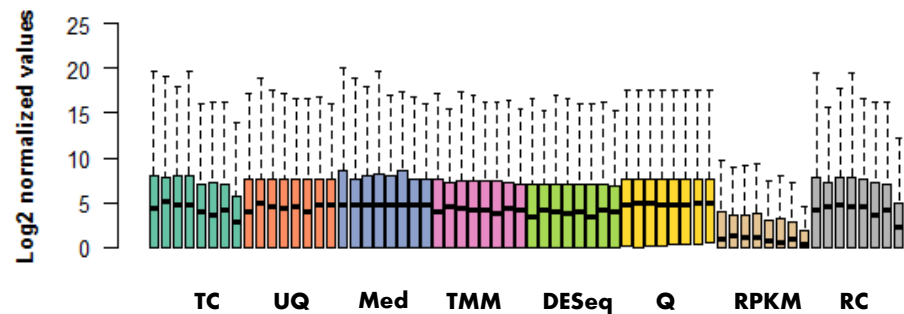

Male & Environment 2

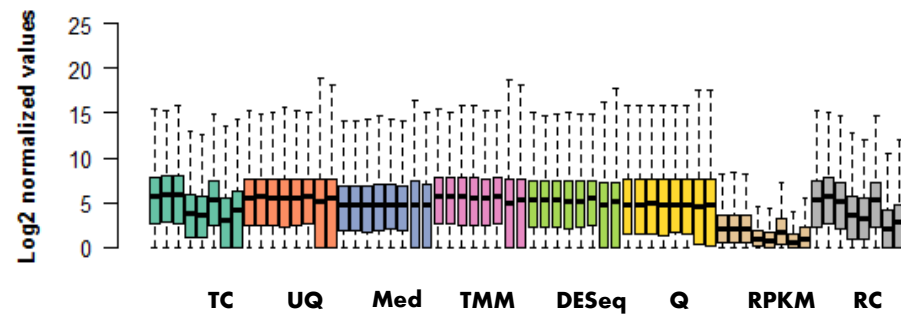

Female & Environment 3

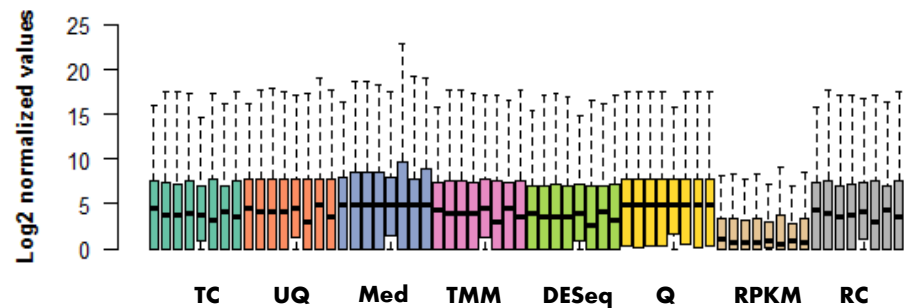

Male & Environment 3

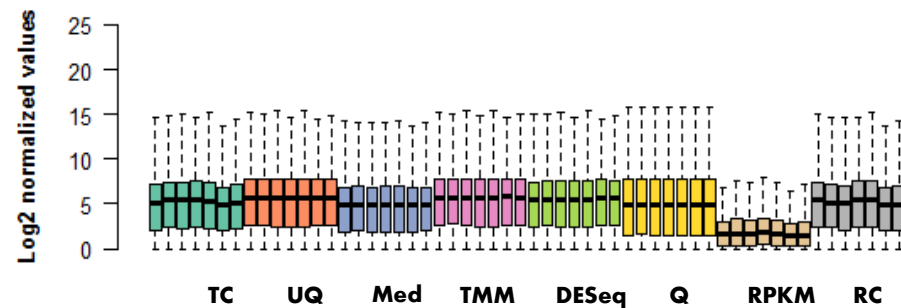

Female & Environment 1

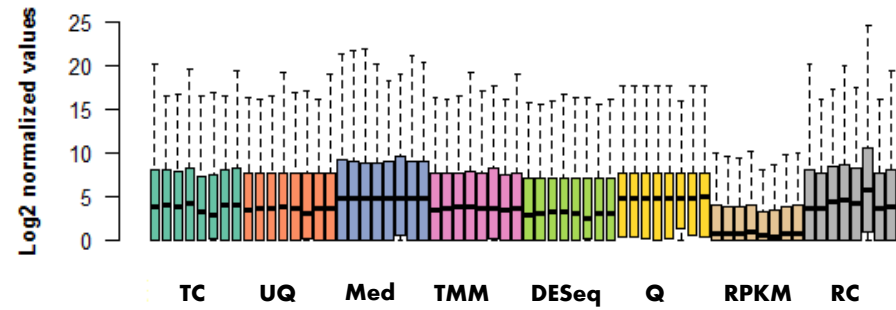

Male & Environment 1

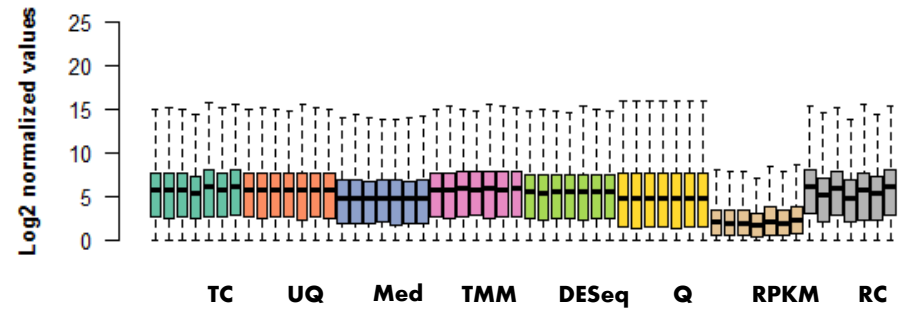

Female & Environment 2

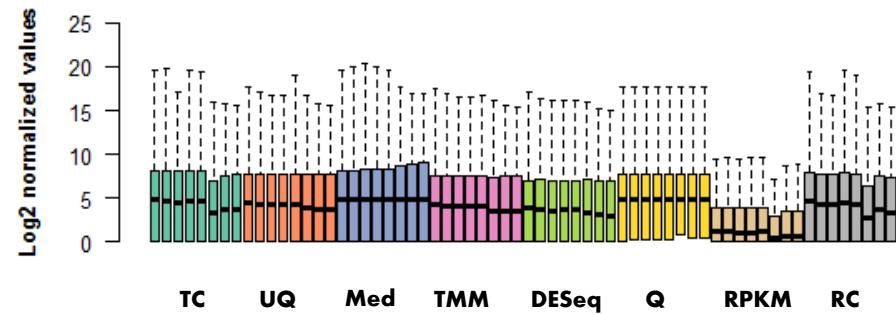

Male & Environment 2

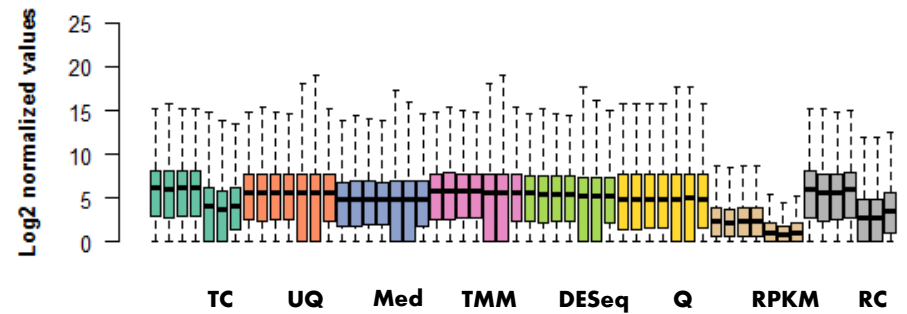

Female & Environment 3

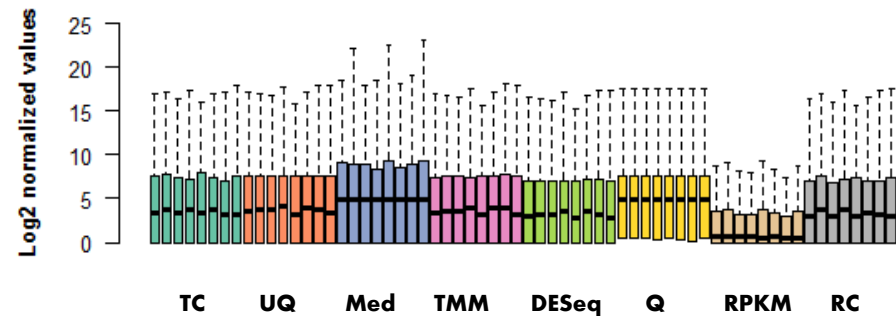

Male & Environment 3

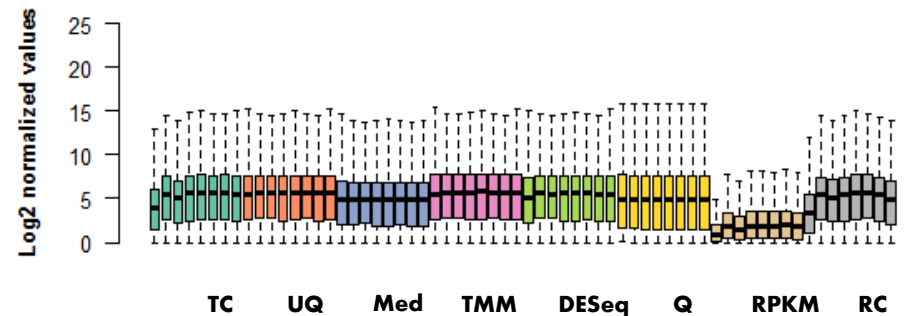

Line: RAL-850

Female & Environment 1

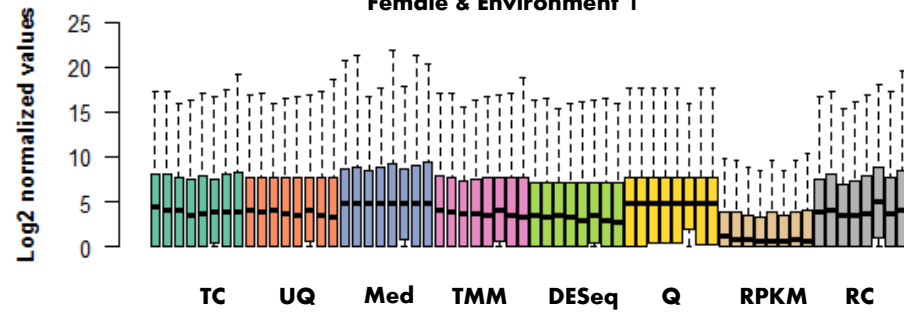

Male & Environment 1

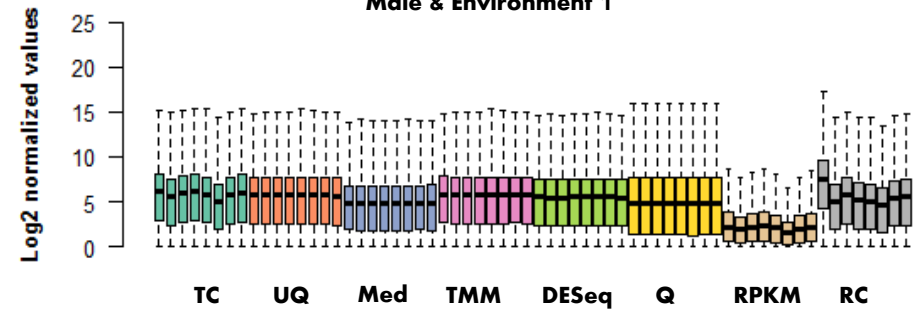

Female & Environment 2

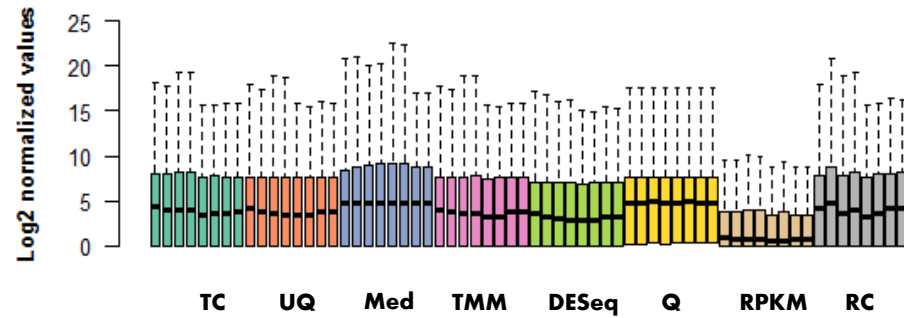

Male & Environment 2

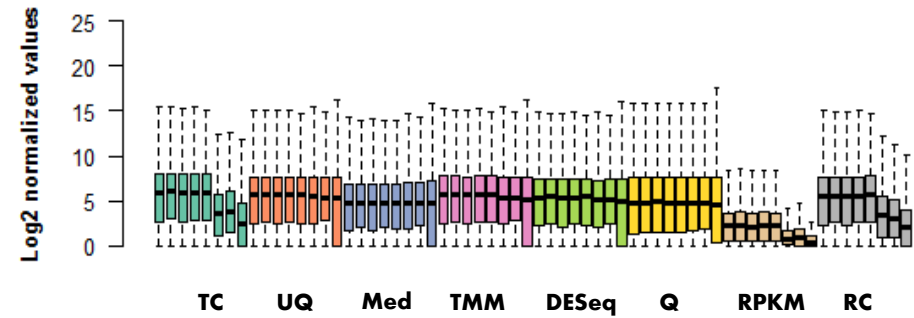

Female & Environment 3

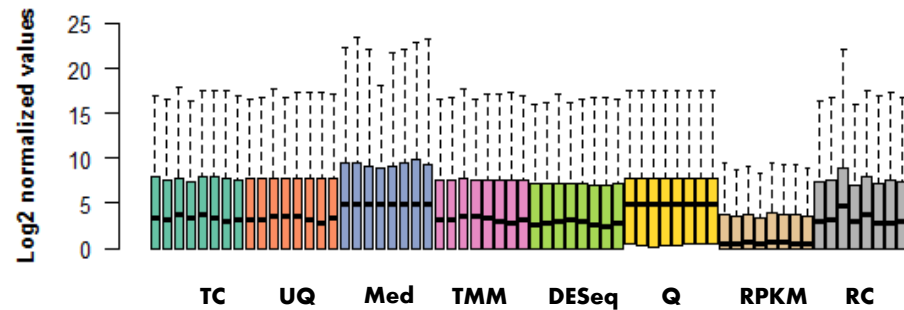

Male & Environment 3

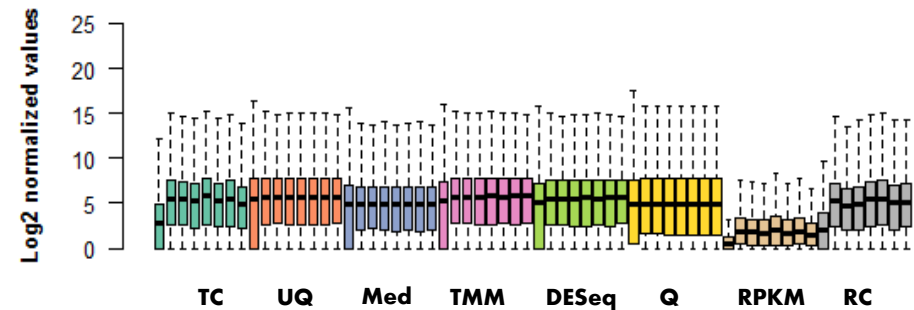

Female & Environment 1

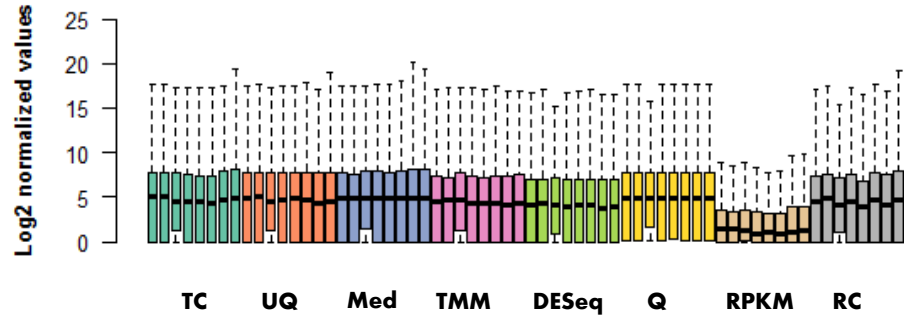

Male & Environment 1

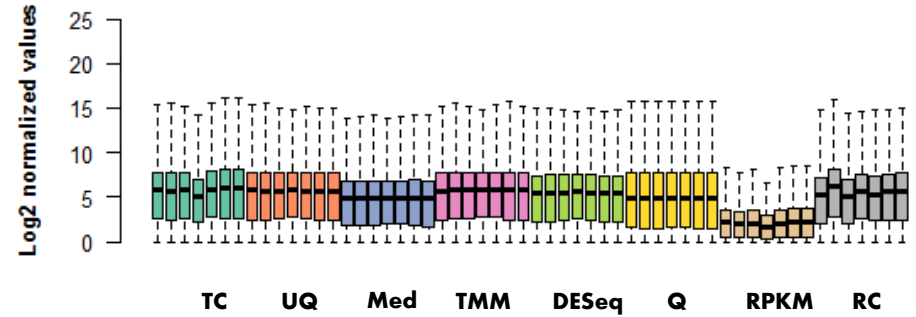

Female & Environment 2

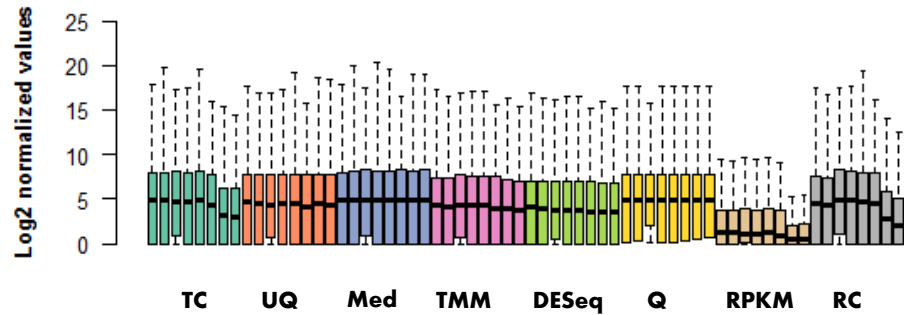

Male & Environment 2

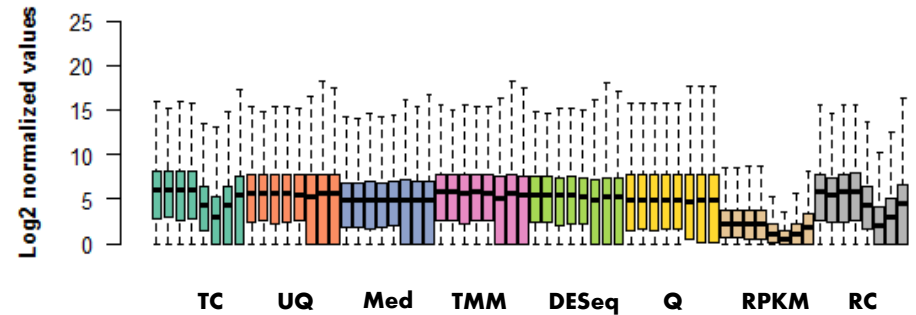

Female & Environment 3

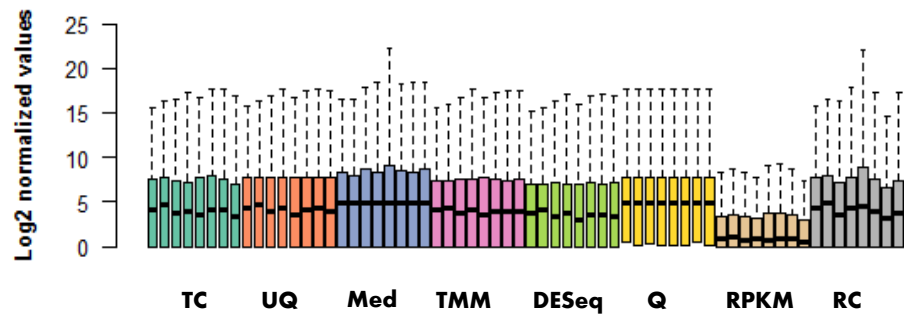

Male & Environment 3

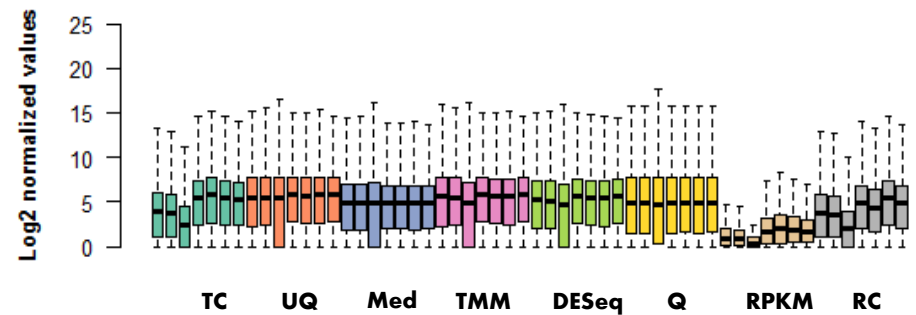

**Supplement:** Additional file 2: — Comparison of normalization methods for each fly. Boxplots show the differences in the read count distribution for each fly. Flies are grouped by genotype, sex, and environment.

# Supplementary material for: Comparison of normalization and differential expression analyses using RNA-Seq data from 726 individual Drosophila melanogaster
**Source:** BMC Genomics. 2016 Jan 5;17:28. doi: 10.1186/s12864-015-2353-z

CV for RAL93

Female & Environment 1

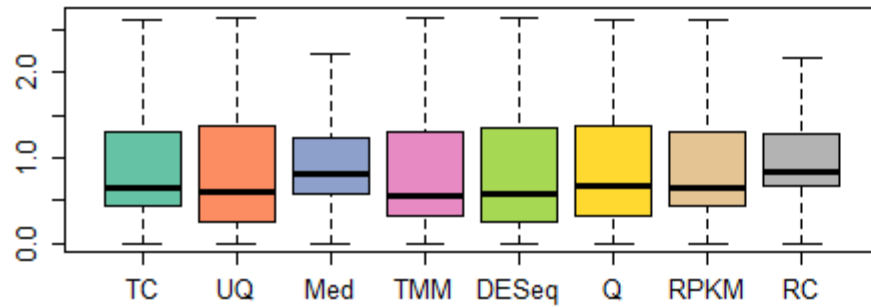

Male & Environment 1

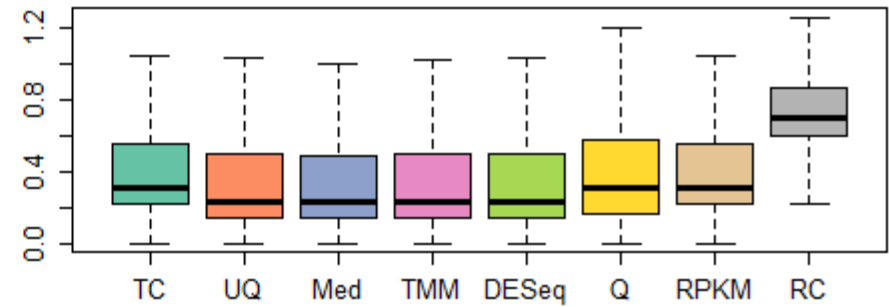

Female & Environment 2

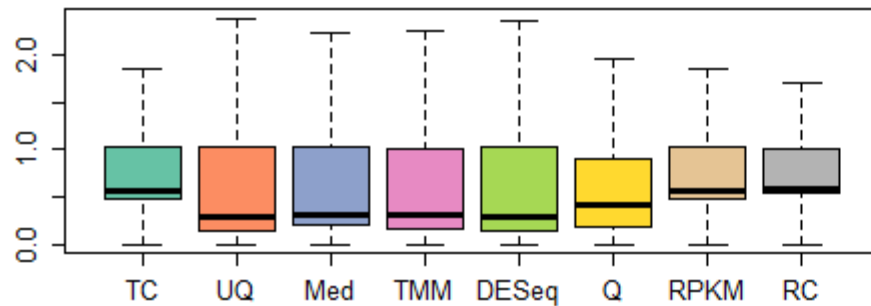

Male & Environment 2

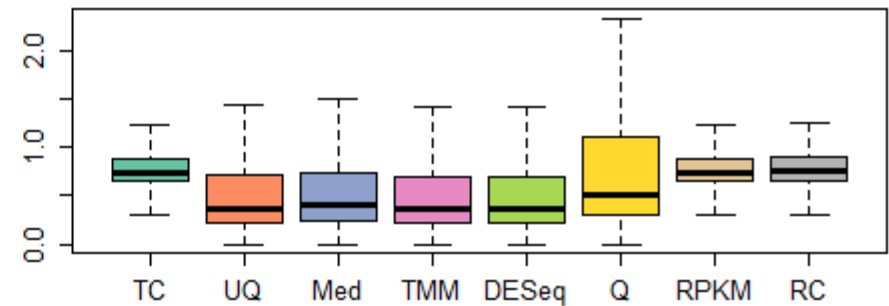

Female & Environment 3

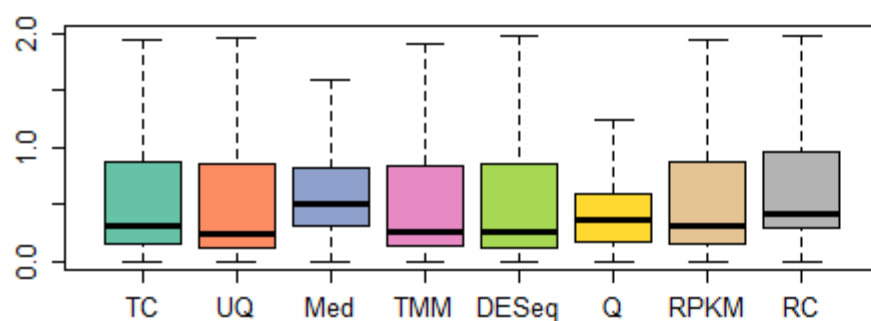

Male & Environment 3

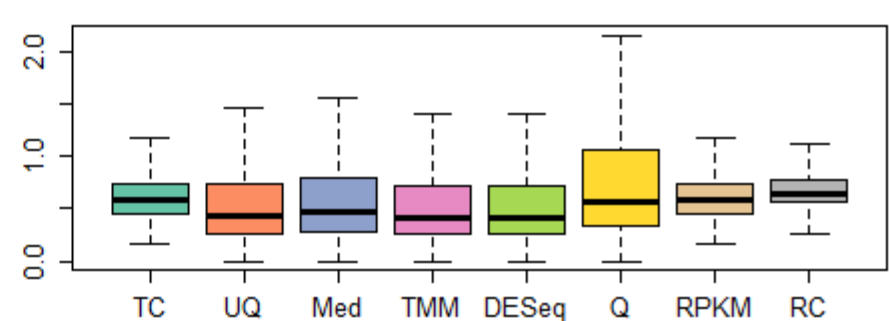

CV for RAL229

Female & Environment 1

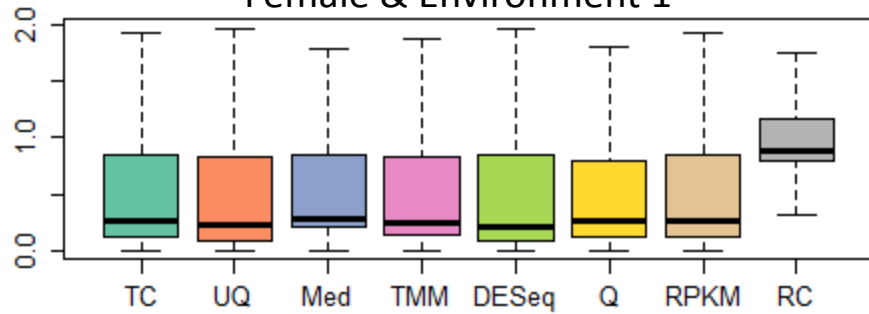

Male & Environment 1

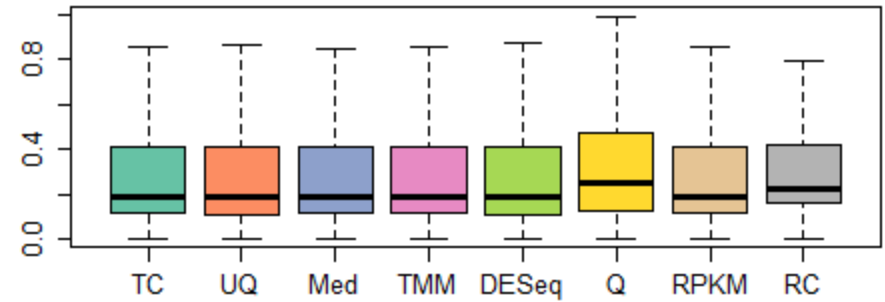

Female & Environment 2

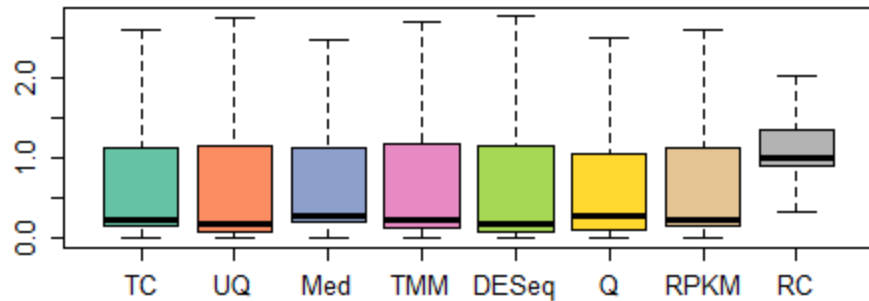

Male & Environment 2

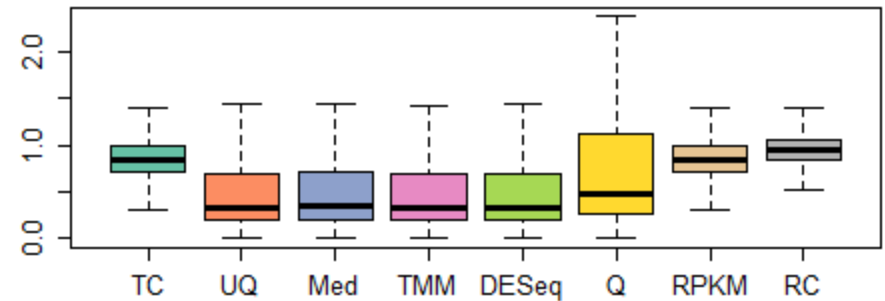

Female & Environment 3

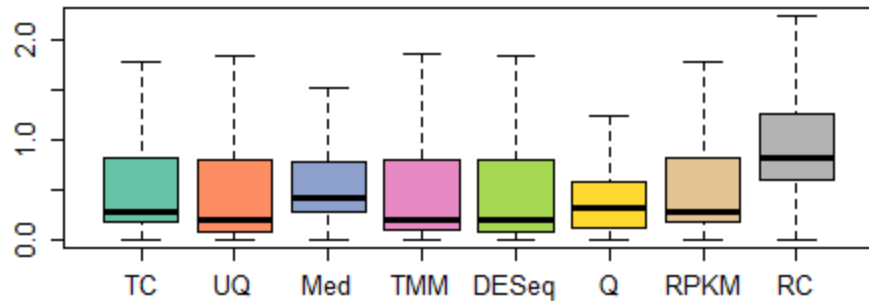

Male & Environment 3

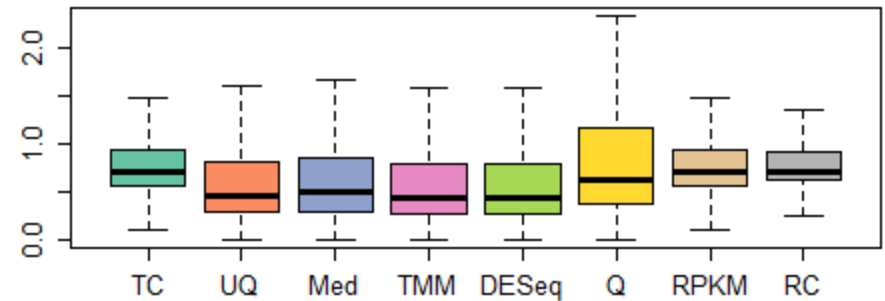

CV for RAL320

Female & Environment 1

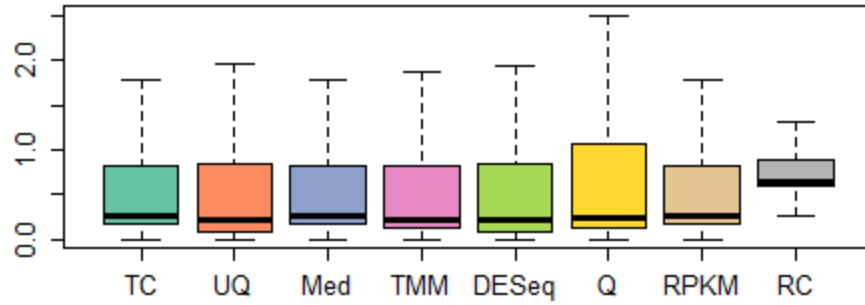

Male & Environment 1

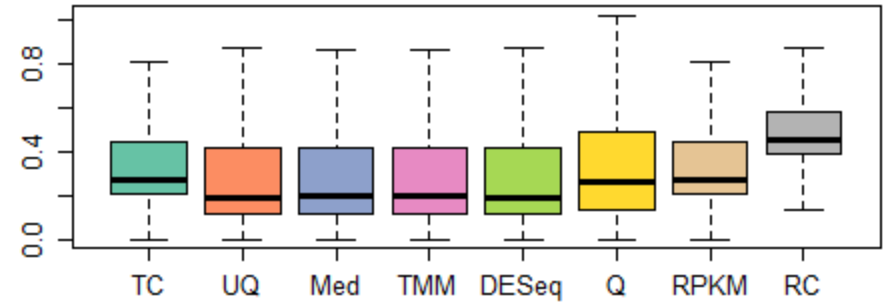

Female & Environment 2

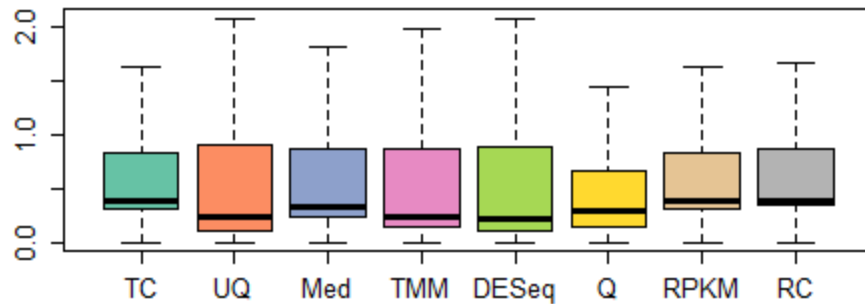

Male & Environment 2

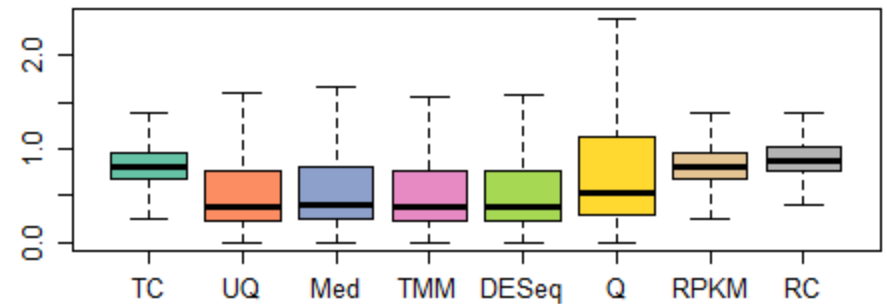

Female & Environment 3

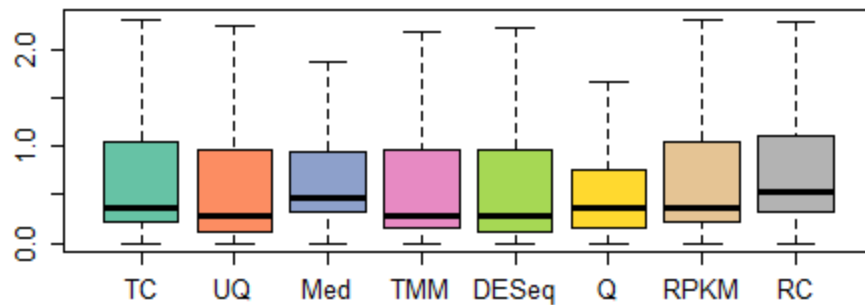

Male & Environment 3

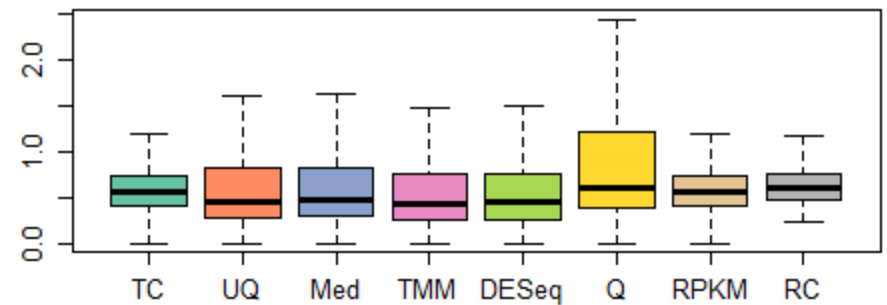

CV for RAL352

Female & Environment 1

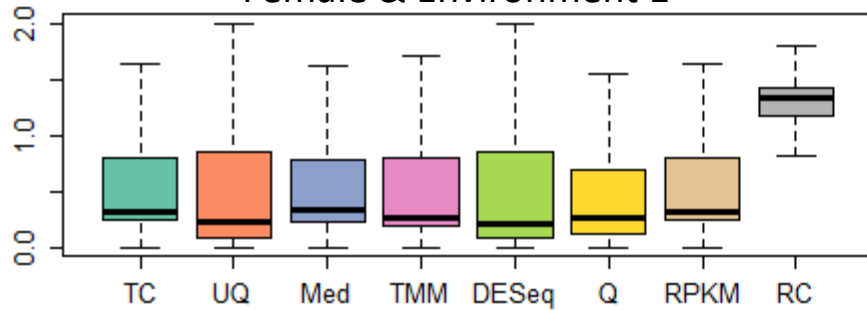

Male & Environment 1

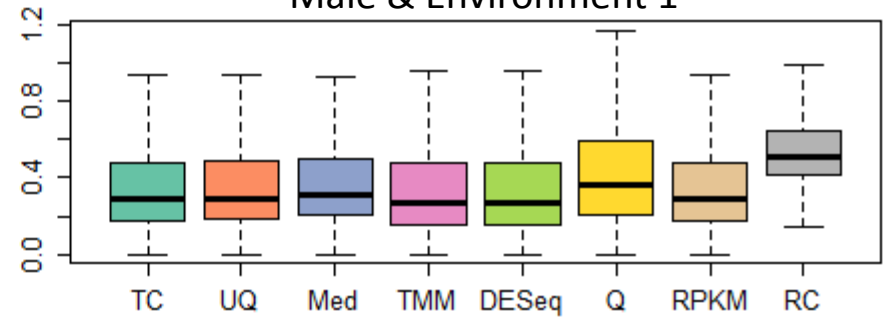

Female & Environment 2

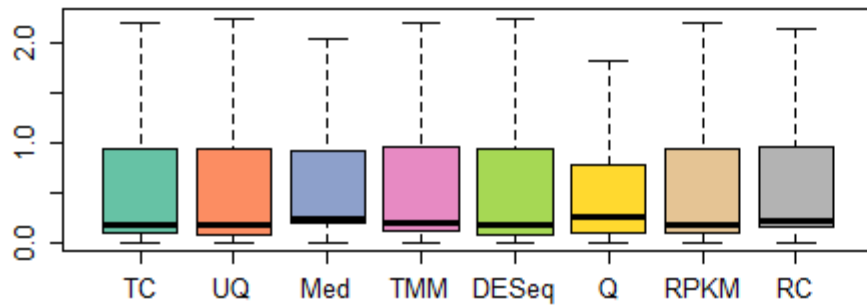

Male & Environment 2

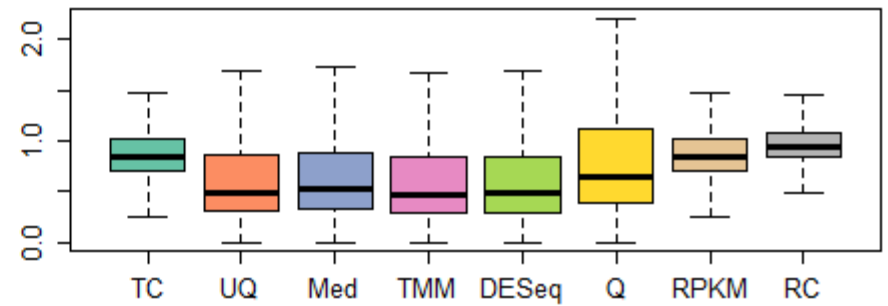

Female & Environment 3

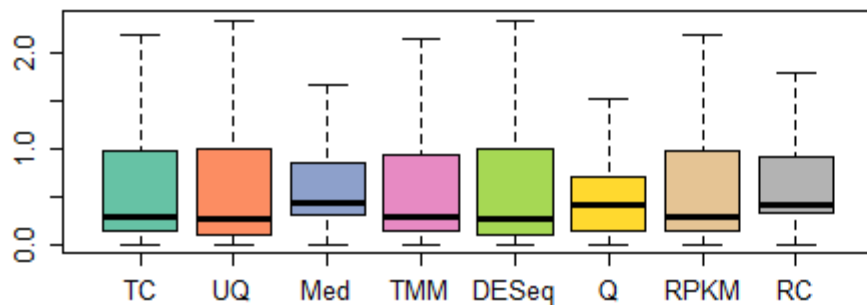

Male & Environment 3

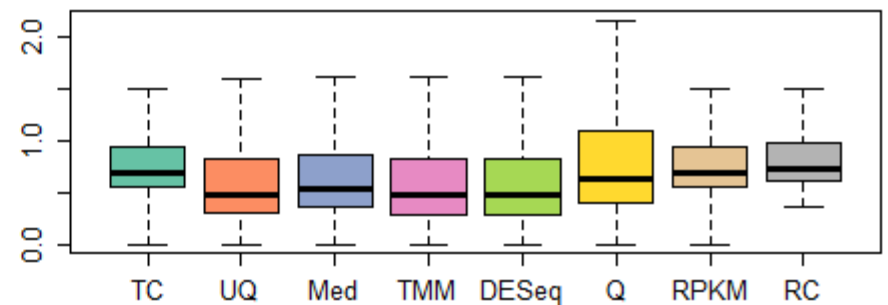

CV for RAL370

Female & Environment 1

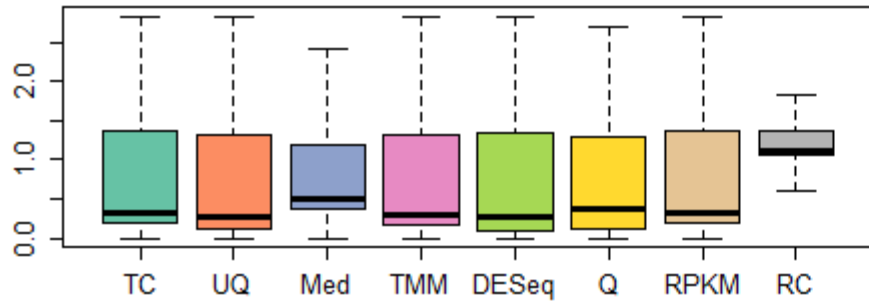

Male & Environment 1

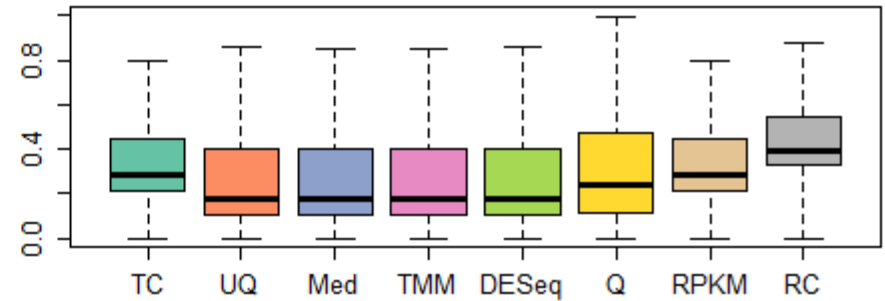

Female & Environment 2

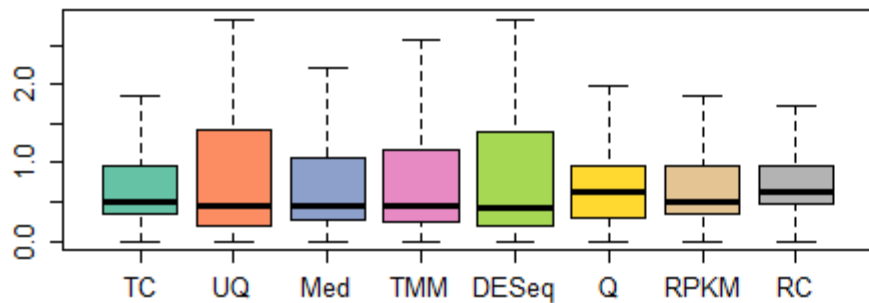

Male & Environment 2

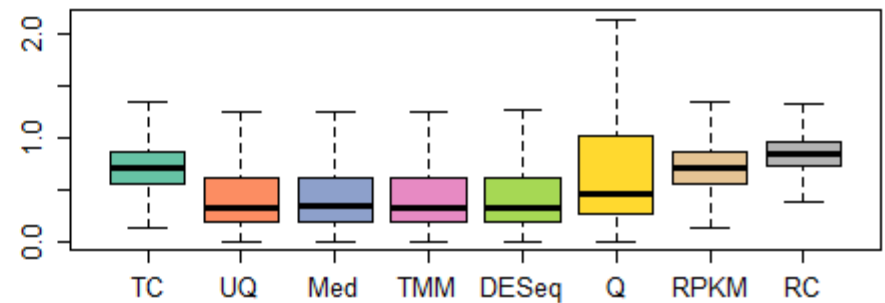

Female & Environment 3

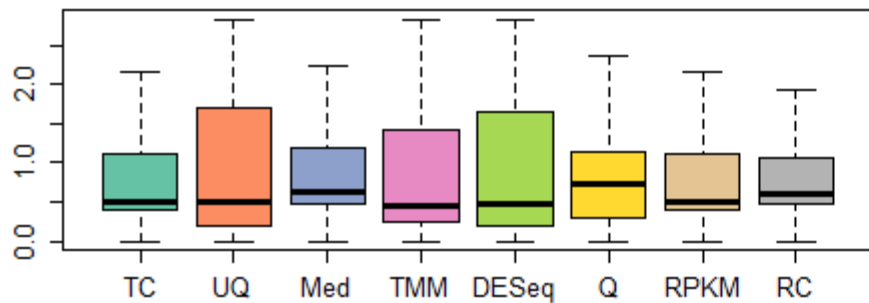

Male & Environment 3

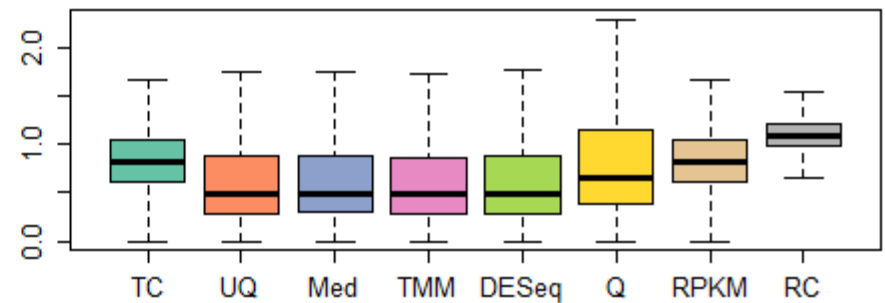

CV for RAL563

Female & Environment 1

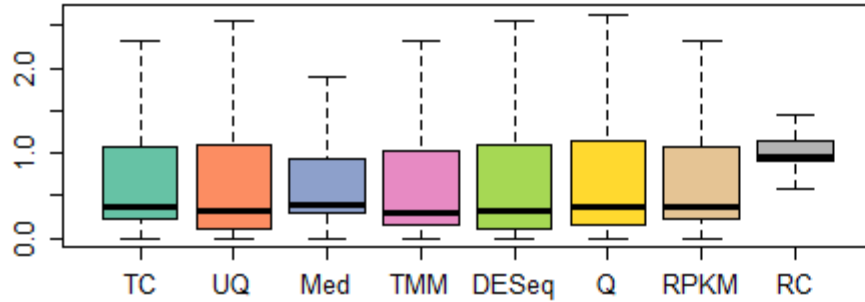

Male & Environment 1

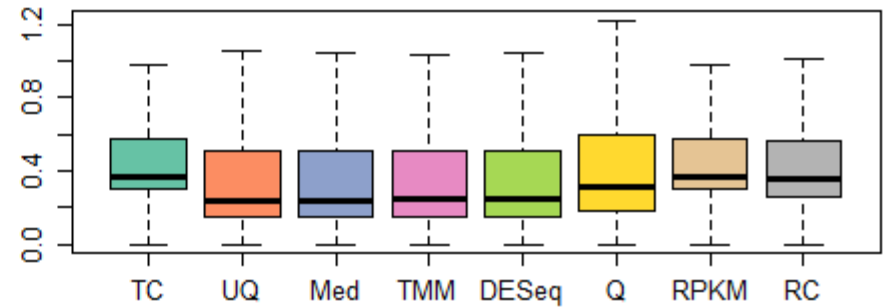

Female & Environment 2

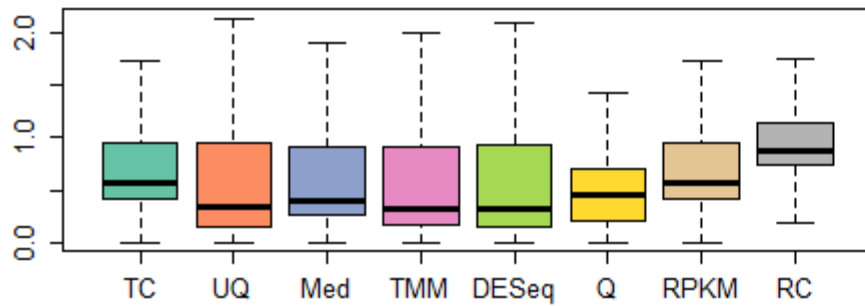

Male & Environment 2

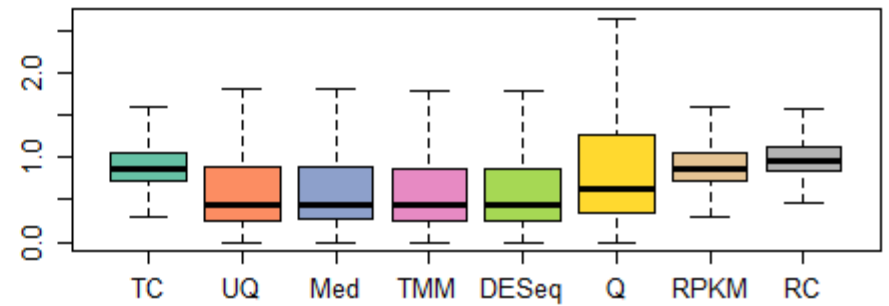

Female & Environment 3

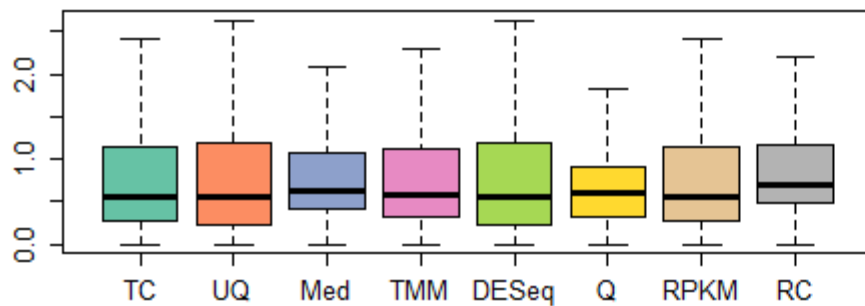

Male & Environment 3

CV for RAL630

Female & Environment 1

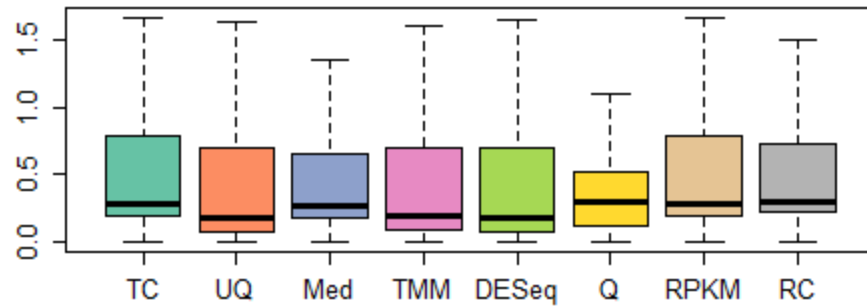

Male & Environment 1

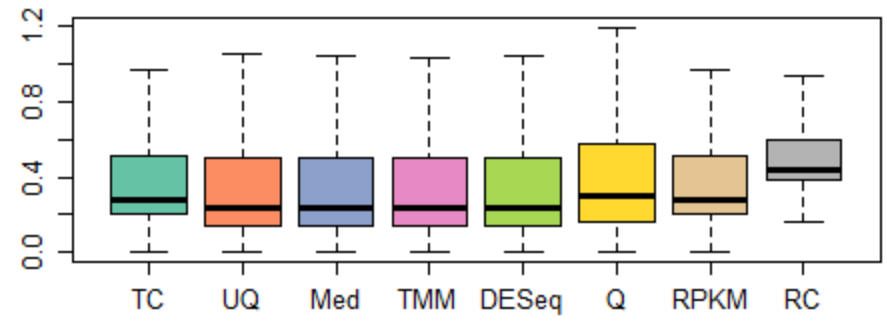

Female & Environment 2

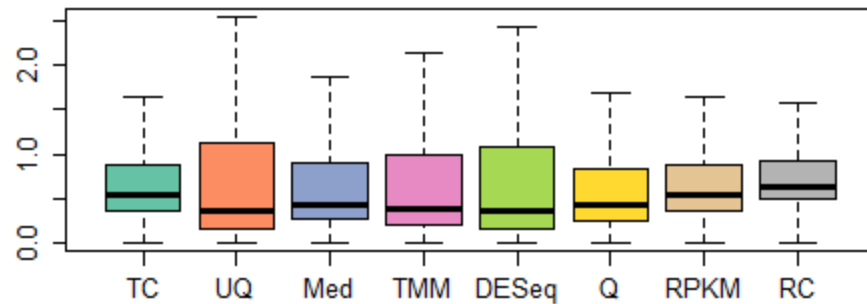

Male & Environment 2

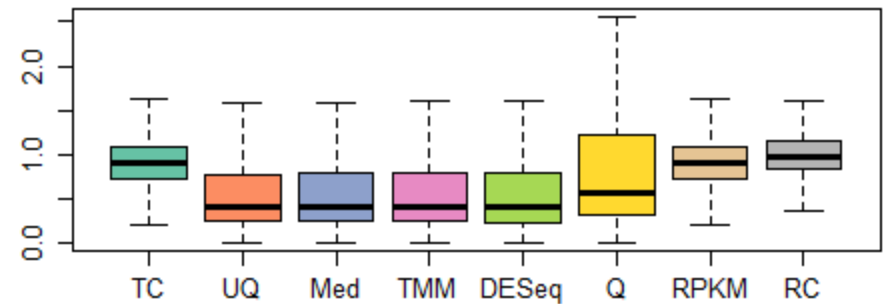

Female & Environment 3

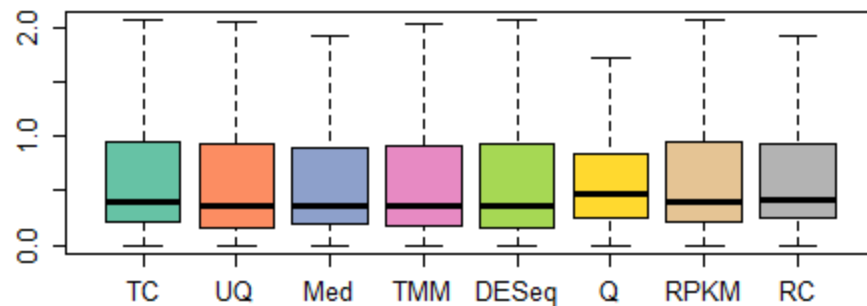

Male & Environment 3

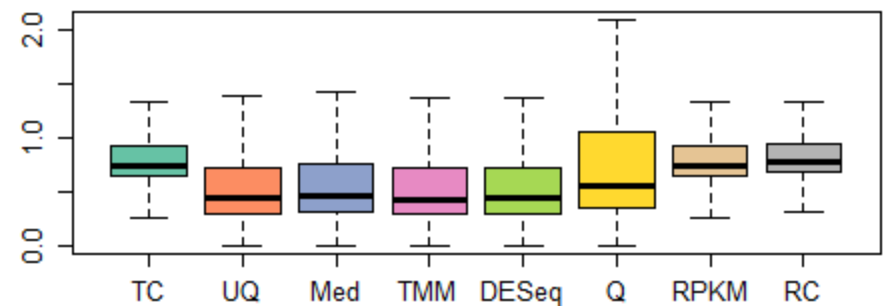

CV for RAL703

Female & Environment 1

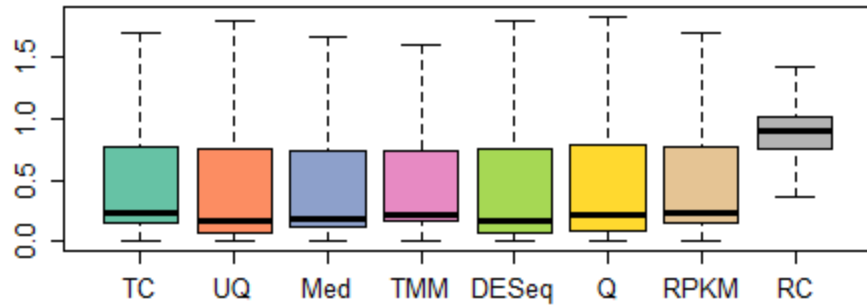

Male & Environment 1

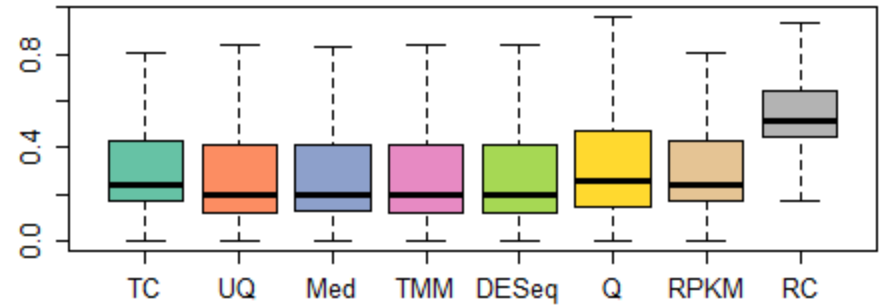

Female & Environment 2

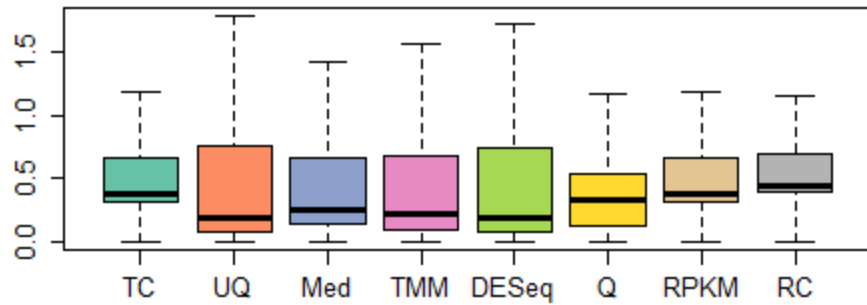

Male & Environment 2

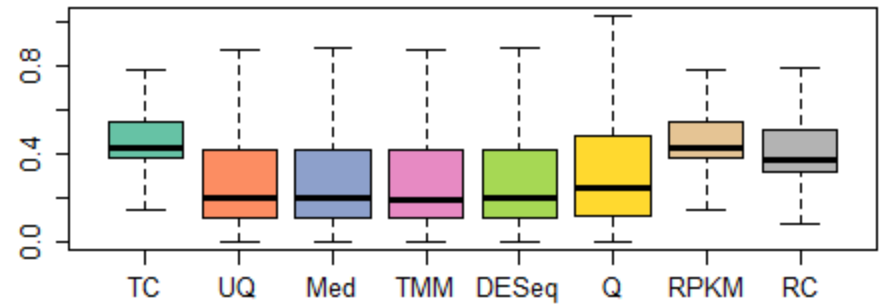

Female & Environment 3

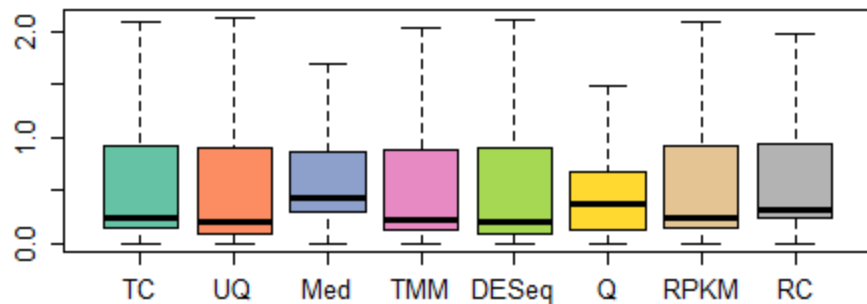

Male & Environment 3

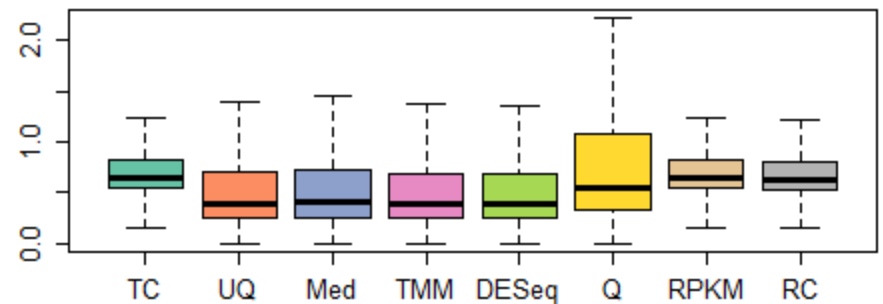

CV for RAL761

Female & Environment 1

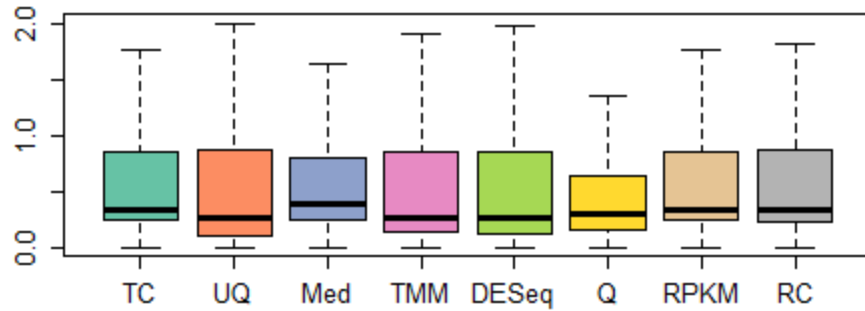

Male & Environment 1

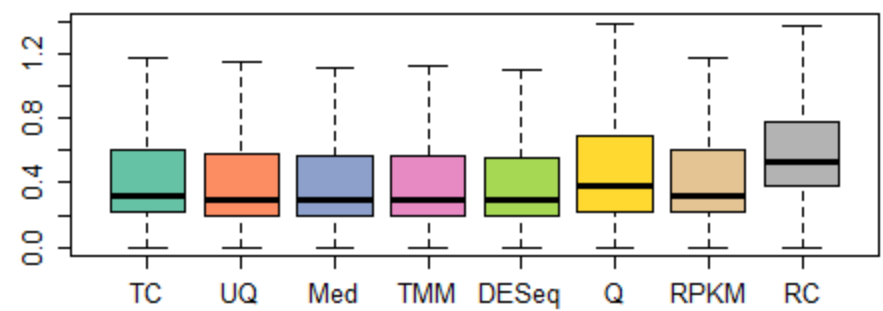

Female & Environment 2

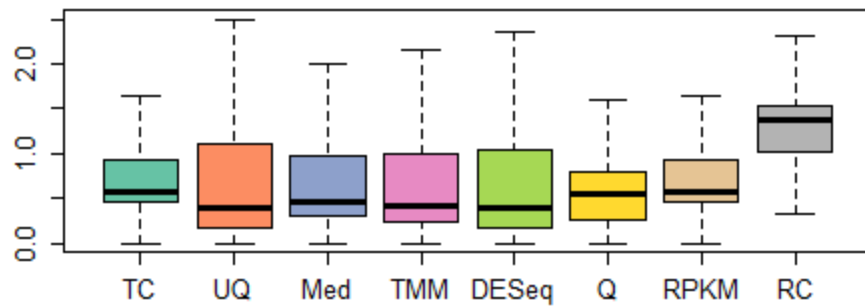

Male & Environment 2

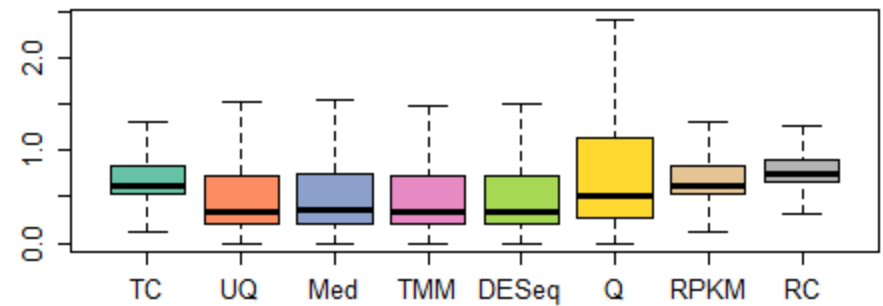

Female & Environment 3

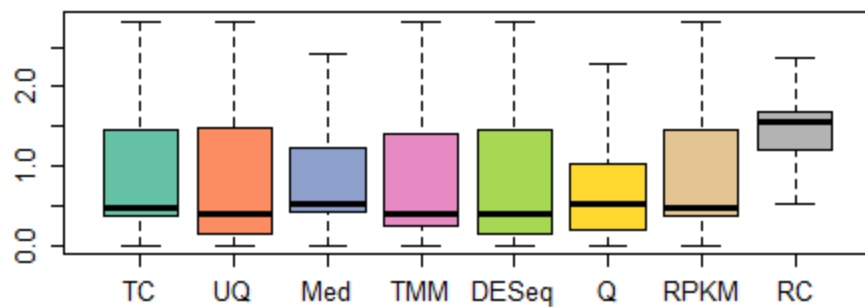

Male & Environment 3

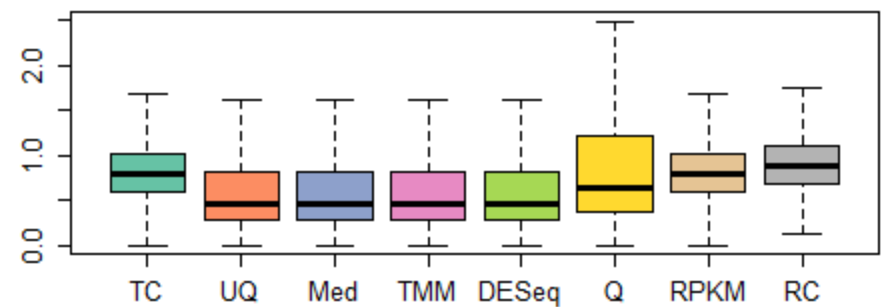

CV for RAL787

Female & Environment 1

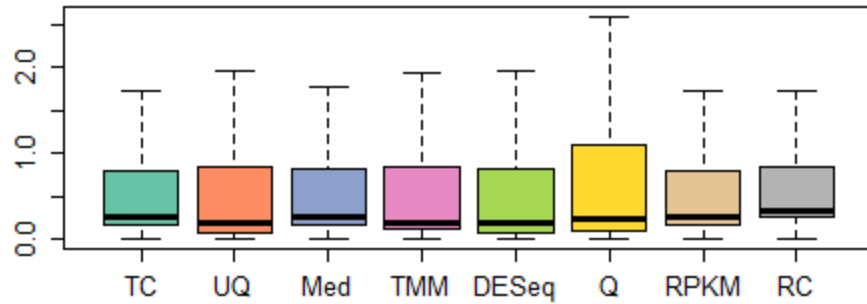

Male & Environment 1

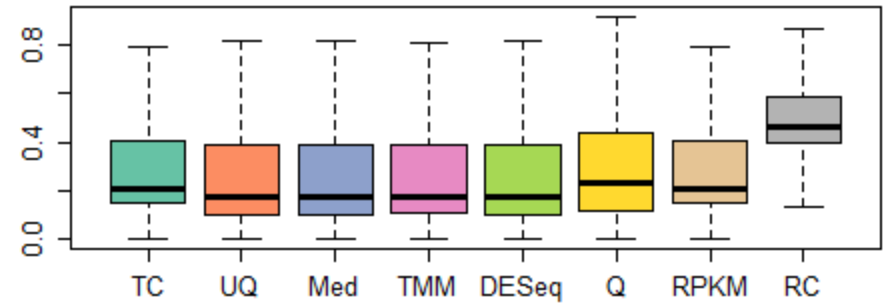

Female & Environment 2

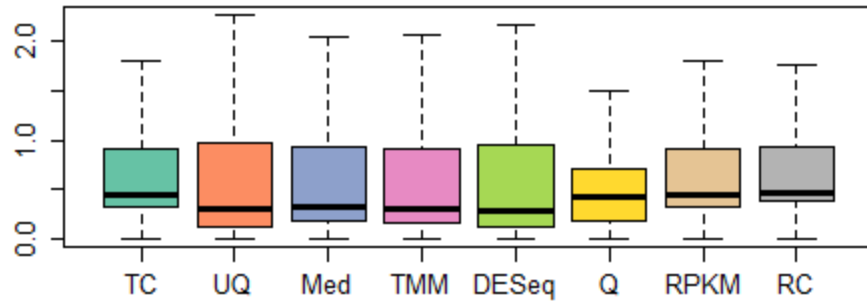

Male & Environment 2

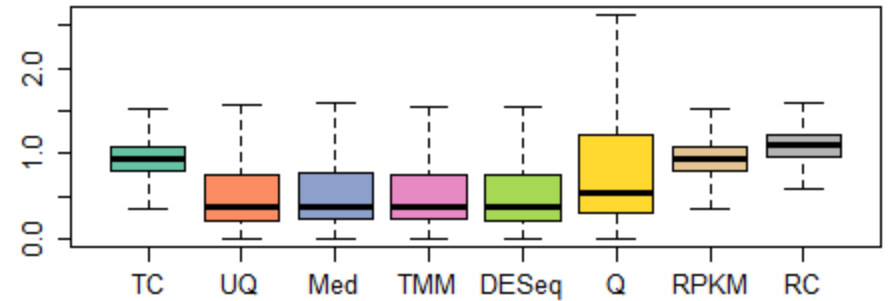

Female & Environment 3

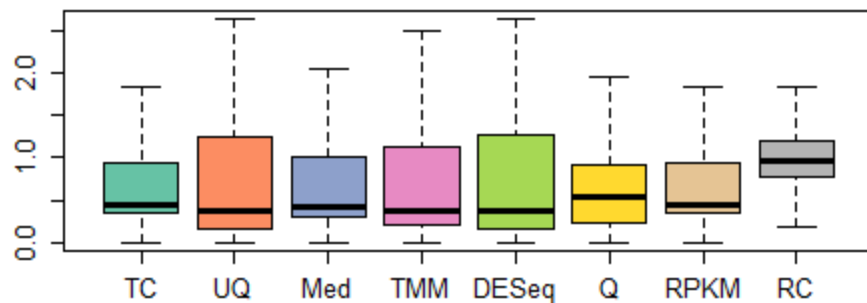

Male & Environment 3

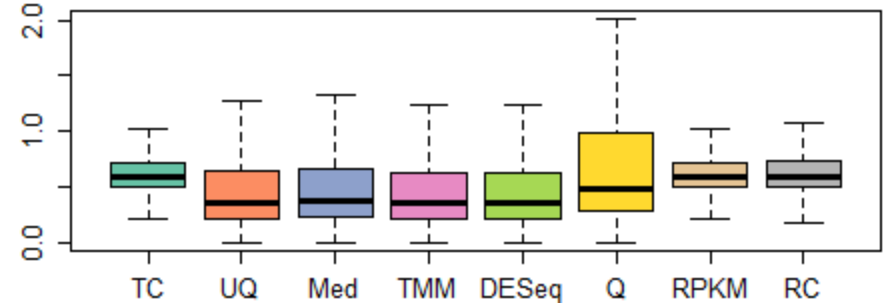

CV for RAL790

Female & Environment 1

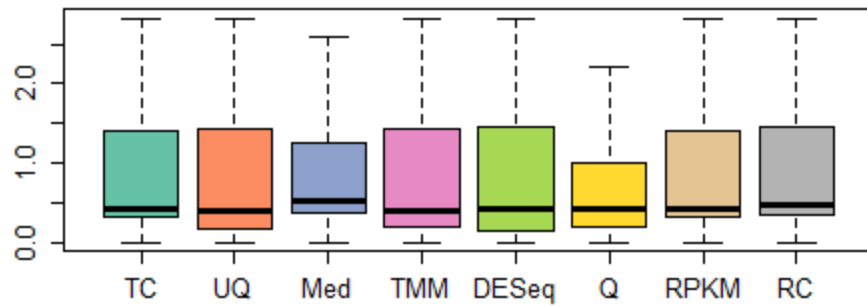

Male & Environment 1

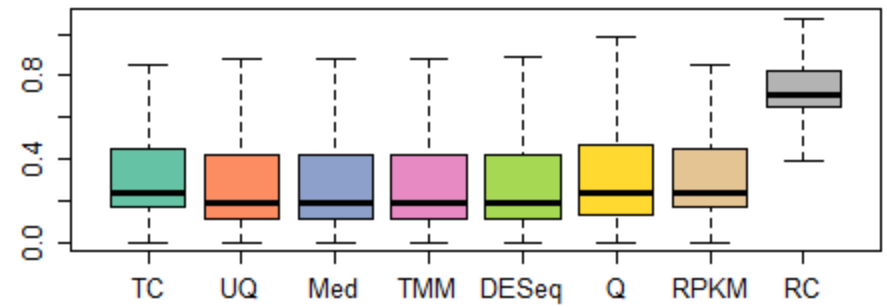

Female & Environment 2

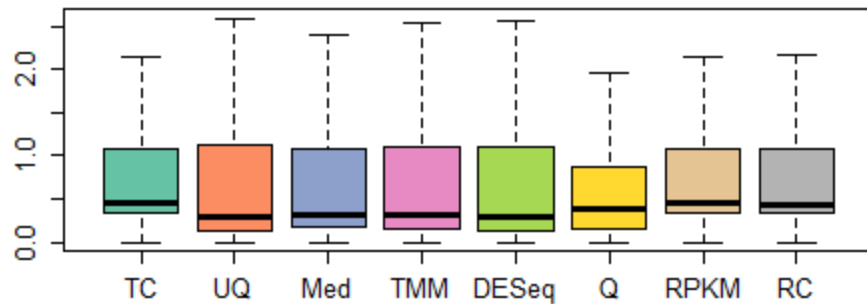

Male & Environment 2

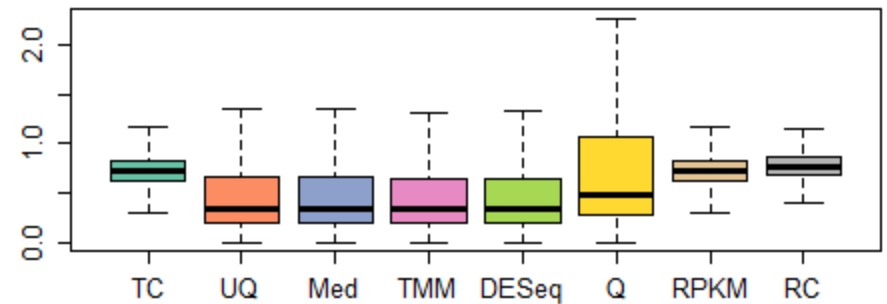

Female & Environment 3

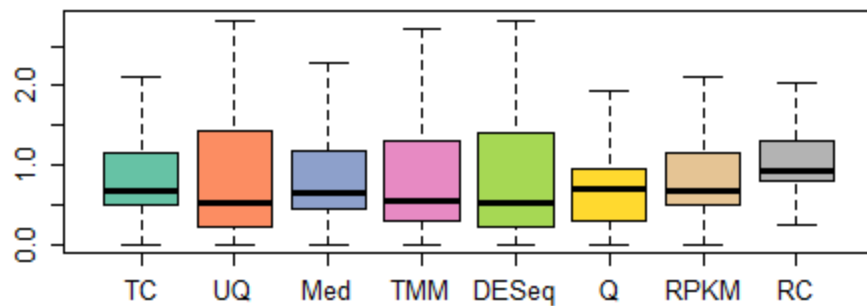

Male & Environment 3

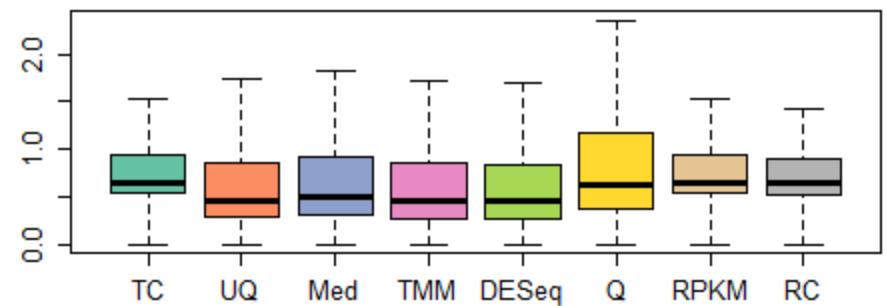

CV for RAL804

Female & Environment 1

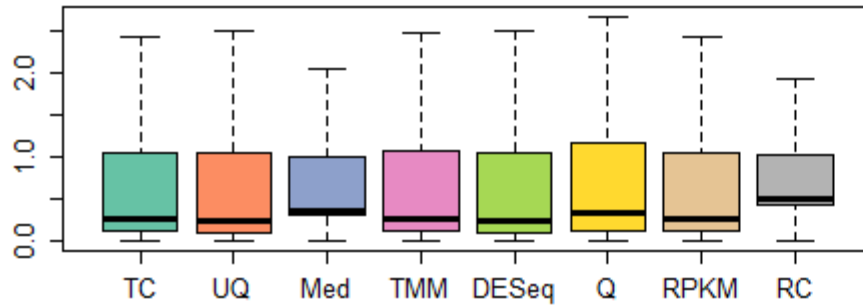

Male & Environment 1

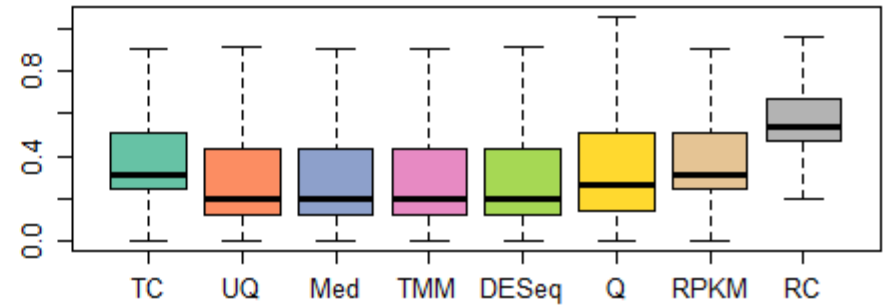

Female & Environment 2

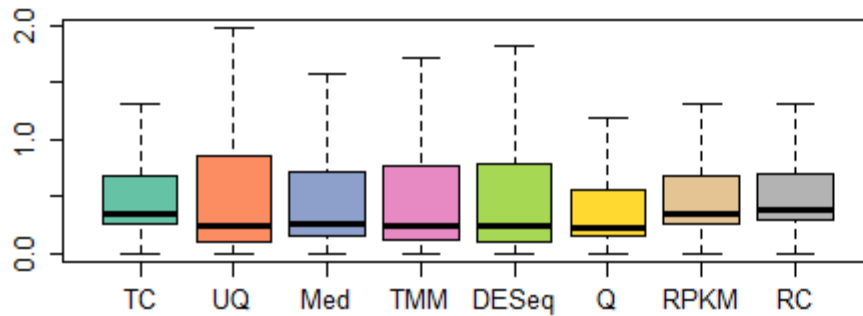

Male & Environment 2

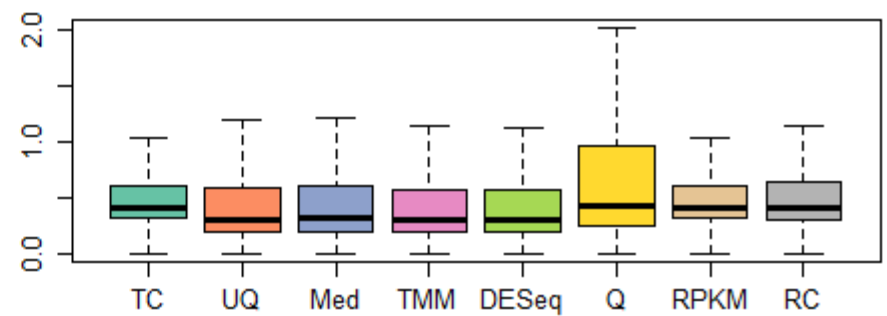

Female & Environment 3

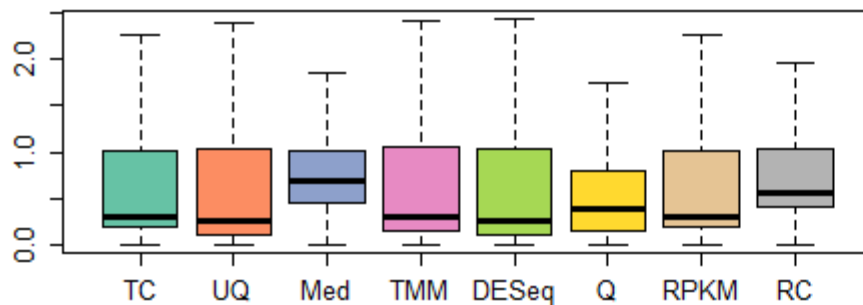

Male & Environment 3

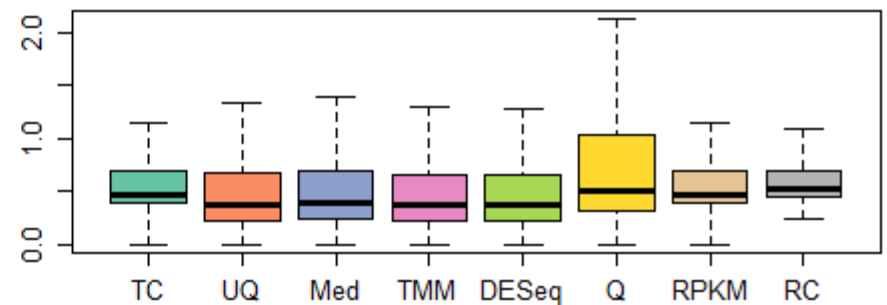

CV for RAL812

Female & Environment 1

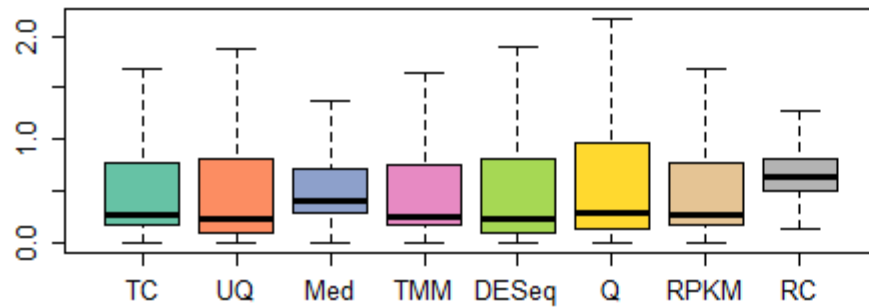

Male & Environment 1

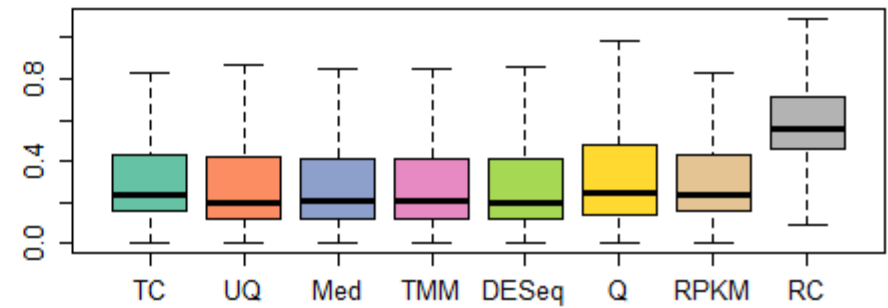

Female & Environment 2

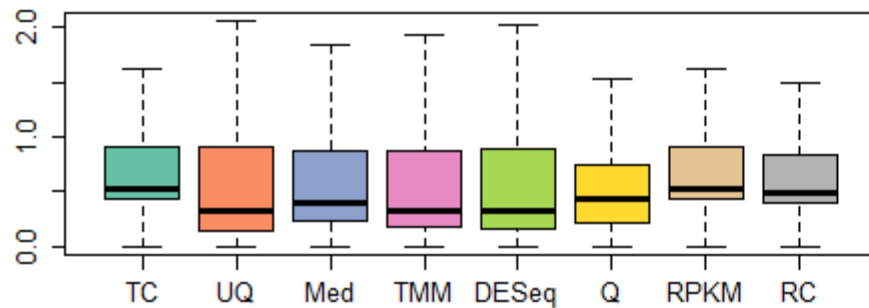

Male & Environment 2

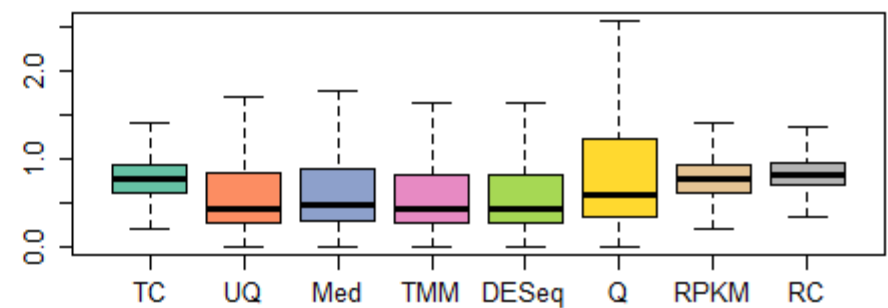

Female & Environment 3

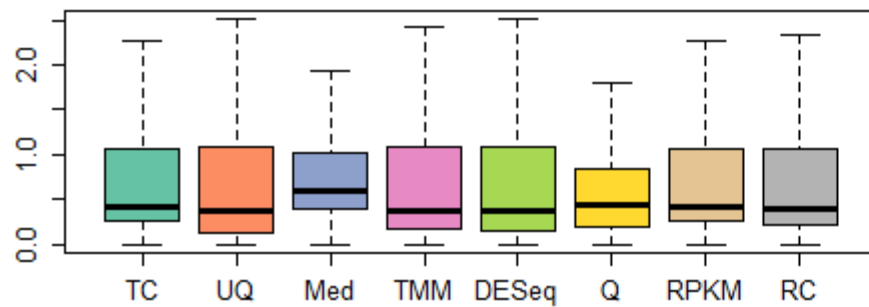

Male & Environment 3

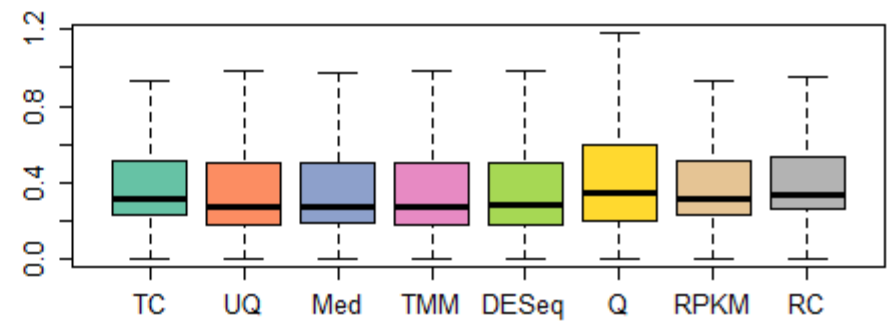

CV for RAL822

Female & Environment 1

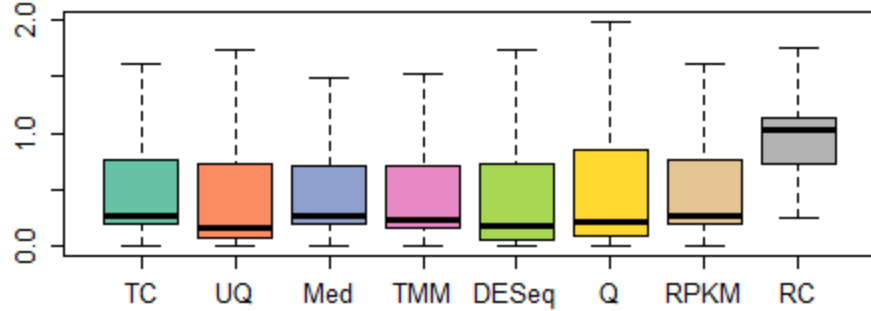

Male & Environment 1

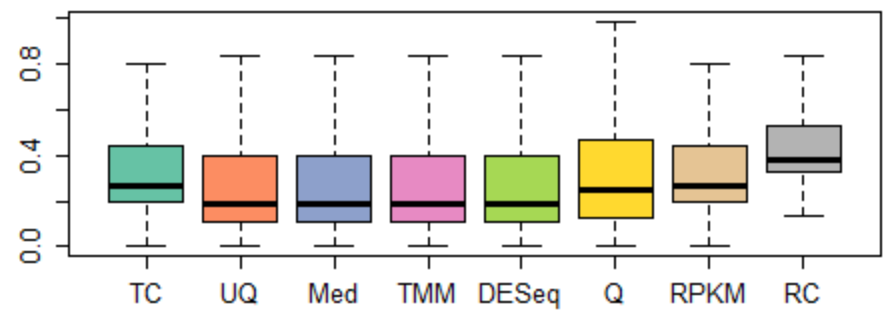

Female & Environment 2

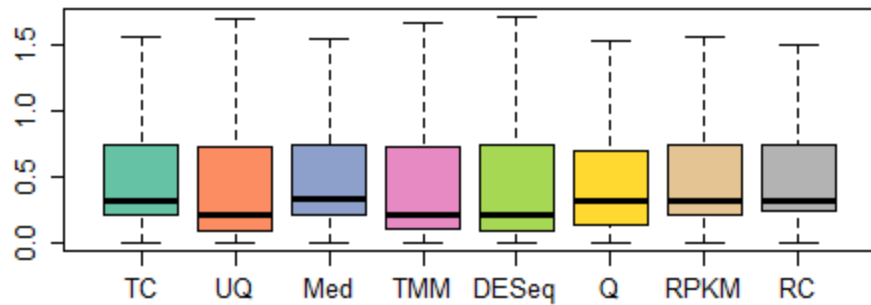

Male & Environment 2

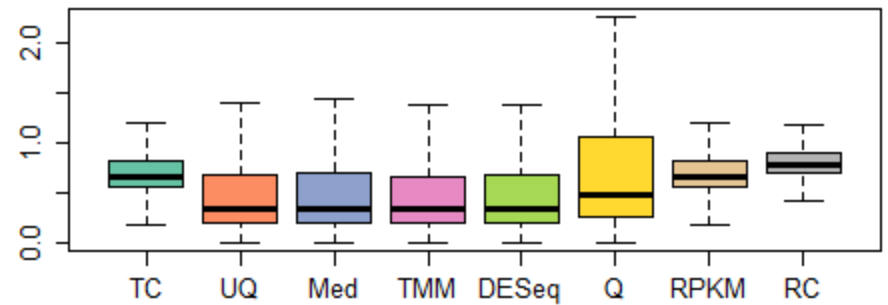

Female & Environment 3

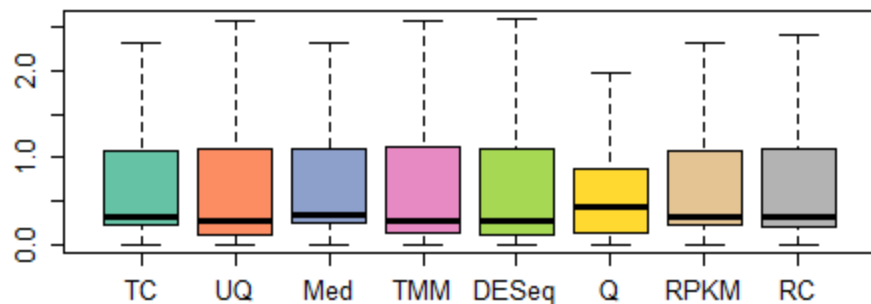

Male & Environment 3

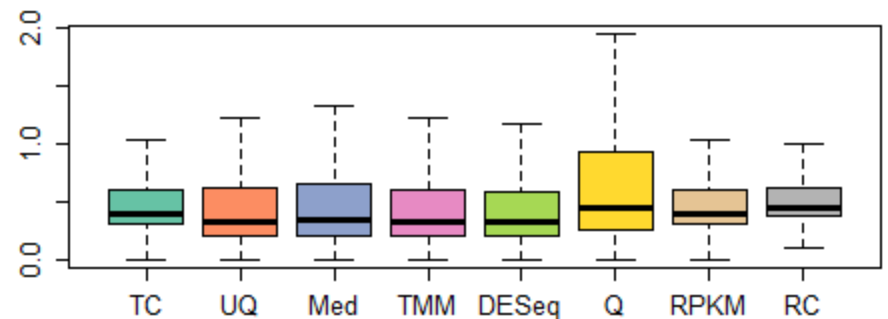

CV for RAL850

Female & Environment 1

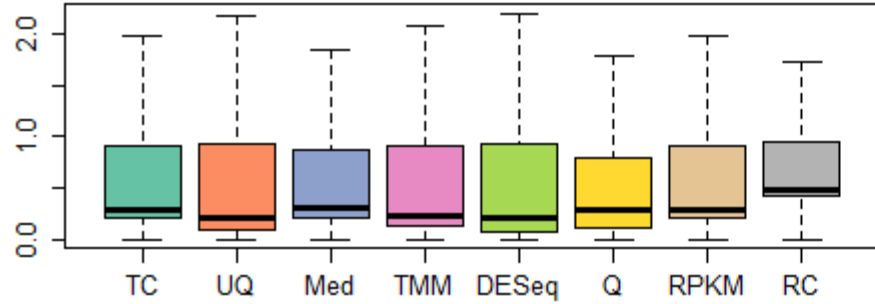

Male & Environment 1

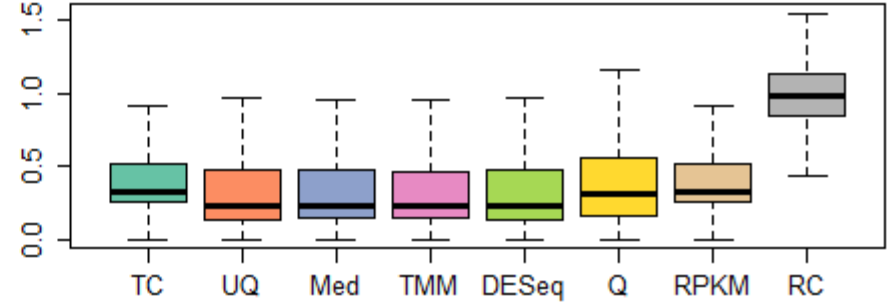

Female & Environment 2

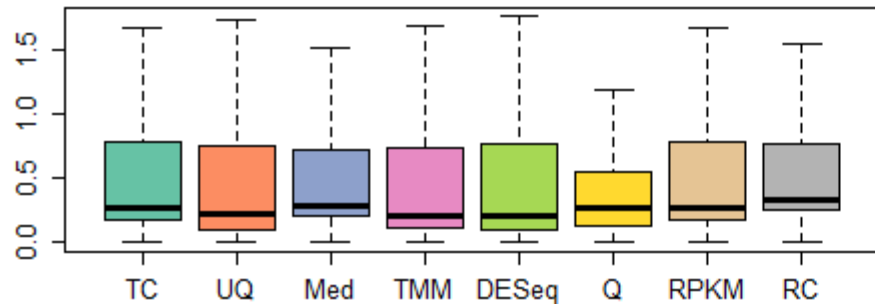

Male & Environment 2

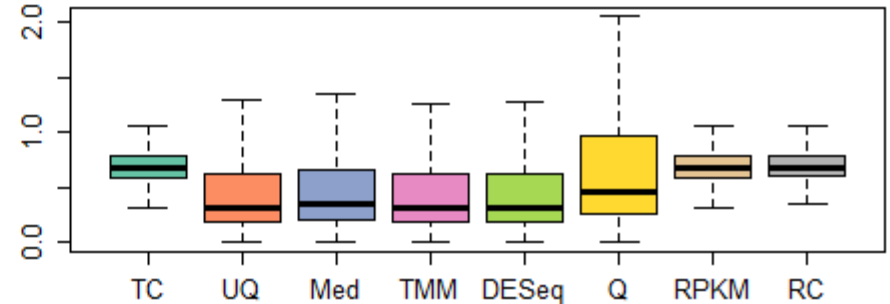

Female & Environment 3

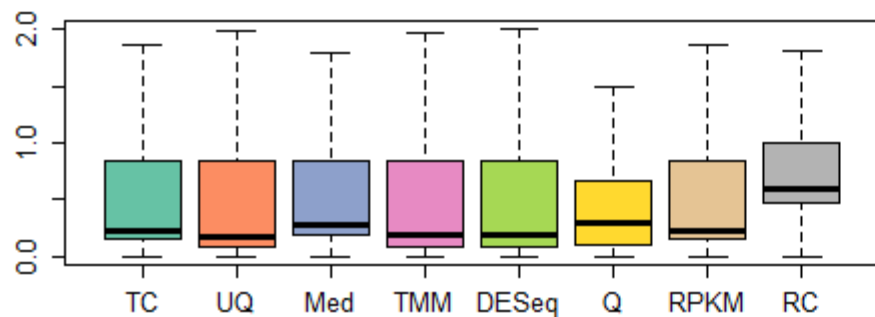

Male & Environment 3

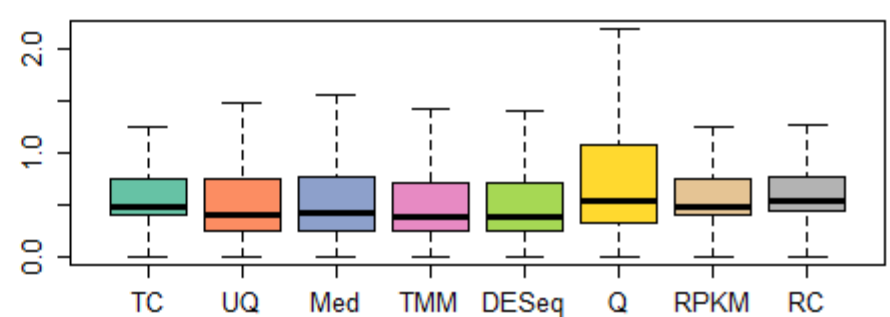

CV for RAL900

Female & Environment 1

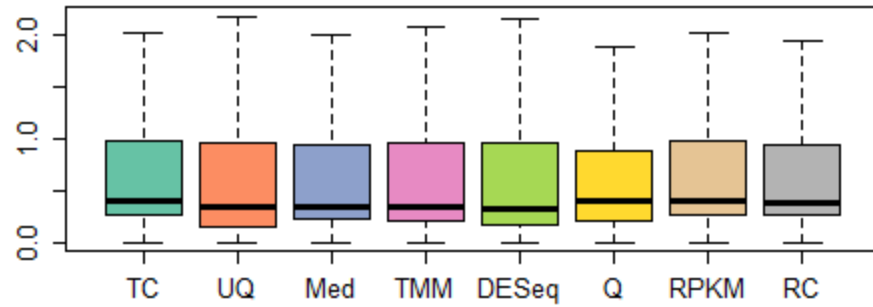

Male & Environment 1

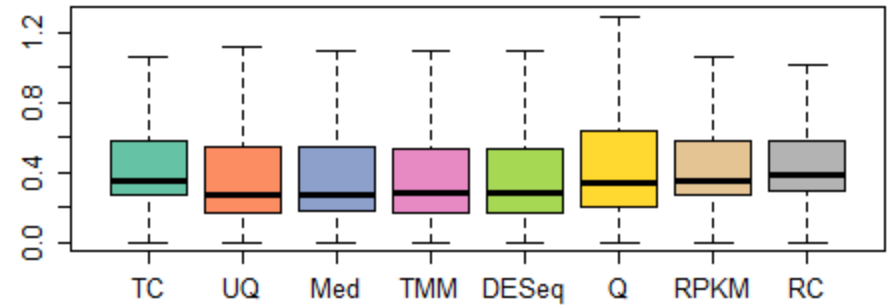

Female & Environment 2

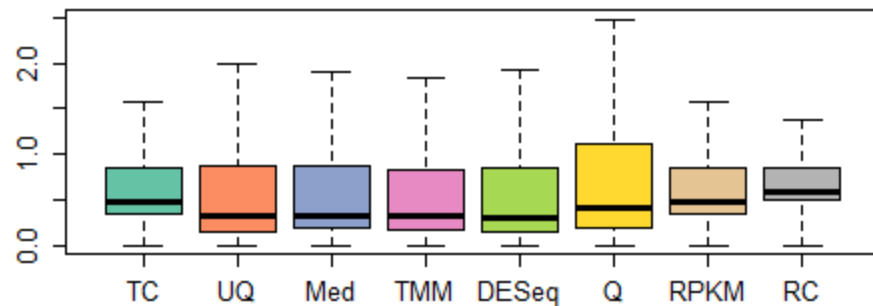

Male & Environment 2

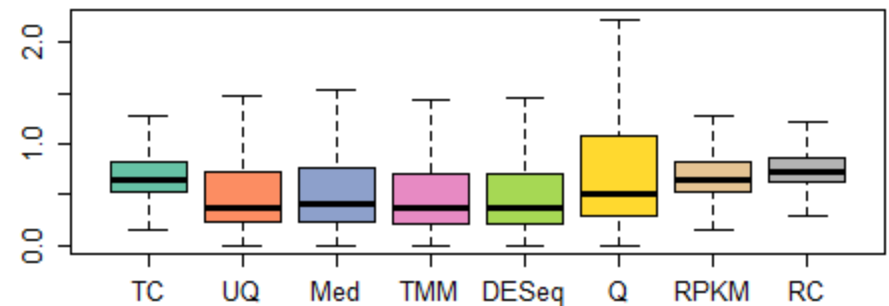

Female & Environment 3

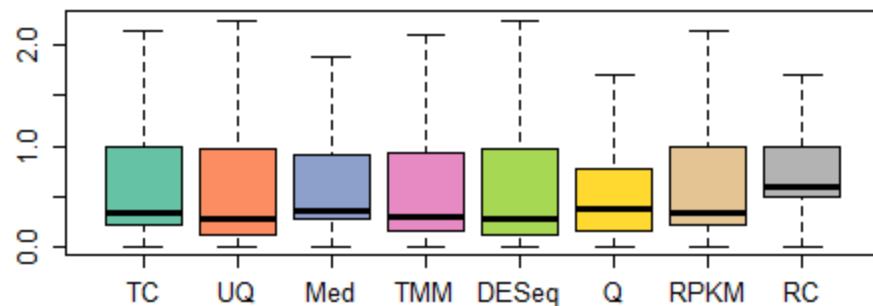

Male & Environment 3

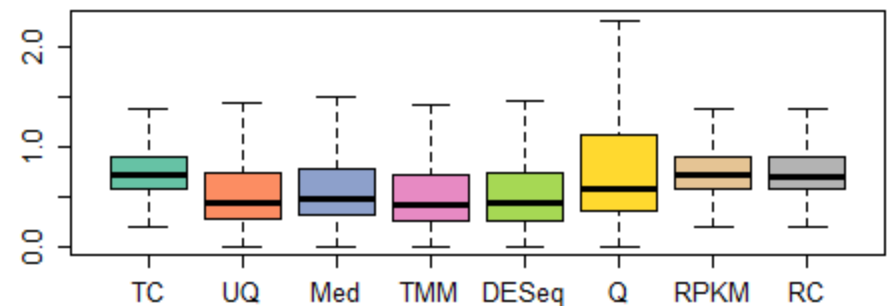

**Supplement:** Additional file 3: — Comparison of normalization methods across conditions. Boxplots show the differences in the coefficient of variation across flies in each genotype/sex/environment condition.

# Supplementary material for: Comparison of normalization and differential expression analyses using RNA-Seq data from 726 individual Drosophila melanogaster
**Source:** BMC Genomics. 2016 Jan 5;17:28. doi: 10.1186/s12864-015-2353-z
**Supplement:** Additional file 4: — Supplemental Methods.

Supplemental Methods

General molecular practices

Strand-specific libraries were prepared by modification of an existing protocol [1]. We completed all steps in 96-well plates. We incubated all enzymatic reactions in a Tetrad PTC-225 Thermal Cycler (MJ Research, Waltham, MA). To clean up enzymatic reactions and size-select nucleic acid species at any of several steps detailed below, we used 0.1% w/v carboxyl-modified Sera-Mag Magnetic Speed-beads (*MagNA* beads, Thermo Fisher Scientific, Waltham, MA) in XP buffer [20% PEG 8000, 2.5 M NaCl, (Sigma Aldrich, St. Louis, MO)] following the protocol in Rohland and Reich [2], except that we incubated samples with beads for 10 min and used 80% ethanol for washing. The volume of *MagNa* beads in XP buffer was 1.6X XP buffer for no size-selection (except where noted) and 1X XP buffer for selecting fragments > 200bp. Unless noted, we left the beads in the sample after each step. We used 96-well PCR plates (USA Scientific, Ocala, FL) paired with Alpaqua 96R Ring Magnet Plates (Alpaqua, Beverly, MA) to separate RNA-bound magnetic beads from supernatant. We measured RNA and DNA quantity with Quant-iT™ RiboGreen and PicoGreen, respectively, (Invitrogen, Carlsbad, CA) in black FLUOTRAC 600 384-well plates, PS, (Greiner Bio-One Inc, Longwood, FL) using a Gemini EM Fluorescence Microplate Reader (Molecular Devices, Sunnyvale, CA) according to manufacturer instructions. We used Agilent Bioanalyzer RNA chips and High Sensitivity DNA chips on the 2100 Bioanalyzer system (Agilent, Santa Clara, CA) according to manufacturer instructions and visually inspected electropherograms for RNA degradation, desired library size, and unwanted adapter dimers.

mRNA isolation

Single flies frozen on dry ice were placed into each well of Axygen 96 Deep Well Plates (Corning, Corning, NY) pre-loaded with 200µL of 1 mm glass beads (Biospec Products, Bartlesville, OK). We randomized fly placement in the wells of each plate within each environment. We isolated total RNA using the RNeasy 96 Plate Kit (Qiagen, Valencia, CA) according to the manufacturer instructions using either vacuum or spin technology with the following modifications. We added 200µl RTL buffer to each well, sealed the plates with Axygen Sealing Mats (Corning, Corning, NY), and homogenized flies at room temperature for 30 sec using a fixed-speed (36 oscillations/sec) Mini Bead Beater (Biospec Products, Bartlesville, OK). We added 200µl of 70% ethanol to the crude homogenate, mixed by pipetting several times, and transferred the supernatant to RNeasy plates. We recorded yield by fluorometry and pass/fail quality on the Bioanalyzer. We used Dynabeads Oligo (dT)₂₅ (Life Technologies, Carlsbad, CA) to purify mRNA according to the manufacturer instructions, except that we used 50-200ng of total RNA and adjusted the volume to 50µl with dH₂O, added 10µl of washed Dynabeads in a 50µl binding buffer slurry, and heated the samples at 65°C for 5 min before chilling on ice.

cDNA library preparation

We fragmented mRNA bound to Dynabeads at 94°C for 8 min in 16µl of 1.25X first strand MMuLV RT buffer (New England Biolabs, Ipswich, MA), with 100ng random primers (Invitrogen, Carlsbad, CA), and 10pg ERCC spike-in controls [3] from pools 78A and 78B [4] . We chilled the samples immediately on ice for 2 min and eluted the mRNA from the beads. We transferred 15µl of eluate to a fresh 96-well PCR plate. We added 5µl of the first strand synthesis mixture [0.3mM dNTPs, 5mM DTT, and 10U M-MuLV RT (New England Biolabs, Ipswich, MA), and 0.5U SuperRase-In (Life Technologies, Carlsbad, CA)] to the fragmented mRNA in fragmentation buffer and performed a reverse transcription reaction. We bound the mRNA/cDNA hybrid with 32µl of *MagNA* bead XP buffer slurry, washed the samples, and then eluted them in 16µl of dH₂O. We then performed a second strand synthesis with dUTP by adding 5µl of 1X NEB buffer2 (New England Biolabs, Ipswich, MA), with 1mM each of dATP, dCTP, dGTP and 2mM dUTP (Thermo Fisher Scientific, Waltham, MA), 10U DNA Poll, 2.5U RNaseH, and 2.5mM DTT (New England Biolabs, Ipswich, MA) and incubated at 16°C for 5 hours. We bound the samples to *MagNA* beads, washed, and eluted as above. We repaired ends by adding 4µl of NEBNext End Repair Module (New England Biolabs, Ipswich, MA) to the eluate following the manufacturer's instructions. We then bound samples to *MagNA* beads, washed, and eluted as above. We performed dA-tailing by adding 4µl of 1X Blue Buffer, with 1U Klenow 3'-5' exo- (Enzymatics, Beverly, MA) and 1mM dATP, to the eluate and incubated at 37°C for 30 min. We then bound samples to *MagNA* beads and washed as above, eluted the samples with 21µl dH₂O, and transferred 10µl of cDNA to each of two fresh plates. One plate was used for further processing; the other was frozen as a back-up. We ligated RNA Adapter Indexes AR001–AR016, AR018–AR023, AR025, and AR027 (Illumina, San Diego, CA) to dsDNA by adding 1µl of an adapter to each 10µl sample and 13µl of 1X Rapid Ligation Buffer with 30U T4 DNA Ligase (Enzymatics, Beverly, MA), and incubated at 25°C for 10 min. We stopped reactions with a final concentration of 0.01M EDTA. We added 25 µl *MagNA* beads in XP buffer (final PEG = 13.6%) to bind cDNA to the beads, washed, and eluted in 30µl of dH₂O as above. We added 1X XP buffer (30µl) to remove adapter dimers and select libraries for the desired size range (300-350 bp), washed samples and eluted them with 24µl dH₂O, and transferred 23µl of cDNA to fresh plate. 11.5µl of the eluate was transferred to another plate and used in the next step; the remaining samples were frozen as a back-up. We mixed dsDNA product with 2.5U (0.5µl) of Uracil DNA Glycosylase (New England Biolabs, Ipswich, MA) and 3µl of PCR Primer Cocktail (Illumina, San Diego, CA) and incubated at 37°C for 30 min to digest the second strand DNA. We added 15µl 2X KAPA HiFi HotStart ReadyMix (Kapa Biosystems, Woburn, MA) directly to the UDG-digested DNA mixture and performed a PCR amplification with the following programmed cycle: 95°C for 2 min, followed by 12 cycles of 98°C for 20 sec, 65°C for 30 sec, and 72°C for 30 sec; then 72°C for 5 min. We purified the product by adding 30µl *MagNa* beads in 1X XP buffer, eluted in 30µl dH₂O, and transferred 29µl of cDNA library to a fresh plate as described above. To assay plate-level failure, we examined electropherograms from 11 samples randomly chosen from each 96-well plate. We verified that dominant signals were in the range of the 300-350 bp library target size and not in the 100-150 bp range (primer dimer products).

Sequencing and alignment

Each 96-well plate was composed of 4 sets of samples with 24 unique indices. We added equal amounts of each library to create 4 pools of 24 samples for multiplex sequencing. All multiplexed libraries were

again quantified and checked for quality as above. Excess library pools were frozen for re-sequencing if required. We performed single-end 76 bp sequencing reactions on a HiSeq2000 (Illumina, San Diego, CA) according to the manufacturer. We mapped reads that passed Chastity (score > 0.6) base-calling filtering (Illumina CASAVA pipeline 1.8.2).

RNA sequences were aligned to the BDGP5/dm3 *Drosophila melanogaster* assembly using TopHat2 software (v2.0.8) [5]. We used a GTF format reference annotation of the *Drosophila melanogaster* genome (release 5, GenBank Assembly ID GCA_000001215.1), excluding “crhUextra” and “chrU” with 96 ERCC sequences supplied following the “-G” option. This software allows quality-based mapping with parameters: “-g 1 --library-type fr-firststrand” (-g 1: specifically keep only uniquely mapped reads; --library-type fr-firststrand: strand-specific RNA-seq) [5]. Only uniquely mapped reads with less than two mismatches were used. We decided to use samples having a minimum of 2.5 million uniquely mapped reads or greater (ModENCODE Consortium, personal communication) [6,7]. Raw reads mapped to each gene were calculated by HT-Seq (v0.5.3p9) (HTSeq) with parameters: “-m union -s reverse” (-m union: reads with only one overlapping gene will be assigned ambiguously to that gene; -s reverse: stranded RNA-seq). The output numbers of mapped reads were used for further normalization.

REFERENCES

1. Wang L, Si Y, Dedow LK, Shao Y, Liu P, Brutnell TP. A low-cost library construction protocol and data analysis pipeline for Illumina-based strand-specific multiplex RNA-seq. *PLoS One*. 2011;6:e26426.
2. Rohland N, Reich D. Cost-effective, high-throughput DNA sequencing libraries for multiplexed target capture. *Genome Research*. 2012;22:939-946.
3. Jiang L, Schlesinger F, Davis CA, Zhang Y, Li R, Salit M, Gingeras TR, Oliver B. Synthetic spike-in standards for RNA-seq experiments. *Genome Research*. 2011;21:1543-1551.
4. Zook JM, Samarov D, McDaniel J, Sen SK, Salit M. Synthetic spike-in standards improve run-specific systematic error analysis for DNA and RNA sequencing. *PLoS ONE*. 2012; doi: 10.1371/journal.pone.0041356.
5. Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol*. 2013;14:R36.
6. Malone JH, Oliver B. Microarrays, deep sequencing and the true measure of the transcriptome. *BMC Biol*. 2011; 9:34.
7. Sturgill D, Malone JH, Sun X, Smith HE, Rabinow L, Samson ML, Oliver B. Design of RNA splicing analysis null models for post hoc filtering of *Drosophila* head RNA-Seq data with the splicing analysis kit (Spanki). *BMC Bioinformatics*. 2013; 14:320.

# Supplementary material for: Comparison of normalization and differential expression analyses using RNA-Seq data from 726 individual Drosophila melanogaster
**Source:** BMC Genomics. 2016 Jan 5;17:28. doi: 10.1186/s12864-015-2353-z
**Supplement:** Additional file 5: — R code pipeline for analysis.

RNA_Seq Data Analysis Pipeline

This pipeline provides the R commands used to run the RNA-Seq data analysis presented in “Comparison of normalization and differential expression analyses using RNA-Seq data from 726 individual *Drosophila melanogaster*” by Lin et al. Very small example files are presented and analyzed in this pipeline. Here we follow the convention of the R code terminal window: coding commands are in red, while the R terminal’s response to those commands are given in blue. Users interested in this pipeline will need to have some familiarity with R code, DESeq, edgeR, limma, and RNA-Seq read count data before proceeding. This pipeline is designed to be executed in the order listed below.

Outline:

I. Some useful links for basic R commands

II. Package installation

- (a) Installation with the use command
- (b) Installation of R packages from the Bioconductor website

III. Calling libraries and packages in R

IV. Reading data into R

- (a) A note about the directory path
- (b) Two methods for reading in data

V. Saving your results from R

VI. Identification of the low-expression threshold using genic and intergenic read count data

- (a) Read in the genic read counts
- (b) Read in the intergenic read counts
- (c) Merge the genic and intergenic read counts together
- (d) Read in the background information of biosample
- (e) Identify the low-expression threshold (LET) using 95% upper-quartile of $\log_2(\text{normalized\_intergenic\_read\_counts} + 1)$

VII. Performing the RNA-Seq data analysis using the DESeq R package

- (a) Read in the gene read counts and background conditions
- (b) Identify the genes that fail to pass the low-expression threshold cutoff value
- (c) Fit the GLM and test hypotheses

VIII. Implementation of RNA-Seq read counts normalization methods in R (if desired by the user)

IX. Estimate dispersion using the DESeq R package (if desired by the user)

- (a) Read in the data in the format required by DESeq
- (b) Estimate the dispersion for hypothesis testing
- (c) Estimate dispersion per gene separately for each analysis factor or combination of factors (if desired by the user)

X. Performing the RNA-Seq data analysis using edgeR R package (if desired by the user)

- (a) Read in data in the format required by edgeR
- (b) Normalize data and estimate dispersion
- (c) Fit the GLM and test hypotheses
- (d) Save the results including P -values and FDR values

I. Some useful links for basic R commands

R reference card: <https://cran.r-project.org/doc/contrib/Baggott-refcard-v2.pdf>

Official R Website with Good Manuals: <http://www.r-project.org/>

<https://www.calvin.edu/~scofield/courses/m143/materials/RcmdsFromClass.pdf>

http://www.math.umd.edu/olear/stat458/Rseminar_2.pdf

II. Package installation

Libraries or packages that are not already installed in R can be installed in the following two ways:

- (a) Installation with the use command

```
>install.packages("R_package_name")
```

- (b) Installation of R packages from the Bioconductor website

```
>source("https://bioconductor.org/biocLite.R")
```

```
>biocLite("R_package_name")
```

III. Calling libraries and packages in R

When you want to use some R functions within a particular library, you will always need to call the library first. For example, you need to type in

```
>library(DESeq)
```

if you want to use the R functions within the DESeq R package. If you happen to know the name of the R function, but you don't know which library it belongs to, you can either search for it using your web browser or type `help(R_function_name)` at the R terminal prompt as shown in the example below.

```
>help(estimateDispersions)
```

IV. Reading data into R

- (a) A note about the directory path

The directory path of input file in R should be written using the forward slash "/", which is different from the backward slash "\" you might normally encounter in Windows and copy from the file properties.

For example: if you have a file saved in following directory L:\Lab\example
Your input directory path in R should be "L:/Lab/example"

(b) Two methods for reading in data

(i) read.table(): usually works for text files.

Ex1: read in a text file "read_count.txt" with "," delimiter into R and assign it to the variable infile:

```
>infile<-read.table("L:/Lab/example/read_count.txt",header=TRUE,sep=",")
```

Ex2: read in a text file "read_count.txt" with tab delimiter into R and assign it to the variable infile:

```
>infile<-read.table("L:/Lab/example/read_count.txt",header=TRUE,sep="\t")
```

Ex3: read in a text file "read_count.txt" with space delimiter into R and assign it to the variable infile:

```
>infile<-read.table("L:/Lab/example/read_count.txt",header=TRUE,sep=" ")
```

Ex4: if the input file doesn't have a header, then you can use the command below:

```
>infile<-read.table("L:/Lab/example/read_count.txt",header=FALSE,sep=" ")
```

Note: you can type help("read.table") in R for more details.

(ii) read.csv(): works for comma-separated values (csv) files.

Ex1: read in a csv file "read_count.csv" with comma delimiter into R and assign it to the variable infile:

```
>infile<-read.csv("L:/Lab/example/read_count.csv", header = TRUE, sep = ",")
```

V. Saving your results from R

If you would like to save a data set from the R terminal into your local drive, you can use write.table() function.

Ex: you would like to save a data set called ResDE.txt into the directory: "L:\Lab\example"

```
>write.table(ResDE,"L:/Lab/example/ResDE.txt",quote=FALSE,col.names=TRUE,row.names=TRUE,sep="\t")
```

Note: If the data doesn't have the row/column names or you don't want to save the data with the row/column names, you can use the option: col.names=FALSE,row.names=FALSE. Note also that sep="\t" means that you will use a tab delimiter in your saved file. You may use other delimiters, such as sep="," for a comma delimiter.

VI. Identification of the low-expression threshold using genic and intergenic read count data

The sample code that follows uses two small data sets for genic and intergenic read counts: readCounts_genic.txt, and readCounts_intergenic.txt. A third file, biosample_summary.txt, is used to identify the genotype, sex, and environment that the data belong to. These files can be constructed very quickly using a text editor.

(a) Read in the genic read counts
readCounts_genic.txt is as follows:

```
variable_name,biosample1,biosample2,biosample3,biosample4,biosample5,biosample6,biosample7,bio
sample8,biosample9,biosample10,biosample11,biosample12,biosample13,biosample14,biosample15,bi
osample16
gene_1,0,0,0,0,0,0,1,2,0,0,0,0,0,2,0,3
gene_2,92,161,76,70,140,88,70,90,8,218,4,10,76,23,0,103
gene_3,5,1,0,0,4,0,0,7,0,2,6,21,5,17,2,8
gene_4, 5,36,4,1,15,10,7,19,3,4,1,0,4,13,4,0
gene_5,4664,8714,3564,3150,6205,3072,3334,4300,253,459,1211,1452,542,482,1568,244
gene_6,583,761,245,310,722,299,308,437,111,450,32,29,158,80,194,269
```

To read in the genic read counts, type

```
>genic<-read.table("L:/Lab/example/readCounts_genic.txt",header=TRUE,sep=",")
```

(b) Read in the intergenic read counts

readCounts_intergenic.txt is as follows:

```
variable_name,biosample1,biosample2,biosample3,biosample4,biosample5,biosample6,biosample7,bio
sample8,biosample9,biosample10,biosample11,biosample12,biosample13,biosample14,biosample15,bi
osample16
intergenic_1,1,7,3,0,1,2,1,2,2,8,4,2,5,1,2,1
intergenic_2,0,0,0,0,0,0,1,3,0,4,0,0,0,0,0,1
intergenic_3,0,0,0,0,0,0,0,0,1,0,2,0,3,0,0
intergenic_4,0,0,0,3,0,0,0,10,0,1,1,1,0,0,2,0
intergenic_5,0,0,0,0,1,1,1,5,2,8,1,4,0,1,0,1
intergenic_6,0,0,0,5,0,0,0,6,0,4,6,3,3,0,0,1
intergenic_7,1,3,2,9,1,12,3,7,2,11,6,8,6,3,12,4
intergenic_8,0,5,6,1,1,8,4,15,3,4,7,6,4,0,0,2
```

To read in the intergenic read counts, type

```
>intergenic<-read.table("L:/Lab/example/readCounts_intergenic.txt",header=TRUE,sep=",")
```

(c) Merge the genic and intergenic read counts together

In order to calculate the low-expression threshold, the genic and intergenic read counts must be merged together. This is accomplished by typing

```
>HTSeqwIR<-rbind(genic,intergenic)
```

Note that when you use rbind to merge two data frames, the headers of two data frames must be the same.

If you type in

```
>HTSeqwIR
```

R will output the merged data set to the terminal as follows:

```
variable_name biosample1 biosample2 biosample3 biosample4 biosample5
1 gene_1 0 0 0 0 0
2 gene_2 92 161 76 70 140
3 gene_3 5 1 0 0 4
4 gene_4 5 36 4 1 15
5 gene_5 4664 8714 3564 3150 6205
6 gene_6 583 761 245 310 722
7 intergenic_1 1 7 3 0 1
8 intergenic_2 0 0 0 0 0
9 intergenic_3 0 0 0 0 0
10 intergenic_4 0 0 0 3 0
11 intergenic_5 0 0 0 0 1
12 intergenic_6 0 0 0 5 0
13 intergenic_7 1 3 2 9 1
14 intergenic_8 0 5 6 1 1
biosample6 biosample7 biosample8 biosample9 biosample10 biosample11
1 0 1 2 0 0 0
2 88 70 90 8 218 4
3 0 0 7 0 2 6
```

4	10	7	19	3	4	1
5	3072	3334	4300	253	459	1211
6	299	308	437	111	450	32
7	2	1	2	2	8	4
8	0	1	3	0	4	0
9	0	0	0	0	1	0
10	0	0	10	0	1	1
11	1	1	5	2	8	1
12	0	0	6	0	4	6
13	12	3	7	2	11	6
14	8	4	15	3	4	7

biosample12 biosample13 biosample14 biosample15 biosample16

1	0	0	2	0	3
2	10	76	23	0	103
3	21	5	17	2	8
4	0	4	13	4	0
5	1452	542	482	1568	244
6	29	158	80	194	269
7	2	5	1	2	1
8	0	0	0	0	1
9	2	0	3	0	0
10	1	0	0	2	0
11	4	0	1	0	1
12	3	3	0	0	1
13	8	6	3	12	4

```
14      6      4      0      0      2
```

You may want to check the dimensions of the merged file with the dim command:

```
>dim(HTSeqWIR)
```

```
[1] 14 17
```

Here the first column includes the genes and intergenic region IDs.

(d) Read in the background information of biosample

biosample_summary.txt is as follows:

biosample_ID	genotype	sex	environment
biosample1	L1	F	1
biosample2	L1	F	1
biosample3	L1	M	1
biosample4	L1	M	1
biosample5	L2	F	1
biosample6	L2	F	1
biosample7	L2	M	1
biosample8	L2	M	1
biosample9	L1	F	2
biosample10	L1	F	2
biosample11	L1	M	2
biosample12	L1	M	2
biosample13	L2	F	2
biosample14	L2	F	2
biosample15	L2	M	2
biosample16	L2	M	2

Read in the file and define genotype, sex, and environment as factors.

```
>bioCond<-read.table("L:/Lab/example/biosample_summary.txt",header=TRUE,sep="\t")
```

```
>dim(bioCond)
```

```
[1] 16 4
```

```
>bioCond[, 'genotype']<-as.factor(bioCond[, 'genotype'])
```

```
>bioCond[, 'sex']<-as.factor(bioCond[, 'sex'])
```

```
>bioCond[, 'environment']<-as.factor(bioCond[, 'environment'])
```

(e) Identify the low-expression threshold (LET) using 95% upper-quartile of $\log_2(\text{normalized\_intergenic\_read\_counts} + 1)$

First, the read count data need to be normalized using DESeq normalization. If there are any genes or intergenic regions that have zero read counts for all samples, they will be removed.

```
>library("DESeq")
```

This step creates a file (named "T" in this example). It removes the genes and intergenic regions that have zero read counts across all samples. It also removes the first column of HTSeqwIR, which contains the gene and intergenic IDs.

```
>rc<- rowSums(HTSeqwIR[,-1])
>T<-HTSeqwIR[rc>0,-1]
>rownames(T)<- HTSeqwIR[rc>0,1]
>dim(T)
```

```
[1] 14 16
```

The experimental conditions are then added to the raw count data set, and the normalization parameters are calculated using estimateSizeFactors. The read counts are then normalized in the DESeqwIR data frame, and the genic and intergenic IDs are added.

```
>cds=newCountDataSet(T,bioCond)
>cds=estimateSizeFactors(cds)
>DESeqwIR<-counts(cds,normalized=TRUE)
>rownames(DESeqwIR)<-HTSeqwIR[rc>0,1]
```

The low-expression threshold (LET) is identified using the 95% upper quartile of log2(normalized intergenic read counts + 1):

```
>LET<-quantile(log2(DESeqwIR[grep("intergenic",rownames(DESeqwIR)),]+1),0.95)
>LET
```

```
95%
3.184019
```

VII. Performing the RNA-Seq data analysis using the DESeq R package

(a) Read in the gene read counts and background conditions

Commands:

```
>genic<-read.table("L:/Lab/example/readCounts_genic.txt",header=TRUE,sep=",")
>dim(genic)
```

```
[1] 6 17
```

```
>bioCond<-read.table("L:/Lab/example/biosample_summary.txt",header=TRUE,sep="\t")
>dim(bioCond)
```

```
[1] 16 4
```

Define genotype, sex and environment as factors:

```
>bioCond[, 'genotype']<-as.factor(bioCond[, 'genotype'])
>bioCond[, 'sex']<-as.factor(bioCond[, 'sex'])
>bioCond[, 'environment']<-as.factor(bioCond[, 'environment'])
```

(b) If desired, identify the genes that fail to pass the low-expression threshold cutoff value and remove them as in Workflow 1. This provides you with a file having the normalized read counts for each gene that are greater than the low-expression threshold; this data can be used for plotting or further analysis.

Use the data frame having genic raw read counts only and eliminate any gene that has zero read counts in all samples:

```
>rc<-rowSums(genic[, -1])
>N <- colSums(genic[, -1])
>T<-genic[rc>0, -1]
>rownames(T)<-genic[rc>0, 1]
>dim(T)
```

```
[1] 6 16
```

Normalize the raw read counts using the DESeq normalization method:

```
>Design<-bioCond[, 2:4]
>cds=newCountDataSet(T, Design)
>cds=estimateSizeFactors(cds)
>DESeq<-counts(cds, normalized=TRUE)
>dim(DESeq)
```

```
[1] 6 16
```

```
>oLET<-2^LET-1
```

Note that oLET is for the normalized read counts, not for the raw read counts.

```
>indNSC_DESeq<-which(apply(DESeq, 1, function(x){all(x < oLET)}==TRUE)
>length(indNSC_DESeq)
```

```
[1] 1
```

```
>keep_DESeq<-rep(TRUE, nrow(DESeq))
>keep_DESeq[indNSC_DESeq]<-FALSE
```

The following data frame is the normalized read counts according to workflow 1. First, the data are normalized; then it is filtered.

```
>DESeq_w1<-DESeq[keep_DESeq,]
```

(c) Fit the GLM and test hypotheses

```
>rc<-rowSums(genic[,-1])
>N <- colSums(genic[,-1])
>T<-genic[rc>0,-1]
>rownames(T)<-genic[rc>0,1]
>dim(T)
```

```
[1] 6 16
```

Normalize the data using the DESeq normalization method. If you wish to use another normalization method, you can provide the size factor (i.e., normalization factor) using the command “pData(cdsFull)\$sizeFactor<-TCSFactor”. Please refer to section VIII for instructions to calculate the size factor if other normalization methods are desired.

```
>Design<-bioCond[,2:4]
>cdsFull=newCountDataSet(T,Design)
>cdsFull=estimateSizeFactors(cdsFull)
>cdsFull=estimateDispersions(cdsFull,fitType="local")
```

Fit the model and test hypotheses

For a multi-factor design, if you are interested in testing each main effect and interaction term (in multi-factor case), you need to fit the full and reduced GLMs, then perform the chi-squared test comparing the full and reduced GLMs.

Examples:

(i) Hypothesis testing of the main effect: genotype.

The full and reduced GLM fits are performed using fitNbinomGLMs().

The full model is

```
>fit1<-fitNbinomGLMs(cdsFull,count~genotype+sex+environment)
```

The reduced model is

```
>fit1G<-fitNbinomGLMs(cdsFull,count~sex+environment)
```

Next, nbinomGLMTest() is used to test hypotheses and report *P*-values

```
>mod_G<-nbinomGLMTest(fit1,fit1G)
```

Calculate the False Discovery Rate (FDR) values for each P -value.

```
>fdr_G<-p.adjust(mod_G,method="BH")
```

Save the results in a data frame ResDE_G with initial values 0 and dimension length(mod_G)x2. The first column is the gene; the second column is the P -value; and the third column is the FDR.

```
>ResDE_G<-data.frame(matrix(0,length(mod_G),2))
```

```
>ResDE_G[,1]<-mod_G
```

```
>ResDE_G[,2]<-fdr_G
```

```
>rownames(ResDE_G)<-genic[rc>0,1]
```

```
>colnames(ResDE_G)<-c("P-values","FDR")
```

```
>write.table(ResDE_G,"L:/Lab/example/ResDE_G.txt",quote=FALSE,col.names=TRUE,row.names=TRUE,sep="\t")
```

```
>ResDE_G
```

	P-values	FDR
gene_1	0.033559799	0.10067940
gene_2	0.751308704	0.75130870
gene_3	0.643374383	0.75130870
gene_4	0.173092060	0.34618412
gene_5	0.007815565	0.04689339
gene_6	0.467931626	0.70189744

To remove the genes that do not pass the low-expression threshold, as in Workflow 1, and save the results:

```
>modw1_G<-mod_G[keep_DESeq]
```

```
>fdrw1_G<-p.adjust(modw1_G,method="BH")
```

```
>ResDEw1_G<-data.frame(matrix(0,length(modw1_G),2))
```

```
>ResDEw1_G[,1]<-modw1_G
```

```
>ResDEw1_G[,2]<-fdrw1_G
```

```
>rownames(ResDEw1_G)<-genic[rc>0,1][keep_DESeq]
```

```
>colnames(ResDEw1_G)<-c("P-values","FDR")
```

```
>write.table(ResDEw1_G,"L:/Lab/example/ResDEw1_G.txt",quote=FALSE,col.names=TRUE,row.names=TRUE,sep="\t")
```

```
>ResDEw1_G
```

	P-values	FDR
gene_2	0.751308704	0.75130870

```
gene_3 0.643374383 0.75130870
gene_4 0.173092060 0.43273015
gene_5 0.007815565 0.03907782
gene_6 0.467931626 0.75130870
```

(ii) Hypothesis testing of two-way interaction term: genotype $\times$ environment

The full model is:

```
>fit2GE<-fitNbinomGLMs(cdsFull,count~genotype+sex+environment + genotype:environment)
```

The reduced model is:

How the deposited data were processed for this re-analysis (not part of the article)

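RNA-Seq was done on single whole flies of 16 DGRP genotypes, 2 sexes and 3 environments. The authors deposited read counts per library, made from FlyBase 5.57 and again from FlyBase 6.01, a table of sequencing runs and the FlyBase 5.57 annotation with the ERCC sequences. According to the submitters' processing notes, reads were called with CASAVA 1.8.2, aligned with TopHat2 2.0.10 on Bowtie2 2.1.0, handled with SAMtools 0.1.19 and counted with HTSeq 0.5.4p1. The values are unnormalized counts: all are whole numbers, with 1 column per library, also where a library had more than 1 run. The paper's supplementary methods state that counting used the strand (reverse setting, union mode, uniquely mapped reads) with TopHat2 2.0.8 and HTSeq 0.5.3p9, versions that differ from those of the processing notes. The FlyBase 5.57 counts were used, as in the paper, with 17142 gene entries and 96 ERCC entries. The FlyBase 6.01 counts, with 17023 gene entries of which 16629 had reads, served as an alternative.

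The labels name 732 flies in 851 libraries, sequenced in 952 runs. The counts of the libraries of a fly were summed. Genotype, environment, sex, fly number and library number come from the labels, and the plate, RNA preparation and flow cell from the table of runs or the label code. Gene counts per library had a median of 5568446 and a range from 224252 to 59708645, and gene counts made up a median of 95.7% of the mapped reads of a fly. ERCC entries were left out of library sizes and gene tests and held a median of 0.157% of the counts.

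The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. It used DESeq-type size factors (relative log expression), the trended dispersion under the design of 96 conditions, the nested models of the paper (Model 1 for main effects, then Genotype × Environment, Genotype × Sex, Environment × Sex and the 3-way term added in this order) and Benjamini-Hochberg adjustment at 0.05 over the genes kept. Genes were fitted together and those at or under the paper's threshold for DESeq normalization in every fly, a log2(normalized count + 1) of 3.42, were then removed (Workflow 1). Log2 fold changes come from the main-effects fit. Their SE was derived as the absolute log2 fold change over the square root of the F for sex. The fits with the plate block, the fly-number block, the CR41602 covariate and the other orders of terms took over the trended dispersion of the main setting. The deviances of nested fits were reused and checked against edgeR on 300 genes.

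For the comparisons between methods, DESeq was rebuilt in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, since the original version of the program was not part of the software used. It takes pooled method-of-moments dispersions, a local regression trend (locfit 1.5.9.12), the larger of gene value and trend, and likelihood ratio tests. The edgeR likelihood ratio test used common and tagwise dispersions, and the ln ANOVA sequential F tests on the ln of normalized count + 1. DESeq2 1.42.0 was run for main effects, where it called 14446 genes for genotype, 12290 for environment and 15059 for sex. All tests were also run on simulated counts with known differences: at a mean of at least 50 counts, the main test found 100% of simulated 2-fold sex differences and 76.9% of 2-fold Genotype × Environment differences, and called between 0% and 0.444% of genes without a difference.

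The normalization methods were TC, UQ, Med, TMM, DESeq, Q and RPKM, with the un-normalized counts (RC) beside them, each with the low-expression threshold of the paper. Q and RPKM values were rounded to whole numbers for the count models. In Workflow 2 here, the genes kept in Workflow 1 were normalized again and refitted, and Workflow 3 had no filter. Overlaps are given as shared genes in percent of the genes called in either list, unless another base is named. The power calculation used a noncentrality of n times the squared difference over 2 times the residual mean square of the ln ANOVA (2 times that for Genotype × Environment), 30 numerator degrees of freedom, a level of 0.05 and a power of 80%. Draws of 2, 3 and 5 flies per condition were made 3 times each. RUVg was computed here by a singular value decomposition of the ln of count + 1, with 32 ERCC sequences as control sequences. The RUVSeq package, which the paper used, was not run.

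The 17 gene lists are written as FlyBase 5.57 symbols, of which 36 of 37 were found for testis, 8 of 12 for Y-linked genes, 36 of 37 for antimicrobial genes and 11 of 12 for the clock. Single genes are named by rule: with a mean of at least 50 normalized counts and past the test, the 10 with the largest sex difference in each direction and the same sign in all 48 pairs of genotype and environment; the 10 with the largest range of genotype means that holds in all 6 combinations of sex and environment; the 10 with the largest range of environment means that holds in both sexes and at least 14 of 16 genotypes; the 5 with the largest F for each interaction; the 10 with the most reads in each sex; and up to 4 members of each list. Genes named outside the rule were chosen after their values were seen. These include list members that go against the rest of their list and the genes named for the largest F with the plate as a block.

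Each fly belongs to 1 of 8 plates. Environment 1 is on plates 1 to 3, Environment 2 on plates 3 to 6 and Environment 3 on plates 6 to 8, so the plate could be fitted as a block through plates 3 and 6. Alternatives covered TMM and total counts for normalization, Workflows 2 and 3, genes with a mean of at least 50 counts, the first library of each fly, FlyBase 6.01, protein-coding genes alone, leaving out DGRP-563, the plate and the fly number as blocks, other tests and other orders of terms. Permutation tests used 100000 permutations, with 10000 for correlations permuted within plates and 1000 for shares of variance; all are two-sided except those of shares of variance.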

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

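The test of the libraries of 1 fly and that of plates 4 and 5 for CR41602, the CR41602 share as a covariate and the comparisons with other splits of the flies were chosen after the results were seen; the other tests of this part were set beforehand. Within conditions of 4 to 10 flies, 1 fly lay apart from the rest in total gene counts in 30 of 95 conditions. This held in 9 for the median log2 normalized count and in 4 for the share of CR41602. Chance sets apart a fly in about 1 in 20 conditions. Total counts sum the libraries of a fly, of which 117 flies had 2. They are also skewed, with a median of 5955488 and a highest value of 59708645. How far both raise the number of 30 was not tested. The interactions are differences between groups by a test of the difference itself. The differences among genotypes differed between the sexes for 14021 genes and among environments for 6512. The differences among environments differed between the sexes for 5891, and the 3-way term was called for 9778. Terms that involve the environment may also hold plate effects that differ by genotype or sex. In the counts made from the newer FlyBase release, which the paper does not analyse, 129 genes without an entry in FlyBase 5.57 held more than 3 reads each and together 27.9% of the counts; they are led by CR41590 with 3.07% and CR41609 with 3.05%.

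Flies were also split at random into groups of the real sizes, 100 splits with the real one included, and tested by the ln ANOVA. In each comparison 1 of the 100 splits, the real one, gave a number as large. For the main effects of genotype, environment and sex, chance can be excluded for flies that are exchangeable. For interactions the splits cannot decide, because exchanging the labels of sex or environment also removes the main effect. The splits take no account of the plate, which follows the environment, so for environment they do not set apart the plate; with the plate as a block 576 genes were called. The real number and the highest of the others were 13895 and 16 for genotype, 12496 and 1 for environment, 3865 and 33 for Genotype × Environment and 7708 and 99 for Environment × Sex. They were 15132 and 10008 for sex, 13034 and 8791 for Genotype × Sex and 5693 and 4782 for the 3-way term. These large numbers all came from splits of sex. Sex accounted for 96.9% of the variance of the scores of the first principal component with DESeq-normalized counts. A split that leaves the real sexes unevenly divided can therefore call many genes, which was not tested further.

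The share of counts on the rRNA gene CR41602 differed among plates and libraries. The libraries of 1 fly, made from the same RNA, differed by a median of 38.0 percentage points and by up to 67.5, a value that a property of the fly cannot give. Of the variance of the log10 share, the library plate accounted for 78.7% and the flow cell for 76.4%. These values are in line with library preparation as a cause of most of the spread. Plates 4 and 5 hold Environment 2 alone, and their medians of 12.5% (SD 3.35) and 69.3% (SD 16.3) differed by 56.9 percentage points, which argues against a difference among environments as the cause of the spread among plates. A contribution of the environment within plates cannot be told apart from the spread between libraries: the medians of Environments 1 and 2 on plate 3 were 13.5% and 14.1% (permutation p = 0.225), and the larger of the differences, 11.5 percentage points on plate 6, had a permutation p of 0.138 with 30 and 62 flies. A contribution of genotype or sex also stays open: genotype and sex accounted for 6.42% of the variance within plates, against a median of 2.14% with permuted labels (permutation p = 0.000999, the smallest the permutations can give), a value too small for the spread among plates.

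The genes called among environments may reflect the plate on which a fly was processed. Plates of the same environment differed by 628, 8558 and 1285 genes in Environments 1, 2 and 3, with 1285 as the median. These comparisons had 184, 187 and 175 flies. Those between environments within plates 3 and 6 had 94 and 92, so their counts are not directly comparable. Of the genes called among environments, 3.78% were called with the plate as a block; this test rests on plates 3 and 6, so fewer calls follow also from fewer flies. The share of CR41602 as a covariate, added after seeing the data, left 95.3% of the genes called, which argues against rRNA content as the whole cause. Differences between rearing times stay open for the genes called within plates, 772 on plate 3 and 17 on plate 6, and 543 of the 772 but 4 of the 17 went the same way over all plates.

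Yolk and eggshell transcripts varied strongly among the 358 males. The level of 16 eggshell genes, in percent of the female mean, had a median of 0.727% and a 95th percentile of 12.1%; a DGRP-761 male of Environment 1 reached 120% and a DGRP-850 male of Environment 3 55.4%, while the 3 yolk protein genes stood at 36.7% and 50.2% in these flies. Estimates from both gene groups rose together over males (rho = 0.867, r = 0.925, both with permutation p = 1e-05, the smallest the permutations can give; r = 0.920 without the 2 males farthest from the median), which is consistent with female RNA in some male libraries. Genotype accounted for 6.17% of the variance within plates, against a median of 4.07% with permuted labels (permutation p = 0.0999), which argues against a difference among genotypes as the cause. Carry-over from the wells around cannot be told apart from other sources, since the number of females in the 8 wells around had rho = -0.0607 (permutation p = 0.192) and r = -0.0546 (permutation p = 0.250; -0.0472 without the 2 farthest males), and mixing at another step leaves no trace in this measure.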

How the results depend on the processing

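The settings without the 6 flies of low depth, with the CR41602 share as a covariate, with RUVg and without the 1 added before the log were chosen after seeing the data; all others were planned. For the results that answer a comparison, 147 values under alternatives stayed the same, for counts of genes within 1.5 times. Another 26 values of 15 results moved, with the counts of all 7 model terms among these. Some of the 147 repeat the main fit and could not move. They are the counts with all flies of the labels, Genotype × Environment by the second approach and Environment × Sex by the third. With genes of a mean of at least 50 counts alone, fewer genes are tested, and 8087 differed among genotypes, 7393 among environments and 8055 between sexes, with 3239 for Genotype × Environment, 7918 for Genotype × Sex and 5956 for the 3-way term. Environment gave 576 genes with the plate as a block, 772 within plate 3 and 17 within plate 6, the last 2 with fewer flies; with the fly number as a replicate block it gave 12937 genes. The fly number does not pair the flies: flies of the same number correlated at 0.00413 and others at 0.002, and this block changed no other count by more than 1.5 times (sex 15271, genotype 15187, Genotype × Environment 6414, Genotype × Sex 14032, Environment × Sex 5859, 3-way 9751). For the following, the cause was not tested. The rebuilt DESeq gave 3467, 7360, 2353 and 3742 genes for Genotype × Environment, Genotype × Sex, Environment × Sex and the 3-way term, the ln ANOVA 3865 for Genotype × Environment and 5693 for the 3-way term, and total counts 9176 for Genotype × Sex and 4081 for the 3-way term. The genes called with all 7 methods by the edgeR likelihood ratio test numbered 11198 for genotype, 1949, 5846 and 2090 for the interactions in the same order and 1584 for the 3-way term. Protein-coding genes alone gave 729 genes in females and 745 in males with 50% of the counts. The first principal component took up 60.1%, and 76.7% with DESeq normalization and 99.1% with untransformed counts, changes above the SD of 3.29 between flies of different numbers; with RUVg it was 60.6%. Of the values for lists and named genes, 1863 stayed the same and 39 moved. With the plate as a block, 67 values no longer passed the test, all of them differences among environments except Ory among genotypes. There were 4 that passed the test in addition, for mt:ND4L among genotypes with the plate as a block, for DptB with a range of environment means of log2 1.89 by total counts and 1.58 with the first library of each fly, and for Mtk with 1.79 by total counts. DESeq2 was not run for interactions. Depth limits genes with few counts, which the filter keeps if 1 fly exceeds it: of the 15686 genes tested, 8215 have a mean of at least 50.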

Differences from the paper's values

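Over 134 values of the paper, 7 differ from those found here by more than 1.5 times. For Genotype × Environment the paper gives 3463 genes, and the main test here, the edgeR quasi-likelihood F test, gave 6512. Of the alternatives set before the data were examined, total counts (4774), genes with a mean of at least 50 (3239), the rebuilt DESeq (3467) and the ln ANOVA (3865) lie within 1.5 times of the paper's value. TMM, both other workflows, the first library of each fly, the newer FlyBase release, protein-coding genes alone, DGRP-563 left out, the plate and fly-number blocks, the edgeR likelihood ratio test and the other orders of terms do not. For Genotype × Sex the paper gives 7163 genes and the main test 14021; total counts (9176), a mean of at least 50 (7918) and the rebuilt DESeq (7360) lie within 1.5 times, and the other alternatives, the ln ANOVA among them, do not. For Environment × Sex the paper gives 2725 genes and the main test 5891; the rebuilt DESeq (2353) lies within 1.5 times and no other alternative does. For the 3-way term the paper gives 3611 genes and the main test 9778; total counts (4081) and the rebuilt DESeq (3742) lie within 1.5 times, and the other alternatives do not. The thresholds are those of the paper, while the flies are 732 here and 726 in the paper.

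In Table 1, for Environment × Sex after TC, the paper gives 5539 genes and the rebuilt DESeq gave 3416; the edgeR likelihood ratio test (6166) lies within 1.5 times, and Workflow 2 (3406) and Workflow 3 (3282) do not. For Environment × Sex after RPKM the paper gives 3032 genes and the rebuilt DESeq gave 1677; the edgeR likelihood ratio test (4966), Workflow 2 (1690) and Workflow 3 (1629) do not come within 1.5 times. Of the 56 counts per method in Table 1, 54 are within 1.5 times and 46 within 10% of those found here. For the agreement between DESeq and edgeR the paper gives 96% or more in nearly every comparison. The lowest found here was 3.46% of the genes called by either program, for un-normalized counts; in percent of the rebuilt DESeq list, 152 of 168 comparisons reach 96%, and the lowest is 79.9%. None of the alternatives bears on this overlap.

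The paper states that Workflow 2 gives higher dispersion estimates than Workflow 1 for RPKM by DESeq. Here the rebuilt DESeq gave more genes a higher final value in Workflow 1 (43.6%) than in Workflow 2 (35.0%), while its values before the trend were higher in Workflow 2 for more genes (32.2% against 26.9%). The paper counts TMM among the methods sensitive to the place of the filter; here TMM shared at least 96.5% of genes between the workflows by the rebuilt DESeq, against at least 97.3% for UQ and RPKM, and Med and Q fell to 59.5% and 83.2%. The paper states that differences between libraries of a fly are under its threshold for raw counts; here a median of 48.2% of the genes were under it. The paper's detectable differences, defined on ln-transformed counts, are 2.5, 1.8 and 0.9 with 2, 3 and 8 flies for the 3-way term. The values found here were 2.56, 1.99 and 1.17 in the same unit. After RUVg the paper reports overlapping sexes and environments. Here sex accounted for 91.0% of the variance of the scores of the first component, with RUVg computed without the RUVSeq package.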

Other observations

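The tests of this part were planned, apart from the genes named for the plate block, which were chosen after their values were seen. Sex differences were spread unevenly over the chromosomes. Of 2425 X-linked genes tested, 45.7% were at least 2-fold higher in males and 22.6% at least 2-fold higher in females, while the autosomal arms gave 58.6% and 16.3% on 2L, 55.6% and 13.7% on 2R, 56.4% and 13.9% on 3L, and 56.4% and 14.6% on 3R. On the small chromosome 4, with 107 genes, these were 52.3% and 4.67%. These shares were compared without a test and depend on the normalization, which shifts all genes by the same amount. Among ribosomal protein genes, 4 had a large excess in males against the direction of their list: RpL10Aa (log2 7.83), RpL22-like (7.32), RpS28-like (7.06) and RpL37b (6.86), all with fewer than 1 normalized count on average in females. Of the list, 83 of 91 genes were higher in females, so it holds genes with opposite sex differences; RpL10Aa averaged 182 counts in males.

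The environment in which a group of genes was highest differed between groups without the plate block. Of the genes called, 27 of 30 detoxification enzymes, 28 of 30 antimicrobial genes, 77 of 91 ribosomal protein genes and 12 of 13 mitochondrially encoded proteins were highest in Environment 1, 15 of 19 muscle genes in Environment 2, and 21 of 31 testis and 19 of 24 accessory gland genes in Environment 3. Ribosomal protein genes also differed between plates of 1 environment, for 87 genes between plates 5 and 4, 50 between plates 2 and 1 and 22 between plates 8 and 7, as did 25 testis and 21 accessory gland genes between plates 5 and 4 and 14 and 15 between plates 8 and 7. With the plate as a block, edgeR called 0 testis and 0 accessory gland genes among environments, with 3 and 2 at an unadjusted p under 0.05 and 0 and 0 adjusted over the list alone. Detoxification enzymes went from 30 to 1 (1 adjusted over the list alone), and 15 of 32 differed between plates 5 and 4. The block left 0 of 35 antimicrobial, 1 of 91 ribosomal protein, 3 of 13 mitochondrially encoded and 9 of 19 muscle genes. Adjusted over each list alone these were 0, 1, 7 and 18. With the plate as a block, the genes with the largest F among those with a mean of at least 50 were CG7214, O-fut1, CG12909 and CG7203; CG7203 averaged 408, 760 and 1345 counts in Environments 1, 2 and 3. Within plate 3, 16 muscle genes, 10 mitochondrially encoded proteins, 8 yolk and eggshell genes and 6 digestive enzymes differed between Environments 1 and 2.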
